# Genetically- and spatially-defined basolateral amygdala neurons control food consumption and social interaction

**DOI:** 10.1038/s41467-024-50889-7

**Published:** 2024-08-11

**Authors:** Hansol Lim, Yue Zhang, Christian Peters, Tobias Straub, Johanna Luise Mayer, Rüdiger Klein

**Keywords:** Neural circuits, Social behaviour, Feeding behaviour, Molecular neuroscience, Amygdala

## Abstract

The basolateral amygdala (BLA) contains discrete neuronal circuits that integrate positive or negative emotional information and drive the appropriate innate and learned behaviors. Whether these circuits consist of genetically-identifiable and anatomically segregated neuron types, is poorly understood. Also, our understanding of the response patterns and behavioral spectra of genetically-identifiable BLA neurons is limited. Here, we classified 11 glutamatergic cell clusters in mouse BLA and found that several of them were anatomically segregated in lateral versus basal amygdala, and anterior versus posterior regions of the BLA. Two of these BLA subpopulations innately responded to valence-specific, whereas one responded to mixed - aversive and social - cues. Positive-valence BLA neurons promoted normal feeding, while mixed selectivity neurons promoted fear learning and social interactions. These findings enhance our understanding of cell type diversity and spatial organization of the BLA and the role of distinct BLA populations in representing valence-specific and mixed stimuli.

## Abstract (web summary)

The molecular diversity and spatial organization of the mouse basolateral amygdala are unclear. Here, the authors classify 11 glutamatergic cell clusters and describe the roles of distinct neuron populations in different valence-specific behaviors.

## Introduction

The basolateral complex of the amygdala (BLA) processes and encodes the emotional valence of salient cues and controls the appropriate behavioral output. In the past, behavioral studies were inspired by BLA lesions which caused profound behavioral disturbances, typically focusing on motivated behavior, including aversive^1,2^, appetitive^3–5^, and instrumental conditioning paradigms^6–9^, as well as addictive^10,11^ and anxiety behaviors^12–15^. The BLA has also been implicated in social behavior in humans and rodents^13,16,17^. Social behavior is complex and can be rewarding, but also upsetting. It activates the brain’s reward circuitry^18^, but can also trigger avoidance and aggression^19–21^. Hence, social interactions can have positive and negative valence^22^. Optogenetic inactivation of the BLA facilitates social interactions^23^, suggesting that the BLA specifically mediates aversive aspects of social interaction. Consistent with such a conclusion, the BLA projection to ventral hippocampus (vHPC) mediates social and anxiety-related behaviors^24^. More recently, it was shown that the BLA encodes social exploration behavior in a valence-independent manner by two functionally anticorrelated ensembles, consistent with a multiplexed representation of valence in the BLA^25^.

Somewhat surprisingly, the BLA has not been implicated in the normal consumption of food. Rather, published work indicates that BLA principal neurons (PN) promote reward (sucrose) consumption in an instrumental goal-directed action performance test^26^, and that BLA projections to Nucleus Accumbens (NAc) enhanced instrumental food consumption in a chronic stress paradigm, but not free-feeding behavior^27^. Moreover, BLA activity decreased the likelihood of food consumption in a risky environment^28^, suggesting that the BLA regulates risk behavior when animals forage for food. The fact that some BLA neurons increase firing in response to food^29,30^, suggests the presence of distinct BLA PN populations that contribute to the control of normal feeding.

Current models posit that aversive and rewarding stimuli may involve discrete neural circuits to elicit responses ranging from defensive to appetitive behaviors^31,32^. The distinction of these neural circuits is, however, incompletely understood and many questions remain unanswered: Are the BLA neurons that encode positive or negative values genetically distinct and do they occupy discrete spatial locations within the BLA? Do individual BLA neurons innately represent one type of stimuli, or can they represent mixed selectivity? Currently, there is evidence for all of these scenarios. Genetically distinct BLA neurons controlling valence-specific motivated behavior have been previously described^33,34^. Conversely, distinct appetitive and aversive networks in BLA were described based on their segregated projections to NAc and central amygdala (CeA)^35,36^. Such output specificity may be determined during development by genetically encoded guidance cues, but this remains to be demonstrated^37^. Single-cell recordings have shown that genetically defined BLA neurons are typically quite heterogeneous with fractions of cells responding to positive and negative cues^30,34,38^. To what extent these variable responses to multiple stimuli reflect the cell type or the result of changes in the internal state of the animals, including anxiety, arousal, sensory processing, or previous experience remains to be determined^39–41^.

One experimental approach that could provide insights into this diversity of BLA responses is single-cell transcriptomics (scRNAseq) which enables the identification of cell types based on similar gene-expression properties^42^. Coupling transcriptomic cell typing with their spatial organization, input-output pathways, and functional analyses has the potential to reveal the organizational framework of the BLA. A previous scRNAseq analysis of excitatory neurons of the BLA revealed two main principles: First, the anatomical division of the BLA into lateral (LA) and basal amygdala (BA) was recapitulated in a discrete separation of transcriptomic cell types arguing that excitatory neurons of the LA and BA should be considered distinct^43^. Second, within LA and BA, the analysis revealed anterior-posterior continuous gene-expression differences instead of discrete cell types. However, this organization was inconsistent with previous anatomical parcellations of the BLA^44–46^ and no functional analysis was included.

Another recent scRNAseq study of the whole amygdala complex^47^, found genetic differences among amygdala nuclei and between two types of glutamatergic neurons, *Slc17a7* (*VGLUT1*) and *Slc17a6* (*VGLUT2*). Also, after fear conditioning several cell types with higher immediate early gene (IEG) expression were identified for putative roles in aversive memory^47^. However, the association of transcriptomic cell clusters with subregions of the BLA was less clear due to a lack of spatial resolution and again no functional analysis was included.

In this work, we provide a full description of the genetic diversity of glutamatergic BLA neurons and their spatial distribution. We characterized a total of 11 cell clusters and demonstrated that they were distributed in distinct spatial BLA subregions. Unsupervised approaches using dimensionality reduction and cross-correlation of meta datasets suggest that distinct cell clusters are present within LA and BA subregions. We selected three genetically defined neuron populations each representing two or three transcriptional clusters, for subsequent functional analysis. We characterized a positive-valence subpopulation that increased activity in response to the presence of food and promoted feeding. A second population showed mixed selectivity by responding to aversive and social cues and not only promoted defensive but also social behavior. A third population followed the classical BLA model of an aversive population by not responding to food and social cues and promoting aversive conditioning. These findings enhance our understanding of cell type diversity and spatial organization of the BLA and the role of distinct BLA PN populations in innate food consumption and social behavior.

## Results

### Single-nuclei RNAseq identifies molecularly defined glutamatergic BLA cell types

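In single-nuclei RNA sequencing (snRNAseq), each droplet gives the RNA of a nucleus its own barcode. Each captured RNA molecule also carries a unique molecular identifier (UMI), so that PCR copies of 1 molecule are counted once. The libraries were made with 10x 3' chemistry from BLA dissected from male mice at postnatal day 56, with 4 brains per dataset, and there was no second condition. The authors aligned the reads with Cell Ranger to the mouse genome (mm10) and deposited, for each library, the UMI count of every gene in every barcode taken as a cell, without normalization. Library 1 held 819 barcodes with 8078394 UMIs in total and a median of 7725 UMIs per barcode. Library 2 held 3792 barcodes with 24354374 UMIs and a median of 3316, and library 3 held 4588 barcodes with 33049068 UMIs and a median of 4116. The 3 libraries, not the nuclei, are the replicates, and neither the methods nor the labels settle whether they come from separate pools of brains.

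From the deposited counts, nuclei were filtered by the criteria of the methods, doublets were removed, and the counts were log-normalized with a scale factor of 10000. The nuclei were clustered after batch correction between libraries with the Harmony algorithm, on 10 principal components of 2000 variable features. Clusters were named from marker lists fixed before the data were examined, so oligodendrocyte-like and astrocyte-like stand for clusters led by such markers. Neurons, glutamatergic and GABAergic nuclei are classes built in the same way, and these rebuilt names can differ from those of the study. Clusters of all nuclei were called neuronal or not, neurons were then clustered again and put into the glutamatergic or GABAergic class, and each class was clustered once more. The resolution of 2 for the neurons, the required ratio of 2 between the transmitter genes of the classes and the rule for leading genes were chosen after the data were seen. Library 1 has too few nuclei of either class for a mean, so values by class are means over libraries 2 and 3 (n = 2). Since deeper nuclei show more genes, shares of nuclei with a UMI were also computed after thinning each nucleus to 1200 UMIs. Oligodendrocyte-like nuclei, with a median of 1979 UMIs, give the background that free RNA leaves in droplets. Intervals for a single library are exact Clopper-Pearson 95% confidence intervals and cover counting error only.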

We characterized transcriptomic cell types using single-nuclei RNA sequencing (snRNAseq) from the adult BLA (4 male brains with both hemispheres), spanning 2.4 mm in anterior-posterior direction (Fig. 1A). To spatially annotate the cell clusters, we used a regional parcellation method as published previously^46^ (Fig. 1B). Our initial analysis of the BLA transcriptomic dataset identified seven transcriptomic cell types, including 3,278 non-neuronal and 4,544 neuronal cells (Supplementary Fig. 1A, B). 

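Of the nuclei kept in libraries 1, 2 and 3, 355, 2171 and 2233 lay in 6 neuronal clusters, 4759 in all. Their share was 51.4% ± 7.87 (SD, n = 3 libraries). The share moved most, to 33.2%, without batch correction. A further 3318 nuclei lay in non-neuronal clusters: 1718 astrocyte-like, 766 oligodendrocyte-like, 356 oligodendrocyte precursor-like, 213 microglia-like, 174 vascular-like and 91 ependymal-like. With the neurons, these are 7 cell types, all that the fixed marker lists held, so this number could not be higher. The remaining 744 nuclei formed 2 clusters that stayed unnamed, because their leading genes went against their highest-scoring type or their depth was low. These held 382 nuclei of library 1 (46.9% of its nuclei), 260 of library 2 (7.11%) and 102 of library 3 (2.35%). After thinning, *Slc17a7* was found in 33.3% of the nuclei of library 1, against 7.54% in library 2 and 2.77% in library 3.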

We re-clustered the neuronal cells only and separated them into GABAergic and glutamatergic neurons using specific markers for inhibitory (*Gad1, Gad2* and *Slc32a1*) and excitatory neurons (*Slc17a7*) (Fig. 1C, Supplementary Fig. 1C). 

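Putting the neuronal clusters into classes by fixed markers gave 1724 glutamatergic and 1940 GABAergic nuclei, and left 1095 neuronal nuclei without a class. In library 1, 8 nuclei were glutamatergic and 7 GABAergic, and 340 neuronal nuclei (95.8%) had no class, against 21.1% of neuronal nuclei in library 2 and 13.3% in library 3. Among nuclei with a class, 55.9% (53.5 to 58.3) were glutamatergic in library 2 and 39.2% (37.0 to 41.4) in library 3, a gap wider than counting error. The mean was 47.5% ± 11.8 (SD, n = 2). It moved most, to 68.7%, with every cluster put into the class of its highest marker score. Glutamatergic nuclei were deeper, with a median of 8772 UMIs against 5564 in GABAergic nuclei.

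UMI counts were then summed per class and library, giving 6 sums of 154069 to 11541956 UMIs, and compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at a threshold of 0.05. Of 13093 genes tested, 1499 passed, with 703 higher in glutamatergic and 796 higher in GABAergic nuclei. The classes were built from the same counts, so this number describes their separation and is not independent evidence for it. With library as a block, which pairs the 2 sums of each library, 3393 genes passed (1698 and 1695). The count depended on the libraries used: it was 2548 without library 1, 127 without library 2 and 205 without library 3. In the latter 2 fits, the sums of library 1, from 8 and 7 nuclei, are 1 of 2 sums per class. Of 33 genes named beforehand from the paper, 30 could be tested and 22 passed, 11 in each direction, with adjusted p from 7.01e-07 to 0.0144 by the same edgeR test and log2 fold changes from -5.47 to 4.42. Adjusted over the list alone, 25 passed. The study chose many of these genes on these libraries, so the latter number is not independent evidence.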

Separate re-clustering of GABAergic neurons revealed 10 clusters, including intercalated cells (ITC) and amygdalostriatal area cells (marked by *Foxp2* and *Rarb*, respectively) and a cluster marked by *Tshz2* and *Rmst* which appeared to be equally related to ITC and BLA GABAergic interneurons (Supplementary Fig. 1D, E). 

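Re-clustering of the GABAergic nuclei gave 13 clusters. *Foxp2*, *Rarb*, *Tshz2*, *Rmst*, *Calb1* and *Reln* were left out of the variable features, so that their values did not come from having built the clusters. *Foxp2* (ENSMUSG00000029563, chromosome 6, 14901349 to 15441977), *Rarb* (ENSMUSG00000017491, chromosome 14, 16430839 to 16819156) and *Tshz2* (ENSMUSG00000047907, chromosome 2, 169633013 to 170071816) are protein-coding genes, and *Rmst* (ENSMUSG00000112117, chromosome 10, 92071037 to 92165170) is a long intergenic non-coding RNA (positions on GRCm38). *Foxp2* had a UMI in 56.0% ± 13.3 of GABAergic nuclei (SD, n = 2 libraries), against a background of 9.83% ± 4.63 in oligodendrocyte-like nuclei. For *Rarb* the shares were 38.1% ± 6.87 and 5.63% ± 0.854, for *Tshz2* 22.7% ± 2.50 and 9.45% ± 4.72, and for *Rmst* 17.5% ± 1.10 and 8.69% ± 2.09. The GABAergic nuclei had a median of 5080 UMIs in library 2 and 5823 in library 3, and the oligodendrocyte-like nuclei had 1826 and 2046. At 1200 UMIs per nucleus the shares were 47.2% against 7.53% for *Foxp2*, 19.8% against 3.07% for *Rarb*, 10.8% against 5.37% for *Tshz2* and 6.57% against 4.85% for *Rmst*, so the gap for *Rmst* was small at equal depth. At least 1 of the 4 genes was found in 81.3% ± 7.10 of GABAergic nuclei. This value moved most, to 65.1%, with thinned counts. Single genes were less stable: with 1 library left out, *Tshz2* ranged from 23.7% to 52.6% and *Rmst* from 18.3% to 45.1% of GABAergic nuclei. *Foxp2* ranged from 51.4% to 60% and *Rarb* from 38.6% to 49.9%. Over the 10 alternatives with all libraries, the highest shares were 44.1% for *Tshz2* and 38.4% for *Rmst*. Such means, and those with 1 library left out, can hold library 1, which the main setting leaves out of them. *Tshz2* and *Rmst* were not genes of the GABAergic class as a whole. Both were higher in glutamatergic nuclei, with log2 fold changes of 1.68 and 2.25 (edgeR adjusted p = 0.00869 and 0.000111), and were found in 65.9% ± 0.0418 and 57.2% ± 3.49 of those nuclei. *Tshz2* lost its call without library 2 (edgeR adjusted p = 0.519) or library 3 (0.265), and both genes lost theirs with Scrublet (0.108 and 0.134) and with doublets kept (0.104 and 0.0768). The fits without library 2 or 3 rest in part on library 1, with its 8 glutamatergic and 7 GABAergic nuclei.

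Clusters with a gene in at least 50% of their nuclei, a threshold chosen after the values were seen, numbered 5 for *Foxp2*, 4 for *Rarb*, 2 for *Tshz2* and 1 for *Rmst*. In cluster 3, of 199 nuclei, *Foxp2* was found in 98.9% and *Rarb* in 0.752%. Only cluster 4, of 199 nuclei, had both *Tshz2* (55.6% ± 2.86) and *Rmst* (52.0% ± 2.14) in at least 50% of nuclei. Nuclei with both *Tshz2* and *Rmst* were 1.64 ± 0.0698 times as frequent as the product of the shares of the genes would give.

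**Figure D1:**
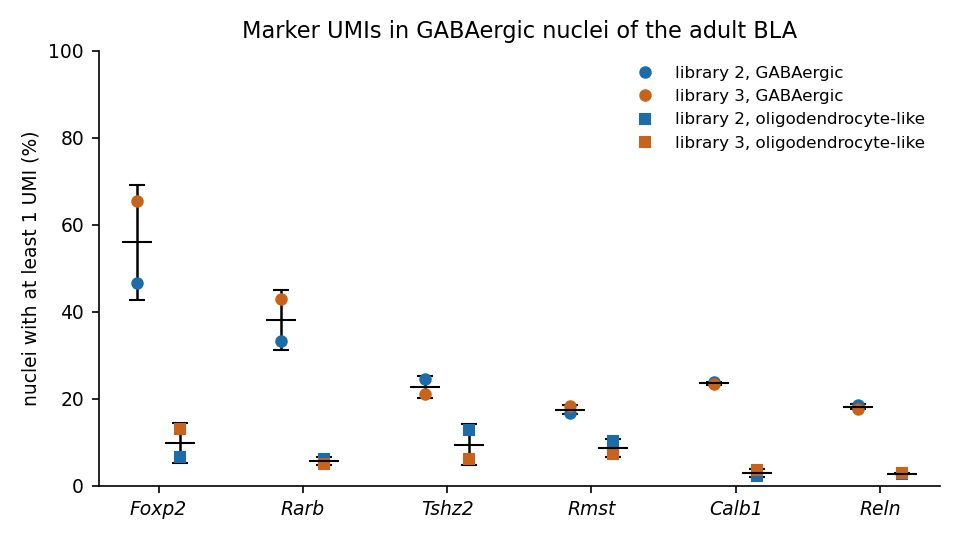
Share of nuclei (%) with a UMI of *Foxp2*, *Rarb*, *Tshz2*, *Rmst*, *Calb1* and *Reln* in GABAergic and in oligodendrocyte-like nuclei. Points are libraries 2 and 3, bars their mean and error bars the SD; for each gene the mean is higher in GABAergic nuclei, from 56.0% for *Foxp2* down to 17.5% for *Rmst*.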

The latter neurons were separated into two populations marked by *Reln* and *Calb1* (Supplementary Fig. 1E). 

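*Calb1* (ENSMUSG00000028222, chromosome 4, 15881264 to 15908064) and *Reln* (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702), both protein-coding and positioned on GRCm38, were compared over all GABAergic nuclei, because the rebuilt clusters were not sorted into local interneurons and neighbouring types. *Calb1* had a UMI in 23.6% ± 0.351 of GABAergic nuclei (SD, n = 2 libraries) and 2.89% ± 0.847 of oligodendrocyte-like nuclei. *Reln* had one in 18.1% ± 0.566 and 2.73% ± 0.152. With 1 library left out, the share of GABAergic nuclei ranged from 24.0% to 37.7% for *Calb1* and from 17.9% to 24.7% for *Reln*. Library 1 can enter these means, unlike those of the main setting. Of the 13 clusters, 2 had *Calb1* in at least 50% of nuclei, with up to 86.7% ± 3.34. Likewise, 2 had *Reln* in at least 50%, with up to 81.6% ± 1.27, and 0 had both. Over all GABAergic nuclei, *Calb1* and *Reln* were found together at 1.06 ± 0.184 times the product of their shares, with 0.929 in library 2 and 1.19 in library 3. Counting only nuclei with at least 2 UMIs of each gene, the ratio was 1.26. Nuclei with neither gene raise this ratio, and some *Foxp2*-rich clusters hold few of either, such as cluster 3 (2.26% with *Calb1* and 3.77% with *Reln*). This does not hold for all: cluster 2, the highest in *Foxp2*, had *Calb1* in 31.1% ± 9.58 and *Reln* in 5.88% ± 1.24. The ratio over all GABAergic nuclei therefore does not tell whether the genes are apart among interneurons.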

The *Calb1* population included *Calb1, Sst* and *Htr2a* clusters, while the *Reln* population contained *Lamp5, Ndnf*, and *Cck* clusters (Supplementary Fig. 1E), showing distinct transcriptomes and correlations with each other (Supplementary Fig. 1F). These findings agreed well with recent scRNA-seq studies from cortex and BLA^47–49^.

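Co-detection within GABAergic nuclei was computed for these genes after the data had been seen. *Calb1* was found in 52.4% ± 3.44 of nuclei with *Sst* and in 20.9% ± 1.23 of nuclei without it (SD, n = 2 libraries). Among nuclei with *Htr2a* it was found in 47.3% ± 3.88, against 20.1% ± 0.268 without. *Reln* was found in 25.3% ± 0.469 of nuclei with *Sst* against 17.5% ± 0.795, while for *Htr2a* (28.2% ± 10.1 against 16.5% ± 2.34) the libraries were too far apart to tell. In nuclei with *Lamp5*, *Calb1* was found in 13.4% ± 2.60, against 24.4% ± 0.508 without *Lamp5*, and *Reln* in 22.8% ± 3.07 against 17.8% ± 0.403. Nuclei with *Ndnf* or *Cck* were numerous enough only in library 3. There, 22 of 30 nuclei with *Ndnf* had *Reln* (73.3%, 54.1 to 87.7) and 2 had *Calb1* (6.67%). Of 64 nuclei with *Cck*, 31 had *Reln* (48.4%, 35.8 to 61.3) and 22 had *Calb1* (34.4%). Without *Cck*, *Reln* was found in 16.8% ± 1.11 and *Calb1* in 23.2% ± 0.681 of nuclei. Nuclei in which a gene was found tend to be deeper, so the shares were also taken at 1200 UMIs per nucleus, over the nuclei of all libraries together. *Calb1* was then found in 13 of 50 nuclei with *Sst* (26%) and 8.66% without, and in 15 of 75 nuclei with *Htr2a* (20%) and 8.67% without. For *Htr2a* most of these came from library 3 (13 of 55 nuclei), with 2 of 20 in library 2 (10%, against 8.75% without). For *Reln* and *Htr2a* the libraries went opposite ways, with 1 of 20 nuclei in library 2 (5%, against 10.5% without) and 13 of 55 in library 3 (23.6%, against 8.32%). For *Reln* a difference by *Sst* could no longer be seen (5 of 50 nuclei, 10%, 3.33 to 21.8, against 9.59%), nor one by *Lamp5* (3 of 34 nuclei, 8.82%, 1.86 to 23.7, against 9.62%). The interval for *Calb1* in nuclei with *Lamp5* (1 of 34, 2.94%, 0.0744 to 15.3) held the share without it, 9.24%. *Reln* was found in 12 of 17 nuclei with *Ndnf* (70.6%), against 9.05% without, and in 7 of 20 nuclei with *Cck* (35%), against 9.33% without. For *Cck* these were 4 of 6 nuclei in library 2 and 3 of 14 in library 3. The interval in library 3 (21.4%, 4.66 to 50.8) held its share without *Cck*, 8.89%. A difference in *Calb1* by *Cck* could not be seen (2 of 20 nuclei, 10%, 1.23 to 31.7, against 9.12%).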

**Fig. 1:**
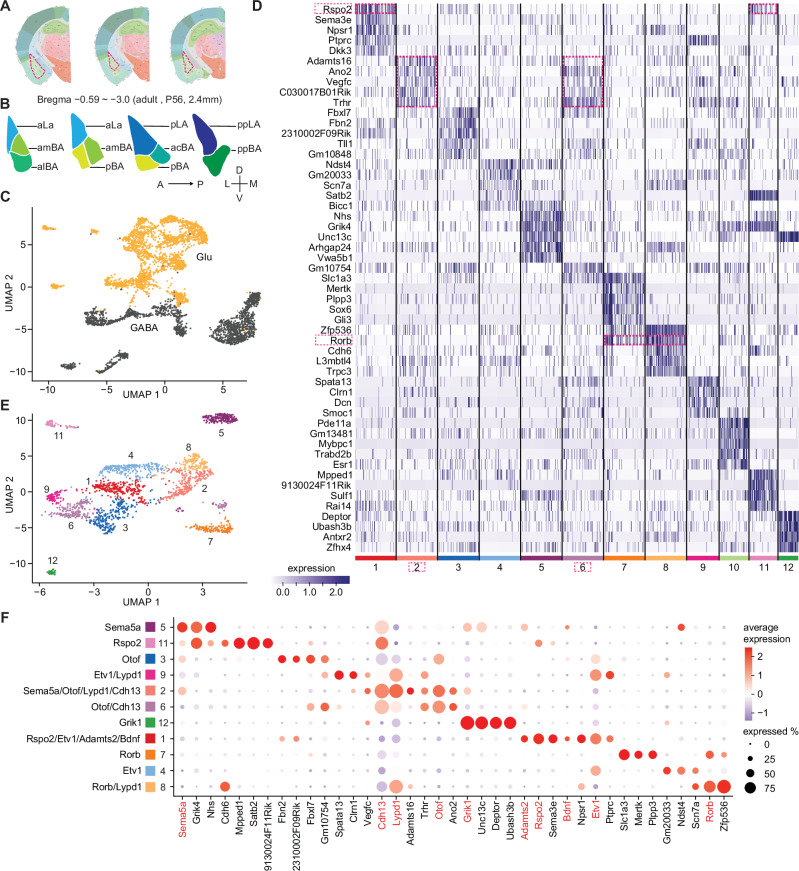
Single-nuclei transcriptomic characterization of adult BLA neuron types. **A** Schemes showing the sampled BLA regions highlighted with a triangle. The anterior-posterior extent of the samples ranged from bregma 0.59 to −3.0 covering around 2.4 mm. **B** Schemes showing regional parcellation of the BLA along the anterior-posterior axis (adapted from ref. ^46^). acBA, anterior-caudal BA; aLA, anterior LA; alBA, anterior-lateral BA; amBA, anterior-medial BA; pBA, posterior BA; pLA, posterior LA; ppBA, posterior-posterior BA; ppLA, posterior-posterior LA. **C** UMAP of BLA neurons (*n* = 4544) with cells classified as GABAergic (GABA, *n* = 2033, black) and glutamatergic (Glu, *n* = 2511, orange), respectively. **D** Heatmap of the top 5 marker genes in each cluster of glutamatergic neurons. **E** UMAP of glutamatergic neuron clusters after separate dimension reduction and clustering. Cell type color palette reflects the one shown in (**F**). **F** Molecular signatures of glutamatergic clusters in dot plot visualization of average gene expression of selected candidate genes. Genes highlighted in red were selected as ten key markers; percentage of cells expressing the selected marker is indicated by circle size and average gene expression level by color scale.

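The glutamatergic nuclei were clustered again with the 10 marker genes of Fig. 1F, *Esr1* and *Pde11a* left out of the variable features. This gave 10 clusters, numbered here by size from 304 nuclei down to 46, so the numbers are not those of the paper. Expression by cluster is given as CPM, from the UMIs summed over a cluster's nuclei in each library. *Esr1* (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614) and *Pde11a* (ENSMUSG00000075270, chromosome 2, 75989141 to 76338774), protein-coding genes placed on GRCm38, were both highest in re-derived cluster 4. *Esr1* reached 123 CPM ± 35.9 there (SD, n = 2 libraries) and 53.1 CPM in the next cluster. *Pde11a* reached 137 CPM ± 23.0, then 25.7 CPM in cluster 10 (library 3 alone) and 12.0 CPM in cluster 1. Cluster 4 held 201 nuclei, 99 of them from library 2 and 101 from library 3, a share of 11.8% ± 2.09 of glutamatergic nuclei. The share moved most, to 2.26%, with every cluster in the class of its highest marker score, and was 4.66% without library 3. Under both of these the clusters highest in the 2 genes were no longer the same one. The share was 5.97% without library 2. Over all glutamatergic nuclei, *Esr1* had a UMI in 19.0% ± 0.302 and *Pde11a* in 6.34% ± 0.540. In the shallower oligodendrocyte-like nuclei the shares were 0.983% and 1.15%.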

Separate re-clustering of glutamatergic BLA cells identified 12 clusters including one cluster (cluster 10) from posterior medial amygdala (MEAp) marked by *Esr1* and *Pde11a*^50^ (Fig. 1D, E). Compared to GABAergic clusters, glutamatergic clusters shared many of their top 5 marker genes. For example, all top 5 genes for cluster 2 (cl2) were also expressed in cl6. 

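The criteria of the methods for top genes were applied to the re-derived clusters: an area under the curve of at least 0.5, a UMI in over 20% of nuclei inside and under 20% outside the cluster, and the 5 best genes. A top gene counted as shared if at least 20% of the nuclei of another cluster of its class had a UMI of it. Of the 50 top genes of the 10 glutamatergic clusters, 41 (82%) were shared. Of the 65 top genes of the 13 GABAergic clusters, 60 (92.3%) were shared. The difference was -10.3 percentage points over the nuclei of all libraries together. Taken in single libraries, it had an SD of 2.50 (n = 2 libraries). The number of other clusters in which a top gene reached 20% of nuclei had a median of 1 among glutamatergic and 3 among GABAergic top genes. Numbers of clusters differ between the classes, and the top genes also built the clusters, so only counts are given. The difference over all nuclei moved most, to -0.278 points (SD of single libraries 5.30), when both classes were clustered at a resolution of 0.4. It was -1.82 points without library 2.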

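Over the 10 marker genes, re-derived cluster 6 was closest to the paper's cl2 and re-derived cluster 9 to its cl6. Of the top 5 genes of cluster 6, 4 had a UMI in at least 20% of the nuclei of cluster 9. In the other direction, 3 of the top 5 genes of cluster 9 reached that share in cluster 6. There were 0 other clusters in which all 5 top genes of cluster 6 did.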

*Rspo2* was expressed in cl1 and 11, and *Rorb* in cl7 and cl8 (Fig. 1D). 

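*Rspo2* (ENSMUSG00000051920, chromosome 15, 43020794 to 43170826) and *Rorb* (ENSMUSG00000036192, chromosome 19, 18930605 to 19111196) are protein-coding genes (positions on GRCm38). In the re-derived clusters *Rspo2* was highest in cluster 1, at 205 CPM ± 21.1 (SD, n = 2 libraries), then in cluster 7 at 42.7 CPM ± 7.64 and in cluster 3 at 35.8 CPM. *Rorb* was highest in cluster 2, at 213 CPM ± 48.3, and reached 66.3 CPM ± 29.8 in cluster 3. For each gene, 1 cluster alone reached at least 50% of the highest value. The closest of the paper's profiles were cl1 for cluster 1, cl8 for cluster 2, cl4 for cluster 3 and cl3 for cluster 7, while none of the re-derived clusters was closest to cl7 or cl11.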

To identify distinctive marker combinations for glutamatergic clusters, we first calculated the top marker genes for each cluster using an AUC (area under the curve) threshold of 0.5 and a minimum observation percentage of 20 (see methods). We then chose genes expressed exclusively in one or two clusters. 

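On the re-derived glutamatergic clusters, the same thresholds without the limit of 5 genes were passed by 140 to 668 genes per cluster, with a median of 376. The minimum moved most, to 1 gene, with every cluster in the class of its highest marker score, and it was 37 without library 3. Between 60 and 295 of the genes of a cluster passed in at most 1 other cluster. On simulated nuclei in 2 groups, the criteria recovered 200 of 200 genes raised 8-fold but were also passed by 218 unchanged genes.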

Through this analysis, we identified a minimum of three representative genes for each cluster (Fig. 1F). We then inspected the spatial expression of each marker in the Allen brain atlas and selected 10 genes that appeared to be expressed in subregions of the BLA (Supplementary Fig. 1G). Marker genes that were expressed homogeneously throughout the BLA or showed high expression in nearby brain regions were not selected (Supplementary Fig. 1H). Some of the selected genes were strongly enriched in one cluster, including *Sema5a* (cl5), and *Grik1* (cl12), while others were enriched in two or more clusters, including *Rorb* (cl7,8), *Otof* (cl2,3,6) and *Lypd1* (cl2,8,9) (Fig. 1F). 

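Differences between the re-derived clusters were tested on log2(CPM + 10) of the UMIs summed per cluster and library. The cluster labels of these sums were permuted within each library (100000 resamples). The p is the share of resamples whose variance over clusters, of the mean over libraries, was at least the observed one. It therefore tells whether the libraries order the clusters alike, and not how far single nuclei differ. The test used the 9 clusters with at least 10 nuclei in each of libraries 2 and 3. All 12 genes left out of the variable features differed between clusters, with adjusted p from 0.0002 to 0.00649 by this permutation test (Benjamini-Hochberg over the 12 genes), where the smallest unadjusted p it can give is 1e-05. With thinned counts 9 of the 12 differed, and *Rspo2* (permutation test, adjusted p = 0.120), *Esr1* (0.378) and *Pde11a* (0.0858) did not. Over all alternatives the adjusted p from the permutation test ranged from 3e-05 to 0.120 for *Rspo2*, from 8.57e-05 to 0.378 for *Esr1* and from 0.00100 to 0.0858 for *Pde11a*.

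*Sema5a* (ENSMUSG00000022231, chromosome 15, 32244810 to 32696341) was highest in cluster 5, at 305 CPM ± 31.7 (SD, n = 2 libraries), and reached 284 CPM ± 18.9 in cluster 6. Cluster 5 was higher in each library, but only slightly, at 283 against 270 CPM in library 2 and 327 against 297 CPM in library 3. *Grik1* (ENSMUSG00000022935, chromosome 16, 87895900 to 88290265) was highest in cluster 10, at 1217 CPM in library 3 alone (38 nuclei there and 8 in library 2). Among the 9 clusters with enough nuclei in both libraries it was highest in cluster 6, at 703 CPM ± 65.9, with 569 CPM ± 27.9 in cluster 5. Cluster 5 was closest to the paper's cl5, and cluster 10 to cl12. *Otof* (ENSMUSG00000062372, chromosome 5, 30367062 to 30461932) reached 405 CPM ± 107 in cluster 6 and 371 CPM ± 227 in cluster 9. *Lypd1* (ENSMUSG00000026344, chromosome 1, 125867622 to 125913101) reached 508 CPM ± 39.5 in cluster 6, 462 CPM ± 57.3 in cluster 2 and 422 CPM ± 19.5 in cluster 8, which were closest to cl2, cl8 and cl9. All 4 genes are protein-coding and their positions are on GRCm38. Among the 9 clusters, at least 50% of a gene's highest value was reached by 2 clusters for *Sema5a*, 2 for *Grik1*, 2 for *Otof* and 5 for *Lypd1*.

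**Figure D2:**
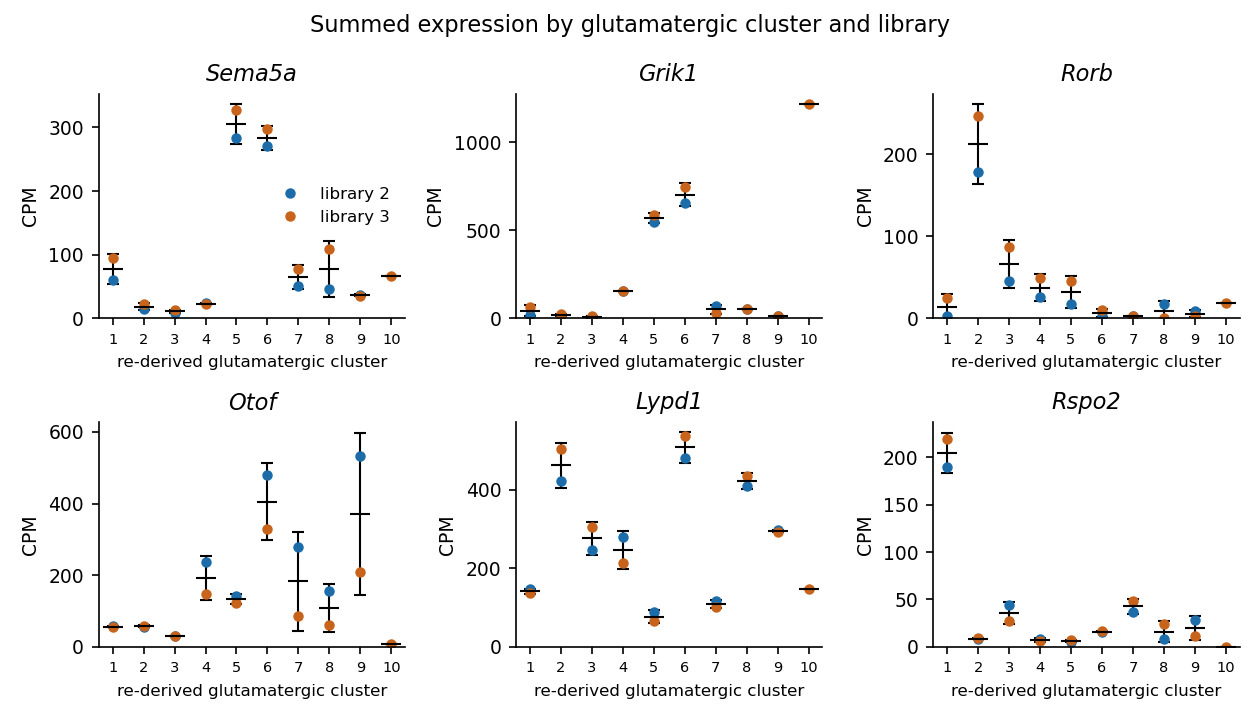
Expression (CPM) of *Sema5a*, *Grik1*, *Rorb*, *Otof*, *Lypd1* and *Rspo2* in the 10 re-derived glutamatergic clusters. Points are libraries 2 and 3, bars their mean and error bars the SD, and cluster 10 is shown for library 3 alone; *Sema5a* is high in clusters 5 and 6, while *Rorb* stands out in cluster 2 alone and *Rspo2* in cluster 1 alone.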

By this analysis, every cluster of glutamatergic BLA neurons could be represented by a combination of one to four marker genes (Fig. 1E, F). This approach provided a combinatorial set of marker genes for spatial mapping of molecularly defined glutamatergic BLA cell types.

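For each re-derived cluster, the marker genes of Fig. 1F that reached at least 50% of their highest CPM over the clusters were taken as its set, a rule chosen after the data had been seen. Over the 9 clusters with enough nuclei in both libraries, sets held 1 to 5 of the 10 genes, and 7 clusters had a set of their own. These 9 are not the set of clusters the paper speaks of. They include cluster 4, highest in *Esr1* and *Pde11a*, by which the paper marks a cluster of the medial amygdala. They leave out cluster 10, closest to cl12 and highest in *Grik1*. Clusters 3 and 8 shared the set of *Lypd1* and *Etv1*. Cluster 1 had *Adamts2*, *Rspo2*, *Bdnf* and *Etv1*, cluster 2 had *Lypd1* and *Rorb*, and cluster 4 had *Cdh13* alone. Over the other settings, 6 to 10 clusters had a set of their own. Starting from top genes found in 1 or 2 clusters, and keeping those with local expression within the BLA in the Allen brain atlas, the paper concludes that the 10 selected genes can stand for every cluster in combination.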

### Spatial organization of glutamatergic BLA clusters

For spatial mapping of glutamatergic BLA clusters, we performed sequential multi-plexed fluorescent in situ hybridization (smFISH) from anterior to posterior whole BLA coronal sections (Supplementary Fig. 2-3). We used four coronal sections—designated “anterior”, “anterior-middle”, “posterior-middle” and “posterior”—to divide the BLA into eight subregions from anterior to posterior (aLA, pLA, ppLA, amBA, alBA, acBA, pBA, ppBA) according to published methods^46^ (Fig. 2A–D). The numbers of cells positive for each marker gene were counted and the fractions of positive cells in each subregion were analyzed (Fig. 2E, see Methods). Briefly, we set a threshold on the fluorescence signal of each marker gene to determine whether a cell was positive or negative for a particular marker and then calculated the percentages of positive cells for each gene within each subregion. Since some cells were positive for multiple markers, the sum of cell fractions per subregion exceeded 100%. This analysis also allowed us to compare cell abundance across the different subregions. The results indicated that the clearest distinction was between LA and BA. For example, *Rorb*-positive cells were enriched in LA and less frequent in BA subregions (Fig. 2A3–D3, E). *Etv1* and *Rspo2*-positive cells showed the opposite pattern (low in LA, high in BA), which was most obvious in anterior and anterior-middle sections (Fig. 2A1, 2-B1, 2). We also observed that cell distributions varied in the A-P axis. For example, *Cdh13* expression was nearly absent in aLA and enriched in pLA/ppLA (Fig. 2A2–D2), whereas *Rorb* was enriched in aLA and less so in ppLA (Fig. 2A3–D3). Some patterns were more complex: *Lypd1*-positive cells were enriched in the whole LA and several parts of the BA (Fig. 2A–E). *Grik1*-positive cells were scarce in most anterior sections and enriched in posterior parts of LA and BA (Fig. 2A3–D3, E).

**Fig. 2:**
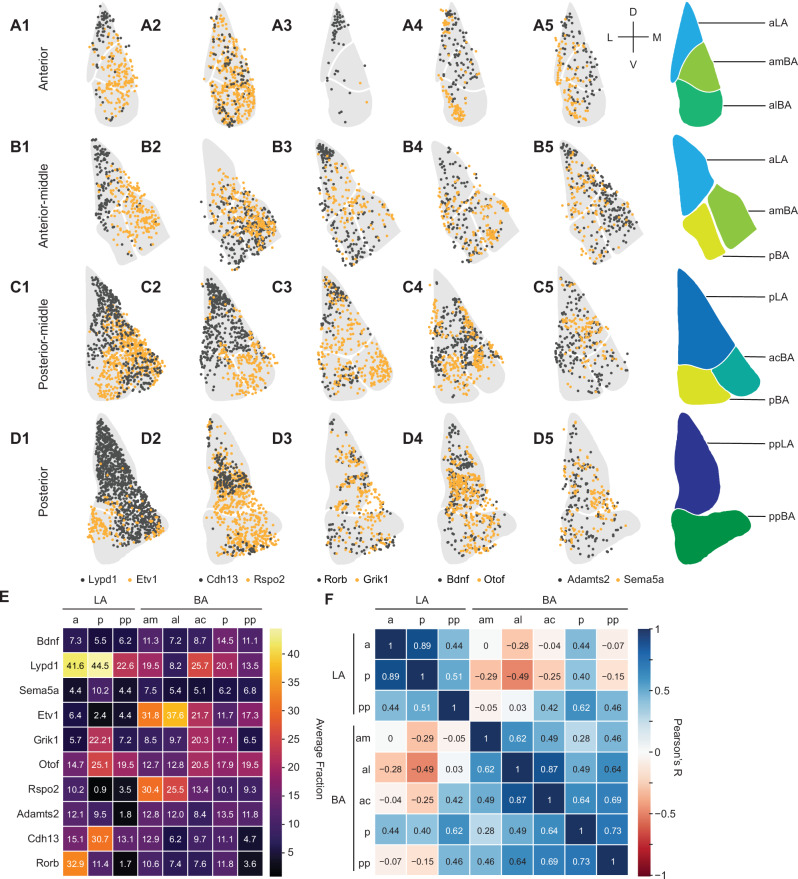
Distribution of cells positive for selected marker genes in BLA subregions. **A1**–**D5** Distribution of cells within BLA subregions along the anterior-posterior axis. Examples of five pairs of marker genes colored in black and yellow are shown from 1 to 5 while anterior to posterior sections are ordered from (**A**) to (**D**). **E** Quantification of the distribution of cells positive for a specific marker gene within BLA subregions. Heatmap indicating large fractions of cells in yellow and small fractions in dark purple (Average fraction size in percent is indicated in each tile). **F** Pearson correlation of averages on the percentage of cells expressing each gene in eight subregions; colors indicate Pearson’s R.

Next, we asked if the pattern of cell distribution based on the expression of the ten marker genes would be sufficient to delineate subregions of BLA. Pearson correlation revealed that LA and BA separated clearly, which could be further subdivided in the A-P axis, separating aLA from pLA/ppLA, and amBA/alBA from the more posterior acBA/pBA/ppBA (Fig. 2F). These results indicate that cells with similar expression profiles were distributed in distinct patterns in BLA subregions.

### The combination of marker genes predicts the spatial localization in the BLA

During the above analysis, we noticed that the distribution of cells did not always follow the boundaries of the subregions, raising the possibility that subregions could be further subdivided or arranged differently. For example, *Otof*-positive cells were highly concentrated at the lateral edge of the alBA and rather scarcely present in the rest of the alBA (Fig. 2 A4) and *Cdh13*-positive cells were enriched at the tip of pLA (Fig. 2C2). Since every cell was characterized by a unique combination of marker genes and its unique space within the BLA, we next asked in an unsupervised way, whether cells with a similar combination of marker genes would localize to a similar subregion of the BLA. For this, we used principal component analysis (PCA) to examine the variation of cells with their unique marker gene combinations and re-constructed the spatial localization of each PC back into the BLA. As the eigen-images from the top 4 PCs explained on average 80.8 ± 5.16% of variance in each sample, four PCs were enough to represent the variance. The results indicated that the PC associated with the largest variation in gene expression corresponded to differences between LA and BA (Supplementary Fig. 4). PCA also revealed that the markers *Etv1*, *Rspo2* and Lypd1 had large loadings in the top 4 PCs that demarcate the boundary between LA and BA. For example, *Etv1* and/or *Rspo2*-positive cells contributed most to BA-specific PCs (Supplementary Fig. 4A1, B2, C2, D2), while *Lypd1*-positive cells contributed most to LA-specific PCs (Supplementary Fig. 4B3, C3, D3, D4). Also, *Cdh13*-positive cells contributed to LA-specific PCs (Supplementary Fig. 4B1, C3, D4). In summary, our findings suggest that cells with a similar combination of marker genes localized to similar subregions of the BLA. Moreover, the expression patterns of *Etv1, Rspo2* and *Lypd1*, parcellated the BLA into its LA and BA subdomains. These results show that genetically marked cell populations distribute in distinct BLA subregions when analyzed in an unsupervised way.

To enhance the reliability of our transcriptomic and spatial expression analyses, we conducted a side-by-side comparison on the expression correlation of marker genes from snRNAseq (Fig. 1) and smFISH data (Fig. 2), respectively. In terms of transcriptional profiles, *Etv1*, *Bdnf*, *Adamts2*, and *Rspo2* exhibited a strong correlation and clearly separated from the other genes (Supplementary Fig. 5A). 

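Pearson correlations between the 10 marker genes were computed over the log-normalized values of the glutamatergic nuclei, separately in each library. *Etv1* (ENSMUSG00000004151, chromosome 12, 38779380 to 38870484), *Bdnf* (ENSMUSG00000048482, chromosome 2, 109674700 to 109727007), *Adamts2* (ENSMUSG00000036545, chromosome 11, 50602084 to 50807573) and *Rspo2*, protein-coding genes with positions on GRCm38, make 6 pairs. Their mean correlation was 0.0616 ± 0.0349 (SD, n = 2 libraries), and the mean over all 45 pairs of the 10 genes was -0.0114. Among the 210 sets of 4 of the 10 genes, this set ranked 23 (exact permutation test over the sets, one-sided, p = 0.110, where the smallest possible p is 0.00476). The mean moved most when correlations were taken across the means of clusters instead of across nuclei. There it was 0.425 and the set ranked 2 (exact permutation test, one-sided, p = 0.00952). With thinned counts it fell to -0.00565 (exact permutation test, p = 0.457). The study put these 4 genes together, as the name of its cl1, on these same libraries. A high rank of the set is therefore not independent evidence. Nuclei and genes are not independent replicates, so no p was taken from the number of nuclei.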

An analogous analysis using smFISH data revealed a similar trend: *Etv1*, *Bdnf*, *Adamts2*, and *Rspo2* were tightly correlated and predominantly found in the anterior BA (Supplementary Fig. 5B). Notably, the correlation trends remained consistent throughout. 

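*Otof*, *Lypd1* and *Cdh13* (ENSMUSG00000031841, chromosome 8, 118283733 to 119324921), a protein-coding gene placed on GRCm38, were also compared in pairs across the glutamatergic nuclei of each library. Of the 45 pairs, *Cdh13* and *Otof* had the highest correlation, with a Pearson r of 0.507 ± 0.0135 (SD, n = 2 libraries). *Lypd1* and *Otof* had an r of 0.220 ± 0.0278, and *Cdh13* and *Lypd1* an r of 0.213 ± 0.00877. *Sema5a* and *Grik1*, at 0.375 ± 0.00859, ranked 2 among all pairs.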

*Otof*, *Lypd1*, and *Cdh13* consistently showed close correlations and were primarily expressed in the posterior LA, while Sema5a and Grik1 were closely correlated and appeared predominantly in the posterior BA (Supplementary Fig. 5A, B).

### Transcriptional clusters with distinct expression patterns in BLA subregions

Until now, we used the data from smFISH to assign each cell to a specific BLA subregion. Next, we assigned each transcriptomic cell cluster to a space in the BLA in an unsupervised way using Pearson correlation analysis. Since every cell belonged to a transcriptomic cell cluster and, in addition, was characterized by the smFISH read counts of ten marker genes, we could calculate the scaled sums of expression of the ten marker genes for each cluster (Supplementary Fig. 6A). For example, cluster 2 was characterized by high expression of *Sema5a*, *Otof*, *Lypd1* and *Cdh13* (0.96-1.0) and lower expression of *Etv1* (0.63) and *Rspo2* (0.47).

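From the snRNAseq counts, the log-normalized expression of each of the 10 marker genes was summed over the nuclei of each re-derived cluster and scaled from 0 to 1 over the clusters. The cluster highest in *Esr1* was left out, as in the paper. Each of the other 9 clusters was matched to the closest of the 11 profiles in Supplementary Fig. 6A by its Pearson r across the 10 genes, as a description only. The best r had a median of 0.897 and ranged from 0.625 to 0.965, and 9 of the 11 profiles were matched. The median moved most, to 0.754, without library 3. Re-derived cluster 6, closest to the paper's cluster 2, had the highest scaled sum, 1, for *Sema5a*, *Cdh13*, *Otof* and *Grik1*, and 0.829 for *Lypd1*. Its scaled sums were 0.156 for *Etv1* and 0.0701 for *Rspo2*. On a log2 scale of summed UMIs, chosen after the values were seen, they were 0.579 and 0.551. These log2 values were unstable: over 10 alternatives that kept all libraries they ranged from 0.0878 to 0.568 for *Etv1* and from 0.103 to 0.581 for *Rspo2*, and without library 1 they were 0.0500 and 0.234. These values have no replicate error, since sums were taken over the 3 libraries together.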

In the smFISH data, every cell was characterized by the normalized expression of ten marker genes. We therefore correlated (Pearson) the smFISH marker expression pattern (Supplementary Fig. 6A) to each transcriptomic cluster marker expression pattern and assigned each smFISH cell to one of the 11 clusters according to the highest correlation coefficient (Supplementary Fig. 6B). For example, one smFISH cell (Cell ID # 3234) with high *Etv1* expression had highest correlation coefficient with cl4 (R: 0.46) and was therefore assigned as cl4. Another smFISH cell (cell ID # 1936) with high *Rspo2* expression showed higher correlation coefficient to cl11 (R:0.46), while a cell (cell ID # 5065) with high Lypd1 expression showed higher correlation coefficient to cl2 (R: 0.71) (Supplementary Fig. 6B). After the assignment of all smFISH cells to individual transcriptional clusters, all cells were reconstructed into BLA space by using the spatial coordinates from smFISH (Supplementary Fig. 6C). For example, cl1, and cl11 were enriched in anterior BA, cl4 more posterior BA (Fig. 3A). These three clusters were characterized by high expression *Rspo2* and *Etv1*. Instead, cl2 and cl8 were enriched in pLA or ppLA (Fig. 3A) and were characterized by high expression of *Lypd1*. cl7 was enriched in anterior LA and was characterized by high expression of *Rorb*. 

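Re-derived cluster 1, matched to cl1 with an r of 0.963, had the highest scaled sum of both genes, 1 for *Rspo2* and 1 for *Etv1*. Cluster 3, matched to cl4 with an r of 0.832, had 0.141 for *Rspo2* and 0.720 for *Etv1*. None of the re-derived clusters was matched to cl11.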

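*Lypd1* had a scaled sum of 1 in re-derived cluster 2, matched to cl8 with an r of 0.891. Among the other clusters it was highest in cluster 6, which was matched to cl2. *Rorb* was also highest in cluster 2, and none of the re-derived clusters was matched to cl7.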

By this analysis, transcriptomic clusters could be annotated to BLA subregions. (Fig. 3B).

**Fig. 3:**
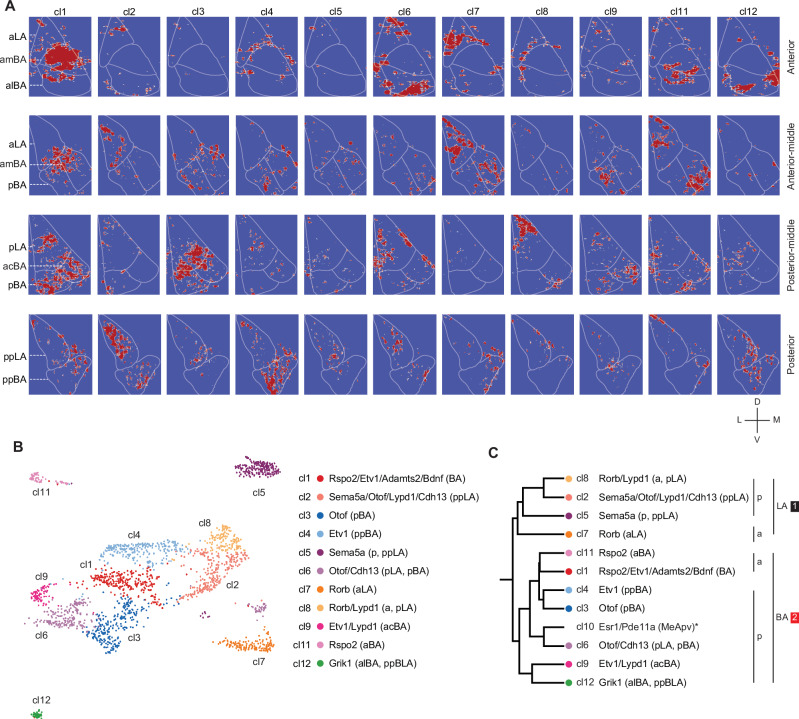
Spatial expression of transcriptional clusters. **A** Mapping of snRNA-Seq clusters (11 clusters) to smFISH signals and corresponding locations in the BLA; Panels from top to bottom indicate anterior to posterior sections and colors represent binary expression (Red= expression, Blue = no expression, each cell ID is created after normalization within a radius of 50 μm). **B** Final annotation of snRNA clusters with respect to expression of markers genes and their distribution in BLA subregions. **C** Dendrogram of snRNA clusters based on hierarchical clustering of aggregated mRNA expression (Subregions were categorized into large two categories either LA or BA (a, anterior and p, posterior)).

Using the average expression of the ten marker genes for each cluster we analyzed the correlation between clusters and generated a dendrogram (Fig. 3C). We annotated the tree with BLA subregions from the above analysis. Those clusters localized to LA correlated better compared to BA clusters. In each branch of the tree, clusters are separated according to their A-P axis. (Fig. 3C). In summary, these results from the unsupervised analysis suggest that transcriptional cell clusters of glutamatergic neurons distribute in distinct BLA subregions. In the D-V axis, there is a clear separation of cell clusters, while in the A-P axis, we find both segregated clusters, but also gradual expression changes.

### Genetically and spatially defined neurons show different response properties

We selected three genetic markers for functional analysis. Lypd1, the marker with the highest expression in LA and additional regions in BA, targeting three transcriptomic clusters (cl2,8,9); Etv1, the marker with scarce expression in LA, complementary pattern with Lypd1 in BA subregions, targeting three clusters (cl1,4,9); Rspo2, scarce expression in LA, restricted pattern in anterior BA, partially colocalizing with Etv1, targeting two clusters (cl1,10). Among these markers, only Rspo2 had previously been analyzed functionally and will serve as a reference for comparison^33^. A comparative mRNA expression analysis revealed that Lypd1-expressing cells showed little colocalization with Etv1- or Rspo2-expressing cells (typically less than 20% colocalization in BLA, Supplementary Fig. 7A–C). Etv1- and Rspo2-expressing cells colocalized strongly in anterior sections (55%) and much less in posterior sections (30%) (Supplementary Fig. 7C). The fraction of Lypd1-expressing cells increased from anterior to posterior, while those of Rspo2- and Etv1-expressing cells decreased from anterior to posterior.

To analyze the intrinsic physiological properties of the neurons marked with the three selected genes, we used the respective Cre lines, Lypd1-Cre, Etv1-CreER, and Rspo2-Cre, and validated Cre expression in comparison to the endogenous markers (Supplementary Fig. 8A–E and Supplementary Fig. 9). Additionally, our snRNAseq data showed that BLA^Etv1^ and BLA^Lypd1^ neurons were mainly localized in glutamatergic, rather than GABAergic cells (Supplementary Fig. 8F), and quantification of Lypd1-Cre or Etv1-CreER; tdTomato expression with *Slc17a7* (*VGLUT1*) showed more than 80% co-labeling (Supplementary Fig. 8G, H). 

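*Etv1* had a UMI in 47.4% ± 1.32 of glutamatergic nuclei (SD, n = 2 libraries), 8.71% ± 0.793 of GABAergic nuclei and 9.07% ± 0.161 of oligodendrocyte-like nuclei. The share in GABAergic nuclei was therefore no higher than the background in the main setting, although these nuclei were deeper. The GABAergic share was not stable: it ranged from 9.31% to 26.5% with 1 library left out. Over the 12 alternatives with all libraries it ranged from 2.51% to 21.7%. Some of these means can hold library 1, left out in the main setting, whose nuclei mostly carried markers of several cell types. At 1200 UMIs per nucleus the 3 shares were 12.8%, 2.51% and 4.69%. *Lypd1* had a UMI in 68.2% ± 0.492 of glutamatergic and 32.7% ± 6.86 of GABAergic nuclei, with 9.23% ± 0.534 in oligodendrocyte-like nuclei. With thinned counts the shares were 25.2%, 10.2% and 3.73%. Summed by class and library, *Etv1* was higher in glutamatergic nuclei by a log2 fold change of 2.56 (standard error 0.35, adjusted p = 7.74e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Lypd1* the log2 fold change was 1.34 (standard error 0.32, adjusted p = 0.00933 from the same edgeR test). *Etv1* lost its call without library 3 (edgeR adjusted p = 0.0617). *Lypd1* lost its call without library 2 (edgeR adjusted p = 0.858) or library 3 (0.295). In fits without library 2 or 3, 1 of the 2 sums per class came from the 8 or 7 nuclei of library 1.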

With this Cre-line validation, we performed ex vivo electrophysiology in brain slices. Whole-cell current-clamp recordings revealed significant differences in the membrane potentials with BLA^Lypd1^ neurons showing the most negative and BLA^Rspo2^ neurons the least negative (Fig. 4A), suggesting that BLA^Lypd1^ neurons may require more excitatory inputs to fire than the other two. Basic firing rates did not differ greatly between cells (Supplementary Fig. 10A); however, spontaneous excitatory postsynaptic currents (sEPSC) had a lower amplitude and spontaneous inhibitory postsynaptic currents (sIPSC) had lower frequency in BLA^Lypd1^ than BLA^Rspo2^ cells (Supplementary Fig. 10B), suggesting that BLA^Lypd1^ cells express fewer glutamate receptors and receive fewer inhibitory inputs.

**Fig. 4:**
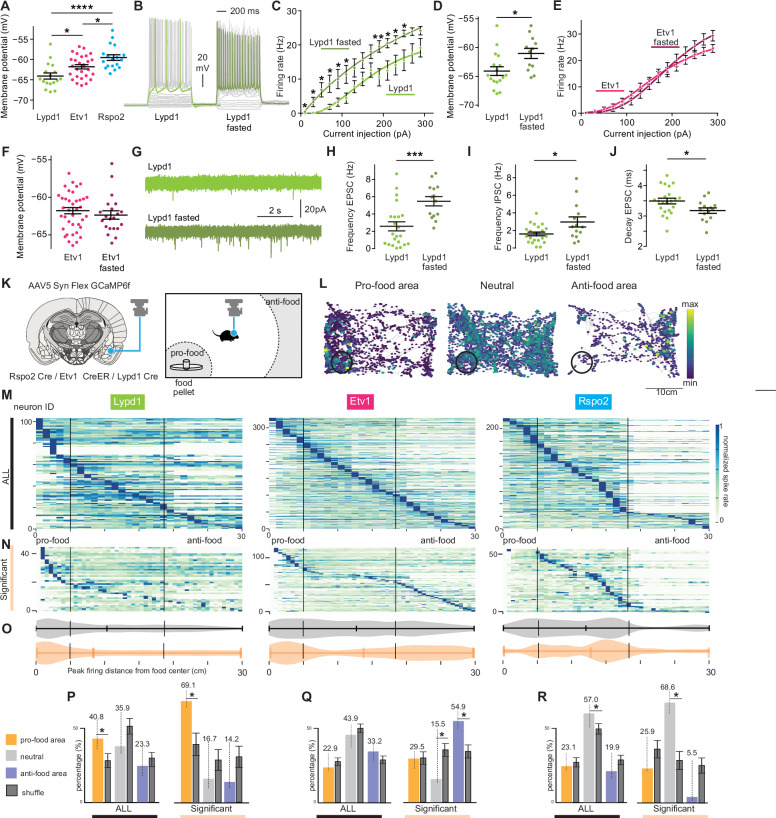
Genetically and spatially defined neurons show different feeding-related activities in vivo *and* in vitro. **A** Membrane potentials of BLA subpopulations (One-way ANOVA, Bonferroni corrected) (*n* = 2 mice per group and cell number: Lypd1 = 17, Etv1 = 28, and Rspo2 = 18). Adjusted P: Etv1 vs Rspo2: 0.0321, vs Lypd1: 0.0356, Rspo2 vs Lypd1: <0.0001. **B** Whole-cell current-clamp recordings of BLA^Lypd1^ neurons from fed and fasted animals showed all current steps applied (gray) with a highlighted recording (green) at 230 pA. Firing rates (Hz) after injecting different current steps in BLA^Lypd1^ (**C**) and BLA^Etv1^ neurons (**E**). Two-way ANOVA Mixed-effects analysis: *F*(1, 29) = 6.997, *P* = 0.0130 for Lypd1, marked in corresponding steps. Lypd1 fed: *n* = 17, Lypd1 fasted: *n* = 12. Etv1 group: Fed vs Fasted *P* = 0.8375, Etv1 fed = 38, Etv1 fasted: *n* = 21 cells. Membrane potentials in Lypd1 (**D**), Etv1 neurons (**F**). Unpaired *t* test (*p* = 0.0135). Lypd1 fed: *n* = 17, Lypd1 fasted: *n* = 12. Etv1 fed = 38, Etv1 fasted: *n* = 21cells (*P* = 0.4680). **G** sEPSC recordings in Lypd1 neurons of fed and fasted animals Quantification of sEPSC frequency (**H**), sIPSC frequency (**I**), and sEPSC decay (**J**) in Lypd1 neurons of fed and fasted animals. Unpaired *t* test; *p* = 0.0008 (**H**), 0.0135 (**I**), 0.0299 (**J**), Lypd1 fed: *n* = 22, Lypd1 fasted: *n* = 14 cells. **K** Schematic explanation of GRIN lens above GCaMP6f-expressing BLA neurons and free-feeding assay; modified from Allen Mouse Brain Atlas, mouse.brain-map.org (**L**) Response map of 3 example neurons in three categories with the distance to the food chamber. They averaged firing rate heatmaps in all (**M**) and in ‘significant’ neurons, significantly correlated to food distance determined with a permutation test (**N**). *N* = 103, 328, and 221 cells were recorded from 12, 9, and 7 of BLA^Lypd1^, BLA^Etv1^, and BLA^Rspo2^ mice, respectively. **O** Violin plots of the peak firing distance of neurons (significant (orange) and all neurons (gray)). **P**–**R** The percentages of neurons with peak firing rates in pro-food, neutral, and anti-food areas indicate significant differences (two-tailed test, Shuffle data with mean values ± SD). Significant cell: Lypd1; *n* = 29,7, and 6, Etv1; 43, 18, and 57, Rspo2; 14, 37, and 3 from the pro-, neutral, and anti-food, respectively. Data are presented as mean values ± SEM (**A**–**J**) or SD (**P**–**R**). *p < 0.05, **p < 0.001, ****p < 0.0001, with all *t* tests being two-tailed.

Since part of our analysis involved appetitive behavior, which is known to be controlled by BLA neurons^31,33^, we asked if overnight fasting would modify neuronal activities. Current-clamp recordings showed that the firing rates of BLA^Lypd1^, but not BLA^Etv1^ neurons, increased in fasted mice and their membrane potentials depolarized (Fig. 4B–F). Since the depolarization of the membrane potential brings the neuron closer to the threshold for firing, this contributes to an increase in the firing rate of the fasted BLA^Lypd1^ neuron. This suggests that BLA^Lypd1^ neurons were more excitable after fasting. Recordings of excitatory and inhibitory neurotransmission revealed increased frequencies of sEPSC and sIPSC in BLA^Lypd1^ neurons after fasting (Fig. 4G–I). Additionally, the decay time for sEPSC decreased in BLA^Lypd1^ neurons after fasting, suggesting changes in the kinetics of the excitatory receptors (Fig. 4J). Other electrophysiological parameters measured in BLA^Lypd1^ neurons did not change after fasting (Supplementary Fig. 10C). Together these results suggest that the physiological properties of BLA^Lypd1^ neurons change during periods of energy deficits.

To understand how these BLA neuron populations modulate appetitive and defensive behaviors, we performed single-cell-resolution in vivo calcium imaging in freely moving mice. A graded-index (GRIN) lens was implanted above the BLA in the respective Cre lines previously injected with an AAV expressing a Cre-dependent GCaMP6f calcium indicator (Supplementary Fig. 10F). Calcium activity was monitored with a head-mounted miniaturized microscope in a free feeding assay^51^ (Fig. 4K). We quantified mouse feeding behavior according to their approach behavior towards food rather than food consumption because, in previous work on central amygdala neurons, the presence of food correlated better with neuron activity than food consumption^52^. Also, manual scoring by different observers agreed that within a distance of 5 cm around the food dish, the mouse was very likely to consume food (in 9/10 cases). To visually inspect the correlation between the neural activities and the distance to food, we plotted the firing rate inferred from the calcium traces (see Methods for details) with the behavior trace (Fig. 4L). We observed many neurons with substantially high firing rates in specific areas. In some of these neurons, these high firing rate areas partially overlapped with the location of the food container, while we observed the opposite in other neurons (Fig. 4L). To quantitatively assess the relationship between firing rate and the distance to food, we used spike detection to deconvolve calcium traces, divided the distance to food into 31 bins, and computed the average firing rate at each distance bin for each neuron. The area in which we observed feeding behavior, was within a 5 cm radius around the food container and was termed the pro-food area. The area in which no approach towards food was observed, was outside a 17 cm radius around the food container and was termed the anti-food area. The area in between was termed neutral area (Fig. 4L–N). For each neuron, we determined the peak firing rate, which was then used to sort the neuron into pro-food, neutral, or anti-food areas (Fig. 4M, N). We also performed a permutation test to identify the neurons whose activity was significantly correlated with the distance to food (see method for details). In brief, we pooled all neurons from the 3 populations and shuffled the spike train for each neuron with randomly selected N neurons. This creates a null distribution which hypothesizes the variance in the data can be explained by population-irrelevant factors. Using this empirical null distribution, we constructed a non-parametric permutation test to analyze how significant the variance is to reject the null hypothesis without making other assumptions to avoid any potential analysis biases (for example, the normality assumption which expects the values to be centered at 50%). Therefore, we determined if the neuron was considered significantly tuned to distance to food (termed “significant neurons”), by calculating if the maximum average firing rate of the distance distribution of a neuron was higher than 95% of the null distribution (Fig. 4N, O). This analysis revealed that the food-distance sorting pattern of the significant neurons was consistent with the pattern of all neurons (Fig. 4M–O).

The quantification of all neurons revealed that the largest fraction of active neurons in the BLA^Lypd1^ population was in the pro-food area (40.8%) (Fig. 4P). This percentage value was statistically significant when we computed the null percentage distribution of all pooled neurons from the 3 populations (shuffled data), randomly selected N neurons (N equals the number of neurons in the tested population), and compared the percentage of recorded data with the shuffled data (Fig. 4P, left). Consistently, the percentage of BLA ^Lypd1^ significant neurons in the pro-food area was significantly higher than the chance level in comparison with the shuffled data of significant neurons from all three populations (Fig. 4P, right). This was in contrast to the BLA ^Etv1^ population, where only the anti-food fraction in the significant neurons was larger than the chance level (Fig. 4Q, right). In the case of BLA ^Rspo2^ neurons, the fractions of active cells in the neutral area across both all and significant neurons were larger than the chance level (Fig. 4R). The averages of food consumption for recorded mice were similar across Cre lines (Supplementary Fig. 10H). These findings confirmed that the representation of neuronal activities according to distance-based food preference is statistically reliable and further revealed that BLA^Lypd1^ neurons were activated during fasting and food approach behavior.

### BLA^Etv1^ neurons are activated by innate fear stimuli

In previous work, BLA^Rspo2^ neurons were activated by electric footshocks during contextual fear conditioning (CFC)^30^. We therefore asked, what fractions of BLA^Lypd1^ and BLA^Etv1^ neurons were activated by these negative valence stimuli. On day 1 of CFC, we recorded neuronal activities during footshocks and compared the firing rates (FR) during the 2 sec before and during footshocks (Fig. 5A). Then, we calculated the shock response scores (SRC, see Methods) for each neuron with scores of 1.0 and −1.0 being maximally activated and inhibited, respectively (Fig. 5B, C). To classify footshock-positive responsive neurons (pro-footshock) or footshock-negative responsive neurons (anti-footshock), we generated a null SRC distribution from the mean SRC for each shuffled spike train (see method for details). A neuron whose mean SRC was larger than the top 2.5% of the null SRC distribution was considered pro-footshock and a neuron with a mean SRC lower than the bottom 2.5% of the null distribution was considered anti-footshock neuron. This analysis revealed that the fraction of pro-footshock neurons was much larger in the BLA^Etv1^ population (42.2%) than in the BLA^Lypd1^ population (28.6%) (Fig. 5C).

**Fig. 5:**
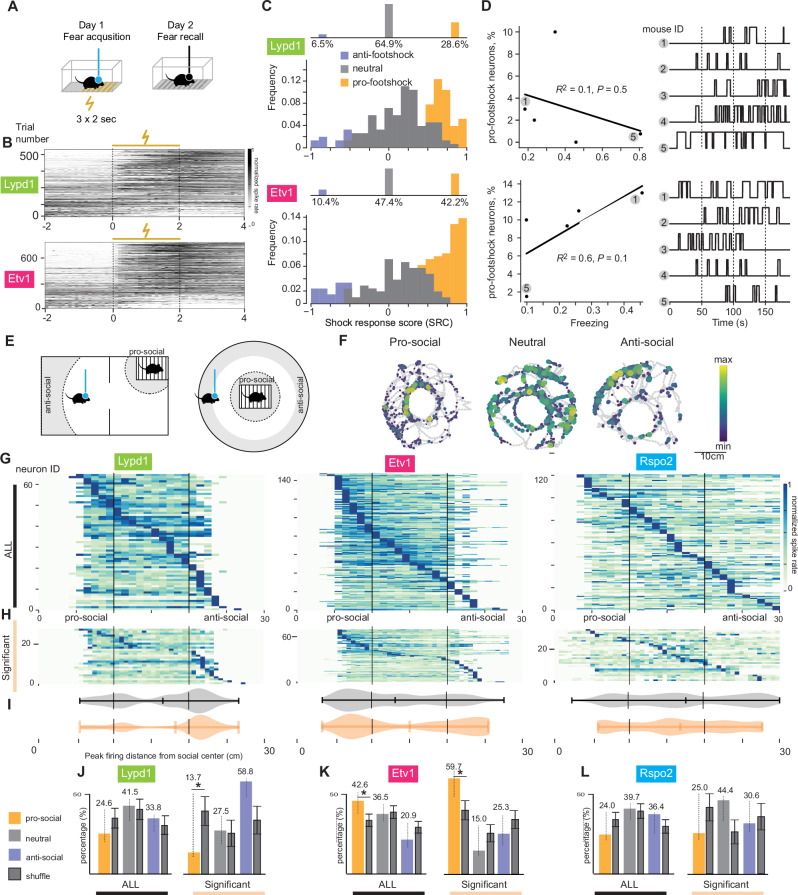
Genetically and spatially defined neurons show different responses to aversive and social cues. **A** Scheme of contextual fear conditioning assay (CFC). **B** Peri-stimulus time histogram (PSTH) illustrating inferred spike trains from calcium responses during the footshock session of CFC in Lypd1 (top) and Etv1 (bottom) mice. Trial numbers are neuron numbers multiplied by three footshocks, sorted by footshock response score (SRC). **C** Histogram of SRC in BLA^Lypd1^ (top) and BLA^Etv1^ (bottom) mice showing negative correlation (anti-footshock, purple), positive correlation (pro-footshock, orange), and neutral (gray). (*N* = 179 and 211 neurons recorded from 7 and 6 mice, BLA^Lypd1^, BLA^Etv1^ respectively). **D** Scatter plots show the relationship between freezing frequency during fear retrieval and percentages of pro-footshock neurons in fear acquisition for Lypd1 (top) and Etv1 (bottom) mice (*n* = 5 mice each, the corresponding *R*^2^ and *p*-values from the two-sided test. The plots on the right show the binarized freezing traces for each mouse. **E** Schemes of social interaction assays (two chamber or round chamber with conspecific). **F** Response maps of three example neurons (pro-social, anti-social, neutral). **G**, **H** Averaged firing rate heatmaps to social distance during the social interaction assay in all neurons (**G**) or significant neurons determined with a permutation test (**H**) (*N* = 64, 148, and 121 neurons recorded from 7, 6, and 5 of BLA^Lypd1^, BLA^Etv1^ and BLA^Rspo2^ mice, respectively). **I** Violin plots of peak firing distances (significant neurons: orange; all neurons: gray). **J**–**L** Percentages of neurons with peak firing rates in pro-social, neutral, and anti-social areas for BLA^Lypd1^ (**J**), BLA^Etv1^ (**K**) and BLA ^Rspo2^ (**L**) populations. Significance at the 2.5% level with null distribution (shuffled) is indicated (two-tailed test, mean ± SD). Significant cell numbers are for Lypd1; *n* = 4,8,17 and Etv1; 40,10,17 and Rspo2; 9,16,11 from the pro-food, neutral, and anti-food areas, respectively. Data are presented as mean values SD (**J**–**L**). *p < 0.05, **p < 0.001, ****p < 0.0001, with all *t* tests being two-tailed.

On day 2 of CFC, we monitored the contextual freezing response, which was similar between the two populations of mice (Supplementary Fig. 10I). When we correlated the frequency of freezing of individual mice with the percentage of pro-footshock neurons on day 1, we found a positive although not statistically significant trend in the BLA^Etv1^ population (*R*^2^ = 0.6), but no such trend in the BLA^Lypd1^ population (Fig. 5D). These results indicate that a sizeable fraction of BLA^Etv1^ neurons was activated by innate fear stimuli and raise the possibility that the fraction of pro-footshock neurons contributes to the conditioned freezing response.

### Activities of BLA ^Etv1^ neurons increase during social interactions

Next, we examined whether these three neuron populations were modulated by social interactions, a type of consummatory behavior that was previously shown to be regulated by the BLA but was not associated with a specific neuron population^18,23,31^. We confronted individual mice with a younger conspecific of the same gender confined in a wired container (social affective paradigm), either in a round cage or a two-compartment chamber (Fig. 5E). Social behavior was quantified as the approach behavior towards the other mouse using data from both chambers. The area in which we observed social interactions, was within a 10 cm radius around the center of the wired container and was termed the “pro-social area”. The area in which no approach behavior or social interactions occurred was outside a 20 cm radius around the wired container and was termed the “anti-social area”. The area in between was termed the neutral area (Fig. 5E, F). Similar to the analysis of neuronal activity during the food approach, we performed permutation tests to identify the neurons whose activity was significantly correlated with the distance to the social interaction partner and found that the social-distance sorting pattern of the significant neurons was consistent with the pattern of all neurons (Fig. 5G–I).

The quantification of all neurons revealed that the smallest fraction of active BLA^Lypd1^ neurons was in the pro-social area (24.6%), both for all and significant neurons (Fig. 5J), and this percentage value was significantly lower than the chance level in comparison with the shuffled data of significant neurons from all three populations (Fig. 5J, right). Interestingly, the largest fraction of active neurons in the BLA^Etv1^ population was in the pro-social area (42.6%) and this percentage value was significantly higher than the chance level (Fig. 5K). In contrast, the percentages of active BLA^Rspo2^ neurons did not change in this social interaction assay (Fig. 5L). The total distance moved during social tasks was similar across Cre lines (Supplementary Fig. 10J). These results indicated that BLA^Etv1^ neurons were activated during social interactions.

The response properties of BLA^Etv1^ neurons raised the question of whether the same neurons were activated during social interactions and footshocks or this population was more heterogeneous than suggested by transcriptomics data. To monitor the same neurons for both social interaction and footshock responses, we performed the social interaction test in the fear conditioning chamber. Calcium traces were recorded in the presence of a wired container with a novel mouse during a “social interaction period”. Then, the container was taken out and five consecutive footshocks were delivered (Supplementary Fig. 11A, B). Example traces of neurons active during social interactions and/or footshocks are shown in Supplementary Fig. 11C. Since the fear conditioning chamber was smaller than the chamber previously used for social interactions, we scored the social response score (SoRC) differently (see methods). Animals were considered to be engaged in social interactions when their heads were oriented towards the wired container and their distance to the center of the container was less than 10 cm. To calculate the SoRC, we deconvolved calcium traces to firing rates over time and calculated the average firing rates for the social-interaction phases and non-social phases for each neuron. Neurons with a positive SoRC were termed ‘social ON’ neurons, while those with a negative SoRC were termed ‘social OFF’ neurons. The shock response score (SRC) was calculated as described in Fig. 5 and the method section. However, we did not classify the footshock-responsive neurons using the permutation test but rather termed neurons with positive SRC ‘shock ON’ neurons and those with negative SRC ‘shock OFF’ neurons.

The quantification revealed that the largest fraction of BLA^Etv1^ neurons (44%) were both ‘social ON’ and ‘shock ON’ neurons and outnumbered the fractions that were either ‘social ON’ or ‘shock ON’ neurons (16 and 22%, respectively; Supplementary Fig. 11D). Linear regression analysis revealed a significant positive correlation in the SRCs and SoRCs in BLA^Etv1^ neurons (*p* = 0.01) although the data showed high variability with low *R*^2^ value (Supplementary Fig. 11E). In comparison, the ‘social ON’ and ‘shock ON’ fraction of BLA^Lypd1^ neurons was rather small (21%, Supplementary Fig. 11F), consistent with the results on social interactions in Fig. 5. Moreover, linear regression analysis revealed a lack of positive correlation in the SRCs and SoRCs in BLA^Lypd1^ neurons (*p* = 0.41; Supplementary Fig. 11G). These results confirm that the BLA^Etv1^ population contains a large fraction of neurons that are activated during social and defensive behavior.

### BLA^Lypd1^ neurons are positive valence neurons and promote normal food uptake

The activation patterns of these BLA neurons suggested that they participated in valence-specific behaviors. We first asked if optogenetic activation of these populations would be sufficient to promote appetitive behavior. We also employed optogenetic inhibition approaches to investigate, if one or more of these populations would be necessary to mediate appetitive behavior. We expressed channelrhodopsin-2 (ChR2) in all three Cre lines using a Cre-dependent viral vector (AAV5-Ef1α-DIO-hChR2(H134R)-EYFP) bilaterally targeted to the BLA and implanted optical fibers bilaterally over the BLA for somata photostimulation (Fig. 6A, B). Control mice received a similar AAV vector lacking ChR2 (AAV5-Ef1-DIO- EYFP). The feeding assay was the same as the one used for calcium imaging and included an approach to the food, subsequent lifting/handling, and ingestion of the pellet. Food consumptions during light-On and light-Off phases were measured on separate days using the same cohorts of mice. After 20 h of fasting, photoactivated Lypd1-Cre::ChR2 mice consumed significantly more food than EYFP control mice and in comparison to Light-off days (Fig. 6C). This was in contrast to Etv1-CreER::ChR2 and Rspo2-Cre::ChR2 mice, which consumed significantly less food during the Light-On compared to the Light-Off phase (Fig. 6C). The observed effects were independent of general locomotor behaviors (Supplementary Fig. 12A). To acutely photoinhibit neurons, we expressed Cre-dependent Halorhodopsin (eNpHR3.0-mCherry) in a similar fashion as ChR2 and assessed food consumption. We found that photoinhibited, hungry Lypd1-Cre::eNpHR mice ate significantly less food than in the absence of photoinhibition (Fig. 6D), while the same manipulation had no effect on Etv1-CreER::eNpHR and Rspo2-Cre::eNpHR mice. In summary, the activity of BLA^Lypd1^ neurons is both sufficient and necessary to promote feeding. Activation of BLA^Etv1^ or BLA^Rspo2^ neurons can suppress feeding. However, these neurons may not be required for food uptake in the free-feeding assay.

**Fig. 6:**
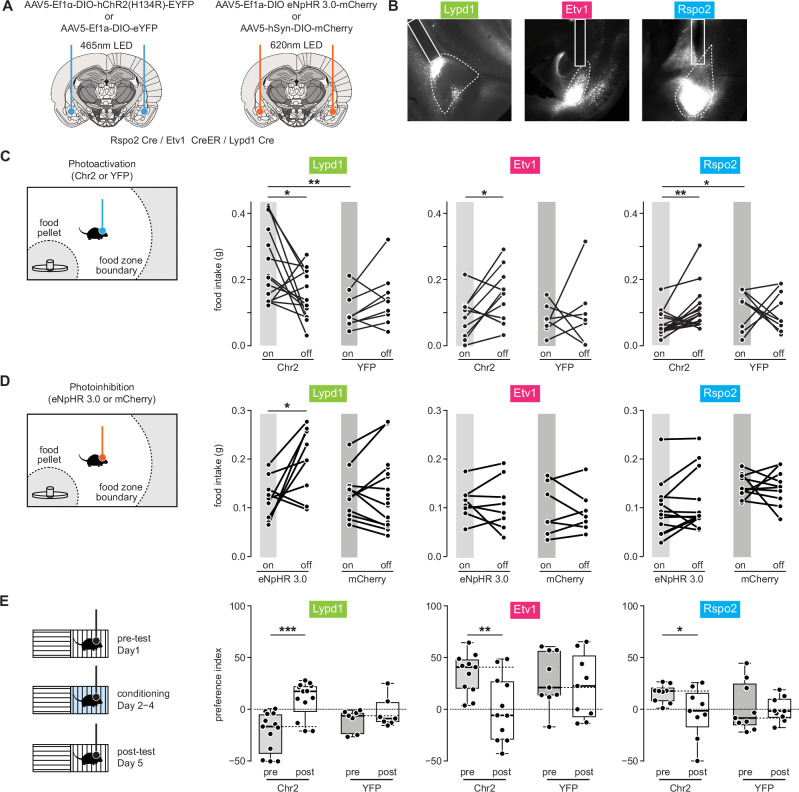
BLA^Lypd1^ neurons promote normal feeding behavior. **A** Schemes of AAV injections and optic-fiber placements above ChR2- and eNpHR-expressing BLAs; modified from Allen Mouse Brain Atlas, mouse.brain-map.org. **B** Representative images of ChR2-eYFP expression in Rspo2, Etv1 and Lypd1-Cre mice with optic fiber locations. **C** Left: Scheme of optogenetic activation during the free-feeding assay. Right: Food intake during optogenetic activation of three BLA populations compared to light-off epochs and photostimulated controls. Lypd1: *n* = 14 (ChR2) and 9 mice (YFP) per group with a two-tailed paired *t* test, *t*(_13_) = 2.457, *p* = 0.0288 within ChR2 (on versus off). For ChR2-On versus YFP-On: two-tailed unpaired *t* test, *t*(21) = 3.4, *p* = 0.0027). Etv1: *n* = 11 (ChR2) and 7 mice (YFP) per group with a two-tailed paired *t* test, *t*(_9_) = 2.492, *p* = 0.0343 within ChR2 (on versus off)). Rspo2: *n* = 18 (ChR2) and 9 mice (YFP) per group with Wilcoxon matched pairs signed rank test, *p* = 0.0023 within ChR2 (on versus off) group. For ChR2-On versus YFP-On: Kolmogorov–Smirnov test, *p* = 0.0226. **D** Left: Scheme of optogenetic inhibition. Right: Food intake during optogenetic inhibition of three BLA populations compared to light-off epochs and photostimulated controls. Lypd1: *n* = 9 (eNpHR 3.0) and 11 mice (mCherry) per group with two-tailed paired *t* test, *t*(_8_) = 2.771, *p* = 0.0243 within eNpHR 3.0 (on versus off) group). Etv1: *n* = 8 (eNpHR 3.0) and 7 mice (mCherry) per group. Rspo2: *n* = 13 (eNpHR 3.0) and 10 mice (mCherry) per group. **E** Left: Scheme of conditioned-place preference experiment. Right: Preference index (cumulative time % in paired chamber—cumulative time % in unpaired chamber) of cohorts of mice before (pre) and after (post) conditioning. Lypd1: *n* = 13 (ChR2) and 7 mice (YFP) per group; paired *t* test, *t*_(12)_ = 4.528, *p* = 0.0007 within ChR2 group (pretest versus posttest), Etv1: *n* = 11 (ChR2) and 9 mice (YFP) per group; paired *t* test, *t*_(10)_ = 3.273, *p* = 0.0084 within ChR2 group (pretest versus posttest). Rspo2: *n* = 8 mice (ChR2 and YFP) per group; two-tailed paired *t* test, *t*_(7)_ = 2.695, *p* = 0.0308, within ChR2 group (pretest versus posttest). All box-and-whisker plots show whiskers down to the minimum and up to the maximum value and boxes with center (median) and bounds of the box (75th and 25th percentile). *p < 0.05, **p < 0.01, ***p < 0.001. All *t* tests used two-tailed.

We also assessed the valence of optogenetic activation and inhibition of the three types of BLA neurons in the neutral environment of a conditional place preference assay (CPP) (Fig. 6E, Supplementary Fig. 13G, see Methods). After conditioning, Lypd1-Cre::ChR2 mice exhibited a significant preference for the photostimulation-paired chamber, whereas Etv1-CreER::ChR2 and Rspo2-Cre::ChR2 mice showed significant avoidance behavior for the photostimulation-paired chamber (Fig. 6E). Conversely, photoinhibition of BLA^Lypd1^ neurons caused a significant avoidance of the photostimulation-paired chamber, whereas photoinhibition of BLA^Etv1^ neurons resulted in significant preference behavior for the photostimulation-paired chamber (Supplementary Fig. 13G). No changes in anxiety-like behavior were observed in Open-Field behavior (Supplementary Fig. 12B). These results indicate that mice can learn to associate an open area with positive valence for photoactivation of BLA^Lypd1^ neurons and conversely, with negative valence for photoactivation of BLA^Etv1^ or BLA^Rspo2^ neurons.

### BLA^Etv1^ neurons are necessary for fear memory formation

Given that BLA^Etv1^ neurons were strongly activated by footshocks, we next asked if optogenetic manipulation of these neurons would affect the freezing response in a CFC experiment. On day 1 of CFC, footshocks were paired with either photoactivation or photoinhibition of the somata of BLA^Etv1^ or BLA^Lypd1^ neurons (Fig. 7A, B). On day 2 (Fear recall), the fraction of time the animals spent freezing was monitored. Photoactivation of Lypd1-Cre::ChR2 mice resulted in significantly less freezing than photoactivation of EYFP control mice, while similar levels of freezing were observed in Etv1-CreER::ChR2 mice compared to their respective EYFP control mice (Fig. 7A). Conversely, photoinhibition of Etv1-CreER::eNpHR mice resulted in significantly less freezing on fear recall day compared to their respective mCherry control mice, while photoinhibition of Lypd1-Cre::eNpHR mice resulted in an increase of freezing compared to Lypd1-Cre::mCherry control mice (Fig. 7B). The reduction in freezing of photoinhibited Etv1-CreER::eNpHR mice could already be observed during fear acquisition (day 1) (Supplementary Fig. 12D). These results showed that BLA^Etv1^ neurons are necessary for fear memory formation. They further indicate that BLA^Lypd1^ neurons are sufficient to suppress freezing behavior.

**Fig. 7:**
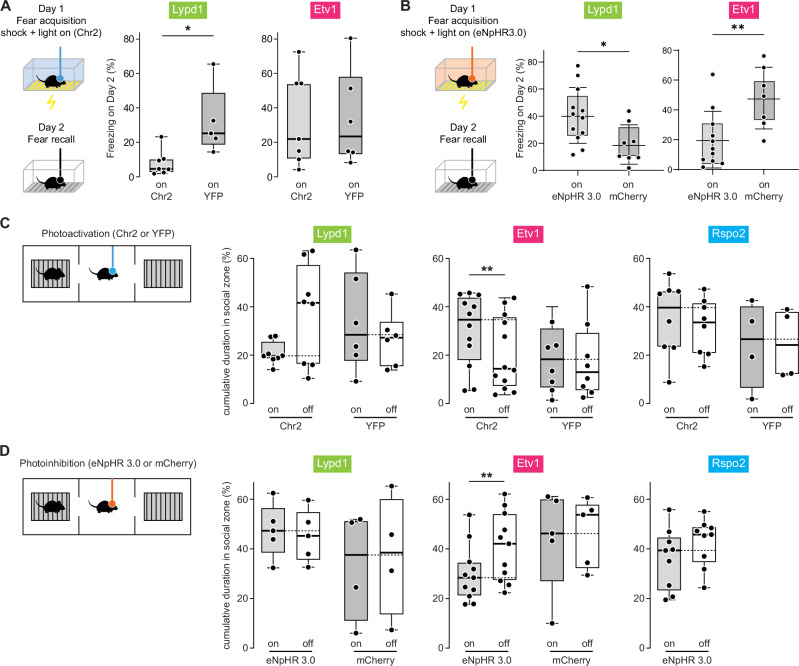
BLA^Etv1^ neurons are necessary for fear memory formation and social interactions. **A** Left: Scheme of contextual fear conditioning with photostimulation; Day 1: 3 footshocks (0.75 mA) paired with light on. Freezing measured on Day 2 (fear recall). Right: Freezing behavior (%) on Day 2 with photostimulation of two BLA populations compared to controls. Lypd1: *n* = 7 (ChR2) and 5 mice (YFP) per group; Kolmogorov–Smirnov test, *p* = 0.0152), Etv1: *n* = 6 (ChR2) and 7 (YFP) mice per group; Kolmogorov–Smirnov test, *P* = 0.9254. **B** Left: Scheme of contextual fear conditioning with photoinhibition; Right: Freezing behavior (%) on day 2 combined with photoinhibition of two BLA populations compared to controls. Lypd1: *n* = 12 (eNpHR 3.0) and 8 (mcherry) mice per group; unpaired *t* test, *p* = 0.0204, *p < 0.05. Etv1 groups: *n* = 11 (eNpHR 3.0) and 7 (mcherry) mice per group; unpaired *t* test, *p* = 0.0096. **C** Schemes of social interaction assay with photoactivation; Right: Cumulative duration in the social zone (%) combined with photoactivation of three BLA populations compared to light-off epochs and controls. Lypd1; *n* = 8 (ChR2) and 6 mice (YFP) per group; two-tailed paired *t* test, *t*_(7)_ = 2.307, *p* = 0.0544 within ChR2 group (on versus off); Etv1; *n* = 12 (ChR2) and 8 mice (YFP) per group; paired *t* test, *t*_(11)_ = 3.785, *p* = 0.0030, within ChR2 group (on versus off); Rspo2; *n* = 6 (ChR2) and 4 mice (YFP) per group; paired *t* test, *t*_(7)_ = 0.6806, *p* = 0.5180, within ChR2 group (on versus off). **D** Schemes of social interaction assay with photoinhibition; Right: Cumulative duration in the social zone (%) combined with photoinhibition of three BLA populations compared to light-off epochs and controls. Lypd1; *n* = 5 (eNpHR3.0) and 4 mice (mcherry) per group; Wilcoxon matched-pairs signed rank test, *p* = >0.9999, within eNpHR 3.0 group (on versus off); Etv1; *n* = 11 (eNpHR3.0) and 5 mice (mcherry) per group; paired *t* test, *t*(10) = 3.19, *p* = 0.0097, within eNpHR 3.0 group (on versus off); Rspo2; *n* = 9 (eNpHR3.0) mice, Wilcoxon matched-pairs signed rank test, *p* = 0.6250, within eNpHR 3.0 group (on versus off). All box-and-whisker plots show whiskers down to the minimum and up to the maximum value and boxes with center (median) and bounds of the box (75th and 25th percentile with all *t* tests being two-tailed. *p < 0.05, **p < 0.01, ***p < 0.001.

### BLA^Etv1^ neurons are necessary for social interaction

Given that a large fraction of BLA^Etv1^ neurons were activated during social behavior, we next asked, if optogenetic manipulation of these and other neurons would alter social behavior. Social behavior assays were performed for calcium imaging experiments. Interestingly, photoactivation of Etv1-CreER::ChR2 mice resulted in mice spending more time in the social zone compared to the light-off phase, an effect that was not observed in control mice expressing YFP (Fig. 7C). Instead, interactions of photoactivated Etv1-CreER::ChR2 mice with the empty cage were unaffected (Supplementary Fig. 12E). The converse effect was observed in photoinhibited Etv1-CreER::eNpHR mice which spent significantly less time in the social zone compared to the light-off phase (Fig. 7D). Neither optogenetic manipulation of BLA^Lypd1^ nor BLA^Rspo2^ neurons altered their social behavior, which was in line with the observed neutral responses in the calcium imaging experiments. Additionally, there was no indication of sex differences in optogenetic experiments regarding social interactions, nor in any of the other behavioral experiments (Supplementary Fig. 13 A–C). When comparing the results across genotypes, we found that social interactions and freezing behavior were significantly promoted by BLA^Etv1^ neuron activation in comparison to BLA^Lypd1^ neuron activation, and similar effects were observed by BLA^Lypd1^ neuron inhibition compared to BLA^Etv1^ neuron inhibition. The opposite effects across genotypes were seen for the promotion of food consumption (Supplementary Fig. 13D–F). Together, these results showed that BLA^Etv1^ neurons encoded sociability and were sufficient and necessary to drive social interaction.

## Discussion

In this report, we have described a full single-cell transcriptomic analysis of glutamatergic neurons in the BLA of adult mice. In combination with smFISH, we characterized a total of 11 cell clusters and demonstrated that they were distributed in distinct spatial BLA subregions. Several clusters showed a clear preference between LA and BA, and other clusters were enriched in either anterior or posterior regions of the BLA. We selected three genetic markers for functional analysis. *Lypd1*, the marker with highest expression in LA and additional regions in BA, targeting three transcriptomic clusters (cl2,8,9); *Etv1*, the marker with scarce expression in LA, complementary pattern with *Lypd1* in BA subregions, targeting three clusters (cl1,4,9); *Rspo2*, scarce expression in LA, restricted pattern in anterior BA, partially overlapping with *Etv1*, targeting two clusters (cl1,10). We found that BLA^Lypd1^ neurons are positive-valence neurons: they are activated during fasting and food approach behavior, and mediate normal food uptake. BLA^Etv1^ neurons are mixed-selectivity neurons: they are activated by innate fear stimuli and during pro-social approach behavior. They promote the formation of fear memory and promote social interactions. BLA^Rspo2^ neurons are negative-valence neurons: BLA^Rspo2^ match the idea of a typical aversive population by not responding to either food or social cues and promoting aversive conditioning. Together these findings describe the rich diversity of glutamatergic cell types and their spatial distribution in the BLA, support the concept that genetically defined subpopulations respond either to valence-specific or mixed cues, and expand their behavioral output to the promotion of normal feeding and social behavior.

Our single nuclei transcriptomics analysis provides an extensive account of glutamatergic cell clusters. The results matched pretty well with previously published work^43^ based on Seurat::IntegrateData. For example, our cluster 8: (Rorb/Lypd1) which was enriched in anterior LA, showed similarity with O’Leary et al.’s LA1 subpopulation (Supplementary Fig. 14A, B). Cluster 2, (Sema5a/Otof/Lypd1/Cdh13) which localized to posterior LA, matched mainly with O’Leary et al.’s LA2 subpopulation (Supplementary Fig. 14B). Compared to LA, the BA clusters matched less well. Cluster 1 (Rspo2/Etv1/Adamts2/Bdnf), which localized to the whole anterior-posterior extent of the BA, was included in all O’Leary et al.’s BA1-BA4^43^. Importantly, our most anterior and most posterior located clusters did not match, suggesting that the very anterior and very posterior extents of the BLA were not included in the O’Leary dataset^43^ (Supplementary Fig. 14B). We also compared our data with a scRNAseq study comprising the whole amygdala^47^. When we integrated all of the excitatory BLA clusters from this study with our data, several of the main clusters matched well (Supplementary Fig. 15A, B). For example, our BA cluster 1 (Rspo2/Etv1/Adamts2/Bdnf) showed a near-perfect match with Hochgerner’s VGLUT1-2 cluster from anterior BA (Supplementary Fig. 15C, D). Our clusters from the LA (cluster 2, Sema5a/Otof/Lypd1/Cdh13 and cluster 8, Rorb/Lypd1) showed similarity to Hochgerner’s VGLUT1-28 and VGLUT1-29 clusters from LA (Supplementary Fig. 15C, E). A comparison of genes matching in both datasets revealed that the pattern of gene expression was distinct between the BA and LA clusters supporting the idea that these subregions contain genetically defined subpopulations (Supplementary Fig. 15D, E). Some of our most anterior and most posterior located clusters (our clusters 5 and 7) remained unassigned in the Hochgerner subset, possibly because they were assigned to other amygdala clusters. Another recent BLA snRNAseq study comparing BLA cell types with published work confirmed a good match with our data^53^.

Our characterization of BLA^Rspo2^ neurons corresponds well with previous work^33^ in terms of their enrichment in the anterior BA and their function in negative-valence behavior. The same study characterized BLA^Ppp1r1b^ as positive-valence neurons being spatially segregated from BLA^Rspo2^ neurons in the posterior BA^33^. More recent studies challenged this view by showing that the majority of Rspo2+ neurons in the BLAp were Ppp1r1b+^34^ and that Ppp1r1b is a marker for GABAergic clusters^47^. Our snRNAseq dataset did not include *Ppp1r1b*, perhaps reflecting limitations of snRNAseq in detecting certain low abundant mRNAs. 

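*Ppp1r1b* (ENSMUSG00000061718, chromosome 11, 98348404 to 98357796) is a protein-coding gene on GRCm38, and the deposited counts hold UMIs of it. It had a UMI in 30 of 1940 GABAergic nuclei (1.55%), where a count of 0 would allow up to 0.155%, a limit that bears on presence in the counts only. In library 3 these were 25 of 1178 GABAergic nuclei (2.12%, 1.38 to 3.12), against 3 of 759 glutamatergic nuclei (0.395%, 0.0816 to 1.15), which were deeper, and 1 of 458 oligodendrocyte-like nuclei (0.218%). In library 2 there were 5 of 755 GABAergic nuclei (0.662%), 8 of 957 glutamatergic nuclei (0.836%) and 1 of 305 oligodendrocyte-like nuclei (0.328%), which counting error does not tell apart. The median depths were 5080 and 5823 UMIs in the GABAergic nuclei and 1826 and 2046 in the oligodendrocyte-like nuclei of libraries 2 and 3. After thinning, 6 of 1173 GABAergic nuclei of library 3 and 0 of 694 of library 2 had a UMI, and 0 of 389 and 0 of 209 oligodendrocyte-like nuclei, and the limit of the count of 0 in the background of library 3 (0.771%) lies above its thinned GABAergic share (0.512%). Over both classes, 42 neurons had a UMI, a mean share of 1.10% ± 0.485 (SD, n = 2). The mean moved most, to 6.42% ± 8.33, without library 3, where library 1 had enough neurons to enter it. Of all nuclei of library 1, 14.5% had a UMI, against 0.656% in library 2.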

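*Fezf2* (ENSMUSG00000021743, chromosome 14, 12342094 to 12348189), a protein-coding gene placed on GRCm38, had a UMI in 9.20% ± 2.95 of glutamatergic nuclei (SD, n = 2 libraries), 165 of 1724 in all. The share was 0.260% ± 0.00723 in GABAergic nuclei and 0.819% ± 0.232 in oligodendrocyte-like nuclei. At 1200 UMIs per nucleus it was 1.08% in glutamatergic nuclei. Without library 3 it was 14.8%. The log2 fold change between the classes was 4.42 (standard error 0.49, adjusted p = 1.17e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost without library 2 (edgeR adjusted p = 0.0940). The fit without library 2 uses library 3 and the 8 and 7 nuclei of library 1. By re-derived cluster, the share ranged from 0 of 46 nuclei in cluster 10 to 20.5% ± 3.35 in cluster 8, with 14.6% ± 1.76 in cluster 1, the cluster highest in *Rspo2*. Among glutamatergic nuclei with *Rspo2*, 15.0% ± 5.04 had *Fezf2*, against 7.72% ± 2.14 of those without, a difference of 7.29 percentage points ± 2.90. Nuclei with *Rspo2* were deeper, with a median of 14330 UMIs against 7869. At equal depth the difference could not be seen. Its mean over libraries 2 and 3 was -1.14 points, with *Fezf2* in 0 of 51 and 0 of 32 nuclei with *Rspo2*, against 13 of 895 and 6 of 726 without, too few to give a direction.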

*Fezf2*, another marker for valence-specific BLA neurons^34^ was expressed rather widely in our snRNAseq dataset, including BLA^Rspo2^ neurons, and may represent a rather large fraction of BA neurons with functional heterogeneity.

The present study characterized distinct cell clusters in LA and BA which confirms the O’Leary et al. dataset^43^, and is consistent with the LA having a distinct role from the BA in emotional learning^54^. Previous work indicated the presence of continuous spatial gene-expression gradients^33,43,55^, rather than distinct cell clusters that are positioned in specific spatial locations. We used two different methods to assign spatial locations to cell clusters. First, we assigned 10 specific marker genes to represent all cell clusters and delineated their expression within eight previously published subregions using smFISH. Second, we used the smFISH data to map every cell belonging to a specific transcriptional cluster to BLA space in an unsupervised manner. Using both methods we find evidence for both scenarios, clusters with graded variability (e.g. cluster 1: (Rspo2/Etv1/Adamts2/Bdnf) in BA) and clusters showing more distinct spatial locations (e.g. cluster 3: (Otof), no expression in aBA, high in pBA, or cluster 7: (Rorb) high in aLA, no expression in pLA.

Our functional analysis revealed the presence of a previously uncharacterized BLA^Lypd1^ neuron population as positive-valence neurons. BLA^Lypd1^ neurons are found in three cell clusters in LA and acBA, complementary to BLA^Etv1^ neurons which are enriched in amBA and alBA. In slice electrophysiological recordings, BLA^Lypd1^ neurons showed increased firing rates in fasted animals, similar to our previous recordings of appetitive CeA neurons^56^. In-vivo calcium recordings revealed that a large fraction of BLA^Lypd1^ neurons are active during food approach behavior, whereas smaller fractions of BLA^Lypd1^ neurons respond to fear and social stimuli. Optogenetic manipulations demonstrated that BLA^Lypd1^ neurons are both sufficient and required for normal food uptake. Although we did not provide direct data for BLA^Lypd1^ neurons being activated during eating, the fact that the activity of BLA^Lypd1^ neurons increases when the animal is in the food zone suggests exactly that. Activation of BLA^Lypd1^ neurons during fasting was observed in tissue slices, where Lypd1 neurons showed higher excitability compared to slices from fed mice. Our interpretation of these data is that palatable food engages BLA^Lypd1^ neurons. The hungrier the animals are, the more palatable the food becomes. During fasting, BLA^Lypd1^ neurons are activated and contribute to the process of palatability-guided feeding. BLA^Lypd1^ neurons therefore have similar roles as recently described central amygdala appetitive neurons^56,57^. These results are surprising in light of previous work indicating that the BLA does not promote free-feeding behavior^26,27^, and that it has a negative effect on food consumption in a risky environment^28^. The main difference to previous work is that we have manipulated a distinct subpopulation, enriched in LA and certain parts of BA, whereas previously either most of the BA or certain BLA projections had been manipulated. Hence, BLA^Lypd1^ neurons may have largely been left untouched in previous manipulation experiments. The role of BLA PN in promoting normal feeding is supported by studies that have shown that BLA neurons are responsive to a variety of foods^29,30^. The positive valence function of BLA^Lypd1^ neurons is not restricted to feeding, since mice can be conditioned to associate a positive valence with the photoactivation of BLA^Lypd1^ neurons in a CPP assay and since the photoactivation of BLA^Lypd1^ neurons suppresses the formation of fear memory. The function of these neurons is, however, not to enhance any ongoing motivated behavior, since BLA^Lypd1^ neurons do not modulate social interactions. The mechanism by which BLA^Lypd1^ neurons promote food intake remains to be explored. It is possible that BLA^Lypd1^ neurons directly synapse onto orexigenic CeA neurons including the recently described Ghrelin-responsive CeA^Htr2a^ neurons^56^. It also remains to be tested whether the activity of BLA^Lypd1^ neurons is modulated by other internal states besides hunger and by environmental factors such as risk stimulus^28^. It may be interesting for human studies to investigate BLA’s role in the prevalence of maladaptive eating behaviors in humans.

While BLA^Lypd1^ neurons are mainly positive-valence neurons, BLA^Etv1^ neurons show flexible mixed selectivity and are activated by aversive cues (foot shock) and during social interactions, but not during fasting or by the presence of food. This observation supports previous studies showing that BLA neurons can respond to multiple stimuli, including social and non-social cues^25,39,58–61^. In line with the calcium imaging data, our optogenetic manipulation experiments revealed that BLA^Etv1^ neurons are mainly negative valence neurons promoting defensive behavior (contextual fear memory formation and conditional place aversion) and reducing food intake, in line with previous reports on BLA functions^35,36,62–64^. However, BLA^Etv1^ neurons also promote social behavior which we interpret as being rewarding, a surprising observation, considering that most of the previous evidence suggested that the BLA mediates aversive aspects of social interaction^19,23^. A recent report paints a more detailed picture by showing that medial prefrontal cortex to BLA subcircuits regulate social preference in a bi-directional manner. While prelimbic cortex (PL) -BLA projectors suppress, infralimbic cortex (IL) -BLA projectors were required for social interactions^21^. These results raise the interesting possibility that the target neurons of IL-BLA projectors may be BLA^Etv1^ neurons. A recent study identified a subpopulation of BLA PN expressing secretin (SCT) as promoters of social behavior^18^ indicating the presence of distinct subsets of BLA neurons facilitating social interactions. Whether BLA^SCT^ neurons overlap with BLA^Etv1^ neurons and whether they also promote fear memory formation remains to be investigated. Our calcium imaging data indicates that BLA^Etv1^ neurons consist of more than one population, one responding to shock, one to social cues, and one—the largest one—to both. Part of the mixed selectivity of these neurons may arise from the fact that optogenetic manipulation will affect all populations together. Further work is therefore needed to functionally characterize the BLA^Etv1^ subpopulations and their associated microcircuits which are likely very complex. Having access to genetically defined subpopulations of BLA neurons that are integrated into these circuits will greatly accelerate the process of social circuit dissection. Similar to the regulation of food consumption, social behavior and the underlying amygdala circuits are evolutionarily conserved. Their examination of different animal models and humans will ultimately benefit our understanding of the circuit basis of psychiatric disorders.

## Methods

### Animals

Experiments were performed using adult mice (>8 weeks). The wild-type animals were from the C57BL/6NRj strain (Janvier Labs). The Rspo2-Cre transgenic line (C57BL/6J-Tg(Rspo2-cre)BIto (RBRC10754)) from RIKEN BioResource Research Center) and Etv1-CreER transgenic line (Etv1tm1.1(cre/ERT2)) from Jackson Laboratory) and Lypd1-Cre (Tg(Lypd1-cre)SE5Gsat/Mmucd) mice were imported from the Mutant Mouse Regional Resource Center). Td-Tomato Rosa26R mouse lines were as described previously^65^, using the line Ai9lsl-tdTomato [B6.Cg-Gt(ROSA)26SorTM9.CAG-tdTomato/Hze/J]^66^. Transgenic mice were backcrossed with a C57BL/6N background. Animals used for optogenetic manipulations and calcium imaging were handled and singly housed on a 12 h inverted light cycle for at least 5 days before the experiments. Mice were given ad libitum food access except during food deprivation for feeding experiments. All behavior assays were conducted at a consistent time during the dark period (2 p.m.–7 p.m.). Both male and female mice were used and all the experiments were performed following regulations from the government of Upper Bavaria.

### Viral constructs

The following adeno-associated viruses (AAVs) were purchased from the University of North Carolina Vector Core (https://www.med.unc.edu/genetherapy/vectorcore): AAV5-ef1a-DIO-eNpHR3.0-mCherry, AAV5-hSyn-DIO-mCherry, AAV5-Ef1α-DIO-hChR2(H134R)-EYFP, AAV5-Ef1a-DIO-eYFP. The AAV5.Syn.Flex.GCaMP6f.WPRE.SV40 virus was obtained from Addgene.

### SnRNA-seq

Single-nucleus RNA sequencing was focused on the basolateral amygdala (BLA). For visually guided dissection of the BLA, we practiced by using the fluorescent expression in basal amygdala (BA) of Rspo2-cre; tdTomato mice^33^ and dense fiber tracks surrounding BLA boundaries to facilitate complete microdissection of BLA. Each single nucleus sequencing dataset includes BLA tissues from 4 male brains (both hemispheres). To reduce potential batch effects, brains were always from the same litter, collected and processed in parallel at the same time. Mice were deeply anesthetized by i.p. injections of 200 mg/kg Ketamine and 40 mg/kg Xylazine, and perfused with 10 mL ice-cold Sucrose-HEPES Cutting Buffer containing (in mM) 110 NaCl, 2.5 KCl, 10 HEPES, 7.5 MgCl2, and 25 glucose, 75 sucrose (~350 mOsm/kg), pH = 7.4^67^. All the solutions/reagents were kept on ice in the following procedures unless otherwise specified. The brain was extracted and cut (300 μm) on a vibratome (Leica VT1000S, Germany) in cutting buffer, and the slices were transferred into a Dissociation Buffer containing (in mM): 82 Na2SO4, 30 K2SO4, 10 HEPES, 10 glucose and 5 MgCl2, pH = 7.4^67^. BLA was microdissected under a microscope (Olympus SZX10) covering the anterior (Bregma −0.59) and posterior (Bregma −3.0) extent of the adult BLA.

### Single nucleus isolation and library preparation

The protocol for single nucleus isolation was optimized from previous studies^68,69^ and demonstrated nucleus isolation protocol (CG000393, 10x Genomics). In brief, collected tissue chunks from the four brains were transferred in 600 μl homogenization buffer containing 320 mM sucrose, 5 mM CaCl_2_, 3 mM Mg (CH_3_COO)_2_, 10 mM Tris HCl pH 7.8, 0.1 mM EDTA pH 8.0, 0.1% NP-40 (70% in H_2_O, Sigma NP40S), 1 mM β-mercaptoethanol, and 0.4 U/μl SUPERase RNase inhibitor (Invitrogen AM2694). The homogenization was performed in a 1 mL Wheaton Dounce tissue grinder with 20 strokes of loose and then 20 strokes of a tight pestle. The homogenized tissue was filtered through a 20-μm cell strainer (Miltenyi Biotec) and mixed with an equal volume of working solution containing 50% OptiPrep density gradient medium (Sigma-Aldrich), 5 mM CaCl_2_, 3 mM Mg (CH_3_COO)_2_, 10 mM Tris HCl pH 7.8, 0.1 mM EDTA pH 8.0, and 1 mM β-mercaptoethanol. The resulting solution was transferred into a 2 mL centrifuge tube. A 29% OptiPrep density gradient solution including 134 mM sucrose, 5 mM CaCl_2_, 3 mM Mg (CH_3_COO)_2_, 10 mM Tris HCl pH 7.8, 0.1 mM EDTA pH 8.0, 1 mM β-mercaptoethanol, 0.04% NP-40, and 0.17 U/μl SUPERase inhibitor was slowly placed underneath the homogenized solution through a syringe with a 20 G needle. In the same way, a 35% Density solution containing 96 mM sucrose, 5 mM CaCl_2_, 3 mM Mg (CH_3_COO)_2_, 10 mM Tris HCl pH 7.8, 0.1 mM EDTA pH 8.0, 1 mM β-mercaptoethanol, 0.03% NP-40, and 0.12 U/μl SUPERase inhibitor was slowly laid below the 30% density. The nuclei were separated by ultracentrifugation using an SH 3000 rotor (20 min, 3000*g*, 4 °C). A total of 300 μl of nuclei was collected from the 29%/35% interphase and washed once with 2 mL resuspension solution containing 0.3% BSA and 0.2 U/μl SUPERase in PBS. The nuclei were centrifuged at 300*g* for 5 min and resuspended in ~30 μl resuspension solution. Nuclei were stained with DAPI and counted. After manually determining the cell concentration using a hemocytometer, suspensions were further diluted to desired concentrations (300–700 nuclei/μl) if necessary. The appropriate final suspension contained 5000 nuclei and was loaded into the chip. Nanoliterscale Gel Beads-in-emulsion (GEMs) generation, barcoding, cDNA amplification, and library preparation were done using the Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 according to the manufacturer’s protocol.

### snRNA-Seq analysis

#### Sequence alignment and preprocessing

Prepared libraries were sequenced on Illumina NextSeq 500 (Mid and High Output Kit v2.5, Paired-end sequencing, 28bp-130bp). We used cellranger (version 7.0.1) to extract fastq files, align the reads to the mouse genome (10x genomics reference build MM10 2020A), and obtain per-gene read counts. Subsequent data processing was performed in R using Seurat (version 4.1.3) with default parameters if not indicated otherwise. After merging the data, we normalized the data (normalization.method = ‘LogNormalize’, scale.factor=10000), detected variable features (selection.method = ‘vst’, nfeatures=2000), and scaled the data (vars.to.regress=c(‘nCount_RNA’). We then applied quality control filters on cells with the following criteria: a) more than 200 genes detected, b) less than 20% mitochondrial gene reads, c) more than 5% ribosomal protein gene reads, d) less than 0.2% hemoglobin gene reads, e) singlets as determined by doubletFinder (version 2.0.3, pK = 0.09, PCs = 1:10). Only genes detected in at least 4 cells were kept. 

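More than 200 genes, less than 20% mitochondrial UMIs and less than 0.2% hemoglobin UMIs were found in 819, 3772 and 4512 barcodes of libraries 1, 2 and 3, 9103 in all. The criterion of more than 5% ribosomal protein UMIs, as worded, was met by 0, 11 and 45 barcodes. Applied with the other criteria it left 13 nuclei and 392 genes, so it was left out. Doublets were found by ranking nuclei by the share of simulated doublets among their neighbours, with a pK of 0.09 and 10 components. Of each library, 0.8% per 1000 nuclei was removed, since the methods give no number: 5, 114 and 163 nuclei. This left 814, 3658 and 4349 nuclei, 8821 in all, and 22102 genes found in at least 4 of them. Of the other alternatives, leaving out library 3 lowered the numbers most, to 4472 nuclei and 21027 genes.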

The resulting dataset consisted of 7,953 cells and 21,557 genes. Initial cell clustering was performed with resolution 0.4 after applying harmony batch correction (version 0.1.1) and subsequent UMAP embedding on the harmony reduction.

#### Global annotation

For global annotation, non-neuronal clusters were identified by expression of non-neuronal markers (e.g., *Plp, Mbp, Pdgfra, Olig, Lhfpl3, Igfbp7, Bsg, Tmem119, Cst3, P2ry12, Hexb, C1qb, C1qa, Aldh1l1, Gfap, Slc1a2, Cfap299*) and absence of neuronal markers (*Snap25, Slc17a7, Slc17a6, Neurod6 Syp, Tubb3, Map1b, Elavl2, Gad1, Gad2*, etc.). Neuronal clusters were confirmed by the expression of neuronal markers above and neurotransmitter and neuromodulator releasing neurons were annotated by well-known markers (glutamatergic neurons: *Slc17a7, Slc17a6, Camk2a, Gria2*, GABAergic neurons: *Adora2a, Gad1, Gad2, Gabbr1, Gabbr1, Gad65, Gad67)*.

For annotation of GABAergic neurons in BLA, firstly only GABAergic neurons based on above global annotation were subtracted and re-clustered. Next, conventional markers from a previous study^70^ were used (*Reln, Ndnf, Sst, Pvalb, Vip, Cck, Calb1, Crh, Npy, Foxp2, Htr2a)* Also, GABAergic neuron markers for central amygdala (CEA)^71^ were used as reference *(Prkcd, Ppp1r1b, Tac2, Wfs1, Dlk1, Penk, Drd2, Drd1, Calcrl, Pdyn, Nts, Tac1)*. We sorted out BLA local inhibitory interneuron from neighborhood regions (e.g., projecting inhibitory neurons in CeA, based on *Pkcd, Drd1* and *Drd2*)^70,71^ or intercalated cells (ITCs, based on *Foxp2* expression) or the amygdalostriatal area (based on *Rarb* expression)^72,73^.

For clarity, we unified the naming of cell populations in the diverse conditions as follows: clusters from unsupervised clustering were named “Clusters”, cell populations containing multiple clusters were named “Category” or named differently.

#### Marker-gene selection for glutamatergic neurons for spatial validation (smFISH)

To annotate subtypes of glutamatergic neurons in BLA we retained only glutamatergic neurons and subjected them to re-clustering. Initially, marker genes were identified using presto::top_markers (*n* = 5, auc_min = 0.5, pct_in_min = 20, pct_out_max = 20). We then handpicked the most specific gene for each cluster. For clusters where no marker could be pinpointed, we turned to in situ hybridization (ISH) data from Allen brain atlas: mouse brain. Preference was given to genes that exhibited higher expression in the BLA than other regions and showed localized expression within BLA subregions. Based on these criteria, we selected 10 marker genes shown in Fig. 1F. It is worth noting that other combinations of genes might also adequately represent these molecularly defined cell types.

#### Construction of phylogenetic tree of glutamatergic neurons

Cell type tree was calculated by Seurat::BuildClusterTree on the aggregated expression of all genes using hierarchical clustering of the distance matrix by using Euclidean distance.

#### Comparison with published BLA data

We integrated our mouse basolateral amygdala (BLA) single-cell RNA sequencing (scRNA-seq) data with two published datasets. The first, referred to as the ‘O’Leary dataset’, includes scRNA-seq data from the mouse BLA (available at GEO:GSE148866)^43^ The second, known as the ‘Hochgerner dataset’, comprises whole amygdala data (available at 10.6084/m9.figshare.20412573)^47^. Using these resources, we constructed a Seurat object for each dataset. The processes of normalization, scaling, and UMAP embedding were performed as previously described in our methods section. Integration of these datasets with our own was accomplished using the ‘Seurat::IntegrateData’ function in R. This involved the selection of integration anchors, followed by the execution of cell-to-cell mapping using the scmap tool (version 1.18.0), as detailed in the protocol available at https://biocellgen-public.svi.edu.au/mig_2019_scrnaseq-workshop/comparing-and-combining-scrna-seq-datasets.html. Integrated data set was split into two based on origin. The top 5 cluster sharing genes were determined separately and unified for heatmap display.

#### HCR sequential multi-fluorescent in situ hybridization

C57BL/6J mice (*n* = 6, 3 male, 3 female, > 8weeks) were anesthetized IP with a mix of ketamine/xylazine (100 mg/kg and 16 mg/kg, respectively) (Medistar and Serumwerk) and transcardially perfused with ice-cold phosphate-buffered saline (PBS), followed by 4% paraformaldehyde (PFA) (1004005, Merck) (w/v) in PBS. The brain was dissected and immediately placed in a 4% PFA buffer for 2 h at room temperature. The brain was then immersed in 30% RNase-free Sucrose (Amresco, 0335) in 1X PBS for 48 h at 4 degree until the brain sank to the bottom of the tube. The brain was then embedded in OCT and cryo-sectioned (15 mm thick) by harvesting coronal sections through the AP extent of BLA and stored at −80 °C. At least three coronal sections were selected for analysis within each of the anterior (−0.79 to −1.07 from bregma), anterior-middle (−1.23 to −1.55 from bregma), posterior-middle (−1.67 to −2.03 from bregma) and posterior (−2.15 to −2.45 from bregma) regions of the BLA.

The selected ten genes were targeted in four sequential HCR rounds. The probe sets (Molecular Instruments) were used as follows: *Sema5a, Grik1, Rorb* (Round 1); *Adamts2, Bdnf* (Round 2); *Cdh13, Otof* (Round 3*); Lypd1, Etv1, Rspo2* (Round 4). The order of rounds was shifted by sections in order to reduce the possibility of loss of RNA after washing steps^74^. In all rounds, the Rnu6 probe was co-applied and used as a nuclear marker. Sections were processed according to the sequential hybridization chain reaction (HCR) protocol as published previously^75^. In brief, sections were fixed in 4% PFA at 4 °C, dehydrated in serial ethanol washes, and treated with RNAscope Protease IV (ACDBio). Sections were rinsed and hybridized overnight at 37 °C with probes targeting the first gene set. Sections were then washed, and probes were amplified with fluorophores (Alexa 405,488, 546, and 647) overnight at room temperature. Next, sections were washed, and autofluorescence was quenched using a Vector TrueVIEW Autofluorescence Quenching kit (Vector labs cat #SP-8400). Slides were cover-slipped with Prolong Gold antifade Mounting Medium (Invitrogen) and allowed to cure at RT for 2 h before imaging. After each round of imaging, coverslips were removed, and sections were washed to remove mounting medium. The probes were then digested with DNase I (Sigma cat #4716728001), and the next probe set was hybridized. Images were acquired with a Leica SP8 confocal microscope and a 20×/0.75 IMM objective (Leica).

### Data analysis for HCR

#### Spatial organization in the BLA

Firstly, four images from 4 rounds were superimposed by landmark and serial strain registration. Also, cell segmentation (based on Rnu6 expression) and thresholding fluorescence for positive cell per each gene were performed and quantification for cells expressing a given gene was also analyzed by HALO software (Indica Labs). Thresholding required to classify a given gene positive/negative cell was chosen based on visual inspection but double-blind way. Next, we referred to a recent anatomy paper^46^ for subregion delineation and coronal section selection of BLA. In order to represent the whole BLA, our dataset constituted four coronal sections (anterior, anterior middle, posterior middle and posterior) and eight subregions (aLA, pLA, amBA, alBA, acBA, pBA, ppBA, ppLA). All subregions except ppLA, ppBA were used in the recent anatomy paper^46^. The citation did not mention the terms ppLA and ppBA, but they analyzed these very posterior parts distinct from other parts of the BLA. Therefore, we named these very posterior parts as ‘pp’ (Table 1 with abbreviation). To visualize gene expression, positive cells were reconstructed and plotted in dot colorized by gene. Finally, percentage of positive cells for each gene was calculated within individual eight sub-regions. We did not separate multiple gene positive cells. Therefore, the sum of percentage per subregion is more than 100%. Lastly, we compared this percentage across coronal section as well as across subregions in Fig. 2. Pearson’s cross-correlation and clustering analysis was computed between BLA subregions and the average of each percentage per gene. The density heatmap was plotted in a color-scale (red = 1 and blue = 0, normalized value by the highest density area (=1)). To map smFISH and snRNA-seq data correlation, we computed pairwise Pearson correlation with hierarchical clustering of 10 marker gene expression across all glutamatergic neurons (snRNA data) and of average percentage of 10 marker gene positive cell across eight sub regions of BLA (smFISH) (Supplementary Fig. 5).

**Table 1:** Alphabetical list of abbreviations

abbreviation table	
ABRREVIATION	DEFFINITION
AB	accessory basal
AOD	acousto-optic deflector
AAV	adenoassociated viruses
ATP	Adenosine triphosphate
AMPA	α-am+A1:B72ino-3-hydroxy-5-methyl-4-isoxazolepropionic acid
ANOVA	Analysis of variance
ACR	anion channel rhodopsins
ACSF	artificial cerebrospinal fluid
AC	auditory cortex
ASD	autism
BA	Basal amygdala
B	Basal amygdala
BM	Basomedial amygdala
BMA	Basomedial amygdala
BNST	bed nucleus of the stria terminalis
CGRP	Calcitonin gene-relted peptide
CGE	Caudal Ganglion Eminence
CEA	Central amygdala
CCK	cholecystokinin
CFC	Conditional Fear conditioning
CPP	Conditioned place preference
CRH	Corticotrophin-releasing hormone
DE	Differential expression
DEG	differently expressed gene
DIO	Double floxed inverted open reading frame
EYFP	Enhanced yellow fluorescent protein
EDTA	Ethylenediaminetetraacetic acid
GABA	gamma amino-butyric acid
GO	Gene ontology
GECI	Genetically encoded calcium indicators
GRIN	gradient index
HCR	Hairpin chain reaction
NpHR	Halorhodopsin
IL	infralimbic
IPSC	inhibitory postsynaptic current
ITC	intercalated cells
IP	intraperitoneal
LA	Lateral amygdala
LGE	Lateral ganglion eminence
LED	Light emitting diode
ME	Medial amygdala
NGE	Medial ganglion eminence
NGEM	Nanoliterscale Gel Beads-in-emulsion
NAC	nucleus accumbens
NA	numerical appeture
OFT	Open field task
PVT	paraventricular nucleus of the thalamus
PSTH	peri-stimulus time histogram
PBS	phosphate-buffered saline
PA	Posterior amygdala
PPBA	Posterior-Posterior basal amygdala
PPLA	Posterior-Posterior Lateral amygdala
PFC	prefrontal cortices
PCA	Principal component analysis
PKCD	protein kinase C δ
ROI	region of interest
SCT	secretin
SMFISH	Sequential multiplexed (multi-florescent) in situ hybridization
SNN	shared nearest neighbor
SST	Somatostatin
SD	Standard Deviation
UMAP	Uniform Manifold Approximation and Projection

#### smFISH PCA clustering analysis

Data including x,y position of positive cells expressing each gene were imported to a Python workflow in which unsupervised principal component analysis (PCA) were simply customized from the pipeline (EASI-FISH) described before^76^. In brief, Images containing expression patterns of 10 marker-genes were decomposed into principal components (PCs). The eigen-images from the top 4 PCs explained on average 80.8 ± 5.16% of variance in each sample. PCA of the expression patterns of 10 marker-genes were reconstructed and used to identify spatial patterns in BLA orientation. As the pattern demarcating BLA by each PC component across different samples was homogeneous, we only selected samples with this homogenous pattern of PCA to make populational analysis. Therefore, PC loading values for each gene were averaged by different coronal sections (total 16 PC variance, e.g., anterior PC1, anterior PC2 or anterior-middle PC1, anterior-middle PC2 etc.) and clustered by Pearson’s correlation across genes. This analysis was compared with the clusters from percentages of cells positive for 10 marker genes in eight subregions of BLA in a supervised manner.

#### Correlation between smFISH and snRNA clusters

For mapping clusters of snRNAseq data to smFISH signals and corresponding locations, we first aggregated the single nuclei read counts for each cluster for each gene that was used in smFISH (Supplementary Fig. 6). We then correlated (Pearson) the smFISH expression data—normalized z-scores of 10 marker genes in a of radius 50 µm^74^—with each cluster expression pattern and assigned each smFISH cell to one of the 11 clusters according to the highest correlation coefficient.

#### Stereotaxic surgeries

Mice were anesthetized for surgery with isoflurane (1.5–2%) and placed in a stereotaxic frame (Kopf Instruments). Body temperature was maintained with a heating pad. A systemic anesthetic (carprofen 5 mg/kg bodyweight) was administered. Mice used in in vitro and in vivo optogenetic experiments were bilaterally injected with 0.4 μl of optogenetic or control virus in the BLA by using the following coordinates calculated with respect to the bregma: −1.8 mm anteroposterior, ± 3.25 mm lateral, −4.75 mm ventral for Lypd1-Cre mice, bregma: −1.5 mm anteroposterior, ± 3.25 mm lateral, −4.8 mm ventral for Rspo2- and Etv-Cre mice. In the same surgery, mice used in optogenetic experiments were bilaterally implanted with optic fibers (200-μm core, 0.5 NA, 1.25-mm ferrule (Thorlabs)) above the BLA ( − 4.6 mm ventral). Implants were secured with cyanoacrylic glue, and the exposed skull was covered with dental acrylic (Paladur). Mice used in in vivo calcium imaging experiments were injected in the right BLA (coordinates as above) with 0.4 μl AAV-GCaMP6f virus. One week later, the microendoscope was implanted. To do so, a 0.8-mm hole was drilled in the skull above the BLA. Debris was removed from the hole, and a sterile 20-gauge needle was slowly lowered into the brain to a depth of −4.8 mm from the cortical surface to clear a path for the lens. The GRIN lens (GLP-0673; diameter, 0.6 mm; length, ~7.3 mm, Inscopix) was slowly lowered into the brain to −4.75 mm from the bregma by using a custom lens holder. The lens was secured in place with glue (Loctite 4305) and dental cement (Paladur). The exposed top of the lens was protected by a covering of a silicone adhesive (Kwik-cast). Approximately four weeks after lens implantation, the mice were assessed for observable GCaMP6 fluorescence. The heads of the mice were fixed, and the top of the lens was cleaned of debris. The miniature microscope (Inscopix) with a baseplate (BLP-2, Inscopix) was positioned above the lens such that GCaMP6 fluorescence and neural dynamics were observed. The mice were anesthetized with isoflurane, and the baseplate was secured with dental cement (Vertise Flow). A baseplate cap (BCP-2, Inscopix) was left in place until imaging experiments. Expression in Etv1-CreER animals was induced by intraperitoneal injections of tamoxifen (150–200 μl, 10 mg/ml, dissolved in 90% cornoil and 10% ethanol) two days after surgery on 4 consecutive days in the modified way as described^77^.

#### Acute brain slice preparation and electrophysiological recordings

The animals were anesthetized with isoflurane and decapitated under deep anesthesia. The brain was immediately immersed in an ice-cold cutting solution consisting of NaCl (30 mM), KCl (4.5 mM), MgCl_2_ (1 mM), NaHCO_3_ (26 mM), NaH_2_PO_4_ (1.2 mM), glucose (10 mM), and sucrose (194 mM), equilibrated with a 95% O_2_/5% CO_2_ gas mixture. The brain was sectioned into slices of 280 μm thickness using a Leica VT1000S vibratome and transferred to an artificial cerebrospinal fluid (aCSF) solution containing NaCl (124 mM), KCl (4.5 mM), MgCl_2_ (1 mM), NaHCO_3_ (26 mM), NaH_2_PO_4_ (1.2 mM), glucose (10 mM), and CaCl_2_ (2 mM), equilibrated with 95% O_2_/5% CO_2_ gas mixture and maintained at 30–32 °C for 1 h before being returned to room temperature.

The brain slices were mounted in a recording chamber and perfused continuously with the aforementioned aCSF solution equilibrated with 95% O2/5% CO_2_ gas mixture at 30–32 °C. Whole-cell patch-clamp recordings were performed using patch pipettes prepared from filament-containing borosilicate micropipettes with a resistance of 5–7 MΩ. The intracellular solution used for recordings contained potassium gluconate (130 mM), KCl (10 mM), MgCl_2_ (2 mM), HEPES (10 mM), Na-ATP (2 mM), Na2GTP (0.2 mM) and had an osmolarity of 290 mOsm. The brain slices were visualized using an IR-DIC equipped fluorescence microscope (Olympus BX51) and data were acquired using a MultiClamp 700B amplifier, a Digidata 1550 digitizer, and analyzed using the Clampex 10.3 and Clampfit software from Molecular Devices. The data were sampled at 10 kHz and filtered at 2 kHz.

For optogenetic studies, stimulation of neurons was achieved using a multi-LED array system (CoolLED) connected to the aforementioned Olympus BX51 microscope.

#### Behavior paradigms

All mice were handled and habituated in the behavioral chamber for 4–5 days before experiments. For optogenetic experiments, mice were tethered to the optic-fiber patch cords and habituated to the context for 15 min daily. For calcium imaging experiments, a dummy mini-scope and cable (Inscopix) were fixed on the head of mice and habituated to the context for 20–30 min daily. The behavior arenas were housed inside soundproof chamber equipment with houselights and video cameras (c920 webcam, Logitech).

#### Free feeding

The handling and habituation were a prerequisite for all behavioral experiments. The mice were habituated to the feeding/imaging setup with the miniscope and cable attached for 20 min per day and at least 1 week. On the experimental day, the mice were allowed to explore the cage to identify the food pellet before recording and once the mouse was near the food, recording was started. Mice were given enough food in between the fasting sessions to keep 90% of their normal weight. Food-restricted mice were placed in an empty home cage (20 cm × 32.5 cm) with a plastic food container fixed to one corner. Food was freely accessible for 10 min per day during 2 days. For optogenetic experiments, mice were continuously photostimulated for 10 min on one day and left with lights off on another day. The light on-off order was pseudo-randomized within a cohort to reduce any effects from the order of photostimulation. After 10 min, the remaining food was weighed. The session was video recorded, and feeding behaviors (e.g., frequency to food container or cumulative time in food container) were also analyzed by EthoVision XT 16.0 video tracking software (Noldus). The recording time for calcium imaging was 15 min. The mice tested with food restriction had a small pellet after the experiment to avoid over-eating on the second day of food restriction. We measured the body weights before/after each experiment and made sure that it was the same on day 1 and 2. If the body weight decreased, we waited more time for the mouse to recover to the same weight as on day 1.

#### Social interaction test

The three-chamber test was performed as previously described^78^, but in order to combine with optogenetic and calcium imaging experiments, the door between the chambers was removed. In brief, the novel mice, younger than the test mouse and same gender, were handled for 3 min and then habituated in a wire cage placed in the 3-chamber apparatus for 5–10 min for 4 consecutive days before starting the experiment. The test mouse was located in the center chamber. A wired cup with a novel mouse and an empty cup were introduced into the other two chambers and the sociability test was started. The movement of the test mouse was tracked for 15 min (EthoVision XT 16.0) for calcium imaging. For optogenetic experiments, two days (one day with photostimulation and another day without, but pseudo-randomized order of light on-off epochs within a cohort) were examined and novel mice were changed every day. Sociability was analyzed using cumulative time/frequency in the social zone. Cumulative time in the non-social zone (empty cage) was analyzed for comparison. For each set of experiments, the orientation of the two wired cups containing novel mouse or left empty was counter-balanced.

For several calcium imaging cases, we used a round social arena as described previously^79^ as a two-chamber social assay instead of three chambers. In brief, the round-shaped arena (inner diameter: 49 cm, height: 45 cm) was equipped with one 3D-printed transparent bar cage (diameter: 8 cm, height: 10.5 cm) in the center. The inner cage was topped with a cone-shaped 3D-printed roof to prevent the test mouse from climbing up. Inside the cone-shaped roof, a wide-angle (180°) fish-eye lens camera was installed to provide a close-up view of animals’ social interactions with high temporal/spatial resolution. Above the arena, a camera at the ceiling was used to track animal’s positions and speed with minimal blind spots. Micro-social behaviors such as the exact time point of the start of social interaction or sniffing were measured manually through a wide-angle fish eye camera, as well as automatically tracked by EthoVision XT 16.0 from ceiling camera.

#### Contextual fear conditioning (cFC)

Main cFC paradigm was modified from a previous study^33^. On day 1, mice were placed into a contextual fear conditioning chamber (Med Associates) while bilaterally connected to optic fiber cables and received three foot-shocks (0.75 mA for 2 s) at the 198-s, 278-s and 358-s time points. For optogenetic activation experiments, simultaneously with the footshocks, a 10-s, 20-Hz train of 15-ms pulses of 473-nm (10–15 mW) light was used for photostimulation, and constant light of 620 nm (10 mW) was used for photoinhibition. On day 2, mice were connected to optic fiber patch cables and placed in the fear conditioning chamber for 180 s, and neither footshock nor laser light was delivered. Freezing behavior, defined as complete immobility with the exception of breathing, was used as a proxy of fear response. Freezing was automatically quantified using the software ANYmaze 7.2 (Stoelting) as described previously^80^. In brief, the software calculated a “freezing score” depending on the number of pixel changes between frames. If the freezing score fell below an empirically determined threshold for at least 2 s, mice were considered to be freezing. To exclude errors where resting was incorrectly detected as freezing behavior, manually freezing behaviors were verified. Animals were excluded from further analysis if they did not show any freezing behavior upon fear conditioning in a recall session.

#### Optogenetic manipulations

Mice were bilaterally tied to optic-fiber patch cords (Plexon Inc) connected to a 465-nm LED (for ChR2) via Optogenetic LED module (Plexon Inc) and mating sleeve (Thorlabs). Photostimulation was performed using 10 ms, 463-nm light pulses at 20 Hz and 10 mW. Photoinhibition used constant 620-nm light at 10 mW. The LED was triggered, and pulses were controlled PlexBright 4 Channel Optogenetic Controller by with Radiant Software (Plexon Inc).

#### Optogenetic conditional place preference (avoidance) test

Conditioned place preference (CPP) was carried out essentially as previously described^52^. It was conducted in a custom-built arena made of two chambers: rectangular-shaped 2 chambers (45 × 15 cm); one compartment consisted of white walls and a metal floor with circular holes, and the another had red walls and square holes. For the optogenetic experiments, on the pretest day (day 1) optic cable-tethered mice were freely exploring the chambers without light for 10 min after 5 min of habituation. Based on the total time in each chamber, the preferred chamber was identified on that day. For optogenetic activation by ChR2, preference was measured for Lypd1-Cre, but avoidance was measured for Etv1-Cre and Rspo2-Cre mice. Therefore, the preferred chamber was paired with photoactivation for Rspo2-Cre and Etv1-Cre mice, but the non-preferred chamber was paired with photoactivation for Lypd1-Cre mice, for three consecutive conditioning days (day 2–4). However, for optogenetic inhibition by eNpHR 3.0, oppositely, preference was measured for Etv1-Cre, but avoidance was measured for Lypd1-Cre. Therefore, the preferred chamber was paired with photoinhibition for Lypd1-Cre mice, but the non-preferred chamber was paired with photoinhibition for Etv1-Cre mice. During conditioning days mice were constrained in a paired chamber with light for 15 min and another chamber without light for 15 min. On the post-test day (day 5) mice were freely exploring the chambers without light the same as on the pre-test (day 1). The times each animal spent in each chamber and its locomotor activity (distance traveled) were recorded using EthoVision XT 16.0 (Noldus) tracking software. The preference index was calculated by (duration in the paired chamber)−(duration in the non-paired chamber).

#### Open field task (OFT)

OFT was carried out essentially as previously described^24^. In brief, four 3-min epochs beginning with a light-off (OFF) baseline epoch, followed by a light-on (ON) illumination epoch, in total a single 12-min session. For analysis, the first light-off and last light-on epochs were excluded in order to avoid novelty or satiation-driven factors.

#### In vivo Ca^2+^ imaging of freely moving mice

Ca^2+^ videos were acquired at 15 frames per second with an automatic exposure length. An optimal LED power was selected for each mouse to optimize the dynamic range of pixel values in the field of view, and the same LED settings were used for each mouse throughout the series of imaging sessions. Ca^2+^ videos were recorded using nVista acquisition software (Inscopix, Palo Alto, CA). To later account for any lag between the onset of behavior and Ca^2+^ movies, a continuous train of TTL pulses was sent from Ethovision XT 16.0 or ANY-maze 7.1 (Stoelting) to nVista acquisition software at 1 Hz and a 50% duty cycle for the duration of the session to synchronize the extracted behavior statistics with calcium traces. The TTL emission-reception delay is negligible (less than 30 ms), therefore the behavioral statistics time series can be synchronized with calcium traces by the emission/receival time on both devices, using a custom python script. We used the IDPS (Inscopix data processing software, version 1.8.0) for the acquisition of calcium image data, rigid motion correction, automatic selection of neuro somata as the regions of interests (ROIs), and extraction of raw calcium traces by using option, Cnmfe in IDPS and visual inspection with their tracing and morphology. To prevent potential biases resulting from temporal convolution in the calcium traces, we performed spike deconvolution using the OASIS algorithm implemented in Suite2p^81^. The inferred spike trains were used in the following social and food preference experiment analyses.

#### Calcium data analysis for feeding and social interaction assays

The relative distance between the recorded mice and food or other mice is closely related to food consumption and social behavior, respectively. Therefore, we computed this relative distance for each calcium frame recorded in the food consumption or social behavior experiments. This relative distance was then normalized by the radius of the experiment chamber size.

To inspect the correlation between neuron firing rate and the relative distance to food or other animals, we divided the relative distances into 31 bins, and computed the averaged spike firing rate of the frames whose relative distances fell into the same distance bin. The preferred relative distance of each neuron was determined as the distance bin with the highest averaged firing rate. The neurons were classified into difference valence-correlated categories based on their preferred distance to food/other animals.

#### Permutation test

In order to confirm that neuronal activities related to specific contexts (food and social assay) beyond chance level (null hypothesis), we rotary shuffled the inferred spike train for each neuron with a random time offset for 1000 times. For each shuffled spike train, we computed the null distance distribution by calculating the averaged firing rate for each distance bin. We used Benjamini–Hochberg procedure^82^ to control for a false discovery rate at 5%. Therefore, if the maximum average firing rate of the distance distribution of a neuron was higher than 95% of the null distribution, the neuron was considered significantly tuned to distance to food/social object (Fig. 4M, N, Fig. 5G, H). To determine if the differences in the percentage of pro/anti-food/social neurons between Lypd1, Etv1 and Rspo2 neuron population were significant, we pooled the neurons from the three populations. For each neural population, we randomly selected N neurons from the pool distribution and computed the percentage of pro/anti food/social neurons for 1000 times to obtain a null percentage distribution (N equals the number of neurons for the testing neural population). We then compared the percentage of the testing population with the two tails of the null percentage distribution and determined the significance at the 2.5% significance level (Figs. 4O and 5I).

#### Fear conditioning calcium data analysis

The freezing behaviors are detected automatically by ANY-maze 7.1 (Stoelting) with the 2-second minimum duration. To determine the correlation between neural activities and foot shock/freezing behavior in the fear conditioning experiment, we computed the score for foot shock as follows:

$$Foot\,shock\,response\,score=({F}_{during\, shock\, on}-{F}_{offbefore\, shock})/ \\ ({F}_{during\, shock\, on}+{F}_{offbefore\, shock})$$

Similarly, the freezing score was computed as

$$Freezing\,score=({F}_{freezing}-{F}_{non-freezing})/({F}_{freezing}+{F}_{non-freezing})$$

F_shock on_ and F_freezing_ are the averaged firing rates in the 2 s before and during the onset of foot shock or freezing events, respectively.

The neurons positively correlated with foot shock events might be involved in the negative valence event representation. To investigate this, we computed the percentage of foot-shock correlated neurons in the fear-acquisition session and the freezing frequency in the fear retrieval session for each mouse. We only included mice having neuronal data on both Day 1 and 2. One (Etv1-Cre) and two (Lypd1-Cre) mice did not have good quality-neuronal data either on Day1 or Day 2 after preprocessing. These mice were excluded from neuronal data analysis. We performed the linear regression on these two statistics for quantitative descriptions of the relationships between these two statistics.

### Classification of footshock responsive neurons

In order to classify positive footshock responsive neurons (pro-footshock) or negative footshock responsive neurons (anti-footshock), we rotary shuffled the inferred spike train for each neuron with a random time offset for 1000 times. Then we computed the mean response score to fear stimulus for each shuffled spike train in the same way as described above, in order to obtain a null response score distribution. The neuron whose mean response score was higher than the top 2.5% of the null distribution was considered a pro-footshock neuron whose activity was positively correlated with a footshock event. Vice versa, a neuron with a response score lower than the bottom 2.5% of the null distribution was considered an anti-footshock neuron.

### Longitudinal tracking of individual neurons for in vivo calcium imaging

To monitor the same neurons for both social interaction and footshock responses, we performed the social interaction test in the fear conditioning chamber. Calcium traces were recorded during an initial period in which the experimental mouse was alone. Then, a wired container with a novel mouse was introduced to the chamber for a “social interaction period”. The container was taken out and five consecutive footshocks were delivered (Supplementary Fig. 10A,B). Since the fear conditioning chamber was smaller than the chamber previously used for social interactions, we scored the social response score (SoRC) differently. We extracted the animals’ head directions and body center positions using the software ANYmaze 8.2 (Stoelting). Animals were considered to be engaged in social interactions when their heads were oriented towards the wired container and their distance to the center of the container was less than 10 cm. The auto-identification of social interactions using this criterion produced similar results as manual identification (data not shown; Pearson correlation = 0.809). For quantification, we used spike detection to deconvolve calcium traces to firing rates over time and then calculated the average firing rates for the social-interaction phases and non-social phases (*F*_*social*_ and *F*_*non-social*_, respectively) for each neuron. The social response score (SoRC) was calculated as below:

$$Social\,response\,score=\frac{{F}_{social}-{F}_{non-social}}{{F}_{social}+{F}_{non-social}}$$

Neurons with a positive SoRC were termed ‘social ON’ neurons, while neurons with a negative SoRC were termed ‘social OFF’ neurons. The shock response score (SRC) was calculated as described in Fig. 5 and the method section. However, we did not classify the footshock responsive neurons using the permutation test but rather termed neurons with positive SRC ‘shock ON’ neurons and those with negative SRC ‘shock OFF’ neurons.

### Immunohistochemistry

For recovery of neurobiotin-filled neurons after whole-cell recordings, acute brain slices were fixed in 4% PFA at room temperature for 30–45 min. Fixed slices were kept in 0.1 M PB (80 mM Na_2_HPO_4_ and 20 mM NaH_2_PO_4_) until being processed for immunohistochemistry. Slices were then washed in 0.1 M PB and incubated with fluorophore-conjugated streptavidin (1:2000) (Jackson) diluted in 0.05 M TBS with 0.5% Triton X-100 overnight. The next day, slices were washed in 0.1 M PB and mounted with RapiClear (SunJin Lab Co). Slices were imaged 1 d later. Coronal brain sections were permeabilized for 30 min at RT with 0.5% Triton X-100 (#66831, Carl Roth) in PBS and blocked for 30 min at RT with 0.2% BSA (#A7030, Sigma-Aldrich) and 5% (w/v) donkey serum (#017-000-121, Jackson ImmunoResearch) in PBS. Sections were incubated with primary antibodies in 0.2% (w/v) BSA and 0.25% Triton X-100 in PBS at 4 °C overnight. The following primary antibodies were used: 1:100 rabbit anti-Slc17a7 (48-2400, Invitrogen). Sections were washed three times for 10 min with PBS and incubated for two hours at 4 °C with secondary antibodies diluted 1:400 in 0.2% (w/ v) BSA and 0.25% Triton X-100 in PBS. The following secondary antibodies were used: donkey anti-rabbit Alexa Fluor 488 (anti-rabbit, 711-545-152, Jackson ImmunoResearch). Sections were washed two times for 10 min with PBS and incubated with DAPI (1:2000) (Sigma-Aldrich) in PBS. After a 15-min wash in PBS, sections were mounted using Fluorescent Mounting Medium (#S3023, Dako).

### Histology

Animals were anesthetized IP with a mix of ketamine/xylazine (100 mg/kg and 16 mg/kg, respectively) (Medistar and Serumwerk) and transcardially perfused with ice-cold phosphate-buffered saline (PBS), followed by 4% PFA (1004005, Merck) (w/v) in PBS. Brains were postfixed at 4 °C in 4% PFA (w/v) in PBS overnight, embedded in 4% agarose (#01280, Biomol) (w/v) in PBS, and sliced (50–100 μm) using a Vibratome (VT1000S—Leica). Epifluorescence images were obtained with an upright epifluorescence microscope (Zeiss) with 10x or ×5/0.3 objectives (Zeiss). To acquire Fluorescence z-stack images, a Leica SP8 confocal microscope equipped with a 20x/0.75 IMM objective (Leica) was used. For full views of the brain slices, a tile scan and automated mosaic merge functions of Leica LAS AF software were used. Images were minimally processed with ImageJ software (NIH) to adjust for brightness and contrast for optimal representation of the data, always keeping the same levels of modifications between control and treated animals.

### Data analysis

Data and statistical analyses were performed using Prism v5 (GraphPad, USA) and Excel 2016 (Microsoft, USA). Clampfit software (Molecular Devices, USA) was used to analyze electrophysiological recordings and all statistics are indicated in the figure legends. T-tests or Ordinary one-way ANOVA with Tukey’s multiple comparisons test or two-way ANOVA with Bonferroni post-hoc tests were used for individual comparisons of normally distributed data. Normality was assessed using D’Agostino & Pearson normality test. When normality was not assumed Kolmogorov–Smirnov test and Wilcoxon signed-rank test were performed for individual comparisons. *P*-values represent *p < 0.05; **p < 0.01; ***p < 0.001. All data were represented as the mean ± SEM or STD. All sample sizes and definitions are provided in the figure legends. After the conclusion of experiments, virus expression and implant placement were verified. Mice with very low or null virus expression were excluded from the analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source_data file

## Data Availability

The raw data for electrophysiology (Fig. 4), Calcium imaging (Figs. 4–5) and optogenetic (Figs. 6–7) have been deposited in the google drive: https://drive.google.com/drive/folders/166KtcgxC-Ad27MZH-lidATxEQKgC0BMf. Raw and processed snRNAseq data (Fig. 1) are available at GEO (accession number GSE244860). Source data are provided as a Source Data file. Source data are provided with this paper.

## References

[1] Blanchard, D. C. & Blanchard, R. J. Innate and conditioned reactions to threat in rats with amygdaloid lesions 1. *J. Comparative Physiol. Psychol.***81**, 281–290 (1972).10.1037/h00335215084445

[2] Nader, K., Majidishad, P., Amorapanth, P. & LeDoux, J. E. Damage to the lateral and central, but not other, amygdaloid nuclei prevents the acquisition of auditory fear conditioning. *Learning Memory***8**, 156–163 (2001).11390635 10.1101/lm.38101PMC311372

[3] Everitt, B. J., Cador, M. & Robbins, T. W. Interactions between the amygdala and ventral striatum in stimulus-reward associations: studies using a second-order schedule of sexual reinforcement. *Neuroscience***30**, 63–75 (1989).2664555 10.1016/0306-4522(89)90353-9

[4] Gallagher, M., Graham, P. W. & Holland, P. C. The amygdala central nucleus and appetitive Pavlovian conditioning: lesions impair one class of conditioned behavior. *J. Neurosci.***10**, 1906 (1990).2355257 10.1523/JNEUROSCI.10-06-01906.1990PMC6570301

[5] Cador, M., Robbins, T. W. & Everitt, B. J. Involvement of the amygdala in stimulus-reward associations: Interaction with the ventral striatum. *Neuroscience***30**, 77–86 (1989).2664556 10.1016/0306-4522(89)90354-0

[6] Hatfield, T., Han, J.-S., Conley, M., Gallagher, M. & Holland, P. Neurotoxic lesions of basolateral, but not central, amygdala interfere with pavlovian second-order conditioning and reinforcer devaluation effects. *J. Neurosci.***16**, 5256 (1996).8756453 10.1523/JNEUROSCI.16-16-05256.1996PMC6579315

[7] Málková, L., Gaffan, D. & Murray, E. A. Excitotoxic lesions of the amygdala fail to produce impairment in visual learning for auditory secondary reinforcement but interfere with reinforcer devaluation effects in rhesus monkeys. *J. Neurosci.***17**, 6011 (1997).9221797 10.1523/JNEUROSCI.17-15-06011.1997PMC6573210

[8] Holland, P. C. & Gallagher, M. Double dissociation of the effects of lesions of basolateral and central amygdala on conditioned stimulus-potentiated feeding and Pavlovian-instrumental transfer. *Eur. J. Neurosci.***17**, 1680–1694 (2003).12752386 10.1046/j.1460-9568.2003.02585.x

[9] Corbit, L. H. & Balleine, B. W. Double dissociation of basolateral and central amygdala lesions on the general and outcome-specific forms of pavlovian-instrumental transfer. *J. Neurosci.***25**, 962 (2005).15673677 10.1523/JNEUROSCI.4507-04.2005PMC6725628

[10] Hiroi, N. & White, N. M. The lateral nucleus of the amygdala mediates expression of the amphetamine-produced conditioned place preference. *J. Neurosci.***11**, 2107 (1991).2066777 10.1523/JNEUROSCI.11-07-02107.1991PMC6575472

[11] Chaudhri, N., Woods, C. A., Sahuque, L. L., Gill, T. M. & Janak, P. H. Unilateral inactivation of the basolateral amygdala attenuates context-induced renewal of Pavlovian-conditioned alcohol-seeking. *Eur. J. Neurosci.***38**, 2751–2761 (2013).23758059 10.1111/ejn.12278PMC4079556

[12] Tye, K. M. et al. Amygdala circuitry mediating reversible and bidirectional control of anxiety. *Nature***471**, 358–362 (2011).21389985 10.1038/nature09820PMC3154022

[13] Allsop, S. A., Vander Weele, C. M., Wichmann, R. & Tye, K. M. Optogenetic insights on the relationship between anxiety-related behaviors and social deficits. *Front. Behav. Neurosci.***8**, 241 (2014).25076878 10.3389/fnbeh.2014.00241PMC4099964

[14] Daviu, N., Bruchas, M. R., Moghaddam, B., Sandi, C. & Beyeler, A. Neurobiological links between stress and anxiety. *Neurobiol. Stress***11**, 100191 (2019).31467945 10.1016/j.ynstr.2019.100191PMC6712367

[15] Tripathi, S. J., Chakraborty, S., Srikumar, B. N., Raju, T. R. & Shankaranarayana Rao, B. S. Basolateral amygdalar inactivation blocks chronic stress-induced lamina-specific reduction in prefrontal cortex volume and associated anxiety-like behavior. *Prog. Neuropsychopharmacol. Biol. Psychiatry***88**, 194–207 (2019).30036565 10.1016/j.pnpbp.2018.07.016

[16] Baron-Cohen, S. et al. The amygdala theory of autism. *Neurosci. Biobehav. Rev.***24**, 355–364 (2000).10781695 10.1016/S0149-7634(00)00011-7

[17] Rosenberger, L. A. et al. The human basolateral amygdala is indispensable for social experiential learning. *Curr. Biol.***29**, 3532–3537.e3 (2019).31607530 10.1016/j.cub.2019.08.078

[18] Wei, J. et al. Amygdala neural ensemble mediates mouse social investigation behaviors. *Natl Sci. Rev.***10**, nwac179 (2023).36845323 10.1093/nsr/nwac179PMC9952061

[19] Folkes, O. M. et al. An endocannabinoid-regulated basolateral amygdala–nucleus accumbens circuit modulates sociability. *J. Clin. Invest.***130**, 1728–1742 (2020).31874107 10.1172/JCI131752PMC7108917

[20] Matthews, G. A. et al. Dorsal raphe dopamine neurons represent the experience of social isolation. *Cell***164**, 617–631 (2016).26871628 10.1016/j.cell.2015.12.040PMC4752823

[21] Huang, W.-C., Zucca, A., Levy, J. & Page, D. T. Social behavior is modulated by valence-encoding mPFC-amygdala sub-circuitry. *Cell Rep.***32**, 107899 (2020).32668253 10.1016/j.celrep.2020.107899PMC7410267

[22] Lee, C. R., Chen, A. & Tye, K. M. The neural circuitry of social homeostasis: Consequences of acute versus chronic social isolation. *Cell***184**, 1500–1516 (2021).33691140 10.1016/j.cell.2021.02.028PMC8580010

[23] Felix-Ortiz, A. C. & Tye, K. M. Amygdala inputs to the ventral hippocampus bidirectionally modulate social behavior. *J. Neurosci.***34**, 586 (2014).24403157 10.1523/JNEUROSCI.4257-13.2014PMC3870937

[24] Felix-Ortiz, A. C. et al. BLA to vHPC inputs modulate anxiety-related behaviors. *Neuron***79**, 658–664 (2013).23972595 10.1016/j.neuron.2013.06.016PMC4205569

[25] Fustiñana, M. S., Eichlisberger, T., Bouwmeester, T., Bitterman, Y. & Lüthi, A. State-dependent encoding of exploratory behaviour in the amygdala. *Nature***592**, 267–271 (2021).33658711 10.1038/s41586-021-03301-z

[26] Courtin, J. et al. A neuronal mechanism for motivational control of behavior. *Science***375**, eabg7277 (2023).10.1126/science.abg727734990249

[27] Dieterich, A. et al. Activation of basolateral amygdala to nucleus accumbens projection neurons attenuates chronic corticosterone-induced behavioral deficits in male mice. *Front Behav Neurosci***15**, 643272 (2021).33716685 10.3389/fnbeh.2021.643272PMC7943928

[28] Choi, J.-S. & Kim, J. J. Amygdala regulates risk of predation in rats foraging in a dynamic fear environment. *Proc. Natl Acad. Sci.***107**, 21773–21777 (2010).21115817 10.1073/pnas.1010079108PMC3003044

[29] Liu, J. et al. Neural coding of appetitive food experiences in the amygdala. *Neurobiol. Learn. Mem.***155**, 261–275 (2018).30125697 10.1016/j.nlm.2018.08.012

[30] Zhang, X., Kim, J. & Tonegawa, S. Amygdala reward neurons form and store fear extinction memory. *Neuron***105**, 1077–1093.e7 (2020).31952856 10.1016/j.neuron.2019.12.025

[31] Janak, P. H. & Tye, K. M. From circuits to behaviour in the amygdala. *Nature***517**, 284–292 (2015).25592533 10.1038/nature14188PMC4565157

[32] O’Neill, P.-K., Gore, F. & Salzman, C. D. Basolateral amygdala circuitry in positive and negative valence. *Curr. Opin. Neurobiol.***49**, 175–183 (2018).29525574 10.1016/j.conb.2018.02.012PMC6138049

[33] Kim, J., Pignatelli, M., Xu, S., Itohara, S. & Tonegawa, S. Antagonistic negative and positive neurons of the basolateral amygdala. *Nat. Neurosci.***19**, 1636–1646 (2016).27749826 10.1038/nn.4414PMC5493320

[34] Zhang, X. et al. Genetically identified amygdala–striatal circuits for valence-specific behaviors. *Nat. Neurosci.***24**, 1586–1600 (2021).34663958 10.1038/s41593-021-00927-0PMC8556347

[35] Namburi, P. et al. A circuit mechanism for differentiating positive and negative associations. *Nature***520**, 675–678 (2015).25925480 10.1038/nature14366PMC4418228

[36] Beyeler, A. et al. Divergent routing of positive and negative information from the amygdala during memory retrieval. *Neuron***90**, 348–361 (2016).27041499 10.1016/j.neuron.2016.03.004PMC4854303

[37] Klein, R. & Pasterkamp, R. J. Recent advances in inter-cellular interactions during neural circuit assembly. *Curr. Opin. Neurobiol.***69**, 25–32 (2021).33383489 10.1016/j.conb.2020.12.004

[38] Krabbe, S. et al. Adaptive disinhibitory gating by VIP interneurons permits associative learning. *Nat. Neurosci.***22**, 1834–1843 (2019).31636447 10.1038/s41593-019-0508-y

[39] Gründemann, J. et al. Amygdala ensembles encode behavioral states. *Science***364**, eaav8736 (2019).31000636 10.1126/science.aav8736

[40] Saez, A., Rigotti, M., Ostojic, S., Fusi, S. & Salzman, C. D. Abstract context representations in primate amygdala and prefrontal cortex. *Neuron***87**, 869–881 (2015).26291167 10.1016/j.neuron.2015.07.024PMC4574873

[41] Kyriazi, P., Headley, D. B. & Pare, D. Multi-dimensional coding by basolateral amygdala neurons. *Neuron***99**, 1315–1328.e5 (2018).30146300 10.1016/j.neuron.2018.07.036PMC6342465

[42] Zeng, H. & Sanes, J. R. Neuronal cell-type classification: challenges, opportunities and the path forward. *Nat. Rev. Neurosci.***18**, 530–546 (2017).28775344 10.1038/nrn.2017.85

[43] O’Leary, T. P. et al. Extensive and spatially variable within-cell-type heterogeneity across the basolateral amygdala. *Elife***9**, e59003 (2020).32869744 10.7554/eLife.59003PMC7486123

[44] Swanson, L. W. & Petrovich, G. D. What is the amygdala? *Trends Neurosci.***21**, 323–331 (1998).9720596 10.1016/S0166-2236(98)01265-X

[45] McDonald, A. J. Neuronal organization of the lateral and basolateral amygdaloid nuclei in the rat. *J. Compar. Neurol.***222**, 589–606 (1984).10.1002/cne.9022204106199387

[46] Hintiryan, H. et al. Connectivity characterization of the mouse basolateral amygdalar complex. *Nat. Commun.***12**, 2859 (2021).34001873 10.1038/s41467-021-22915-5PMC8129205

[47] Hochgerner, H. et al. Neuronal types in the mouse amygdala and their transcriptional response to fear conditioning. *Nat. Neurosci.***26**, 2237–2249 (2023).37884748 10.1038/s41593-023-01469-3PMC10689239

[48] Bugeon, S. et al. A transcriptomic axis predicts state modulation of cortical interneurons. *Nature***607**, 330–338 (2022).35794483 10.1038/s41586-022-04915-7PMC9279161

[49] Harris, K. D. et al. Classes and continua of hippocampal CA1 inhibitory neurons revealed by single-cell transcriptomics. *PLoS Biol.***16**, e2006387 (2018).29912866 10.1371/journal.pbio.2006387PMC6029811

[50] Cheong, R. Y., Czieselsky, K., Porteous, R. & Herbison, A. E. Expression of ESR1 in glutamatergic and GABAergic neurons is essential for normal puberty onset, estrogen feedback, and fertility in female mice. *J. Neurosci.***35**, 14533 (2015).26511244 10.1523/JNEUROSCI.1776-15.2015PMC6605465

[51] Ghosh, K. K. et al. Miniaturized integration of a fluorescence microscope. *Nat Methods***8**, 871–878 (2011).21909102 10.1038/nmeth.1694PMC3810311

[52] Ponserre, M., Fermani, F., Gaitanos, L. & Klein, R. Encoding of environmental cues in central amygdala neurons during foraging. *J. Neurosci.***42**, 3783–3796 (2022).35332079 10.1523/JNEUROSCI.1791-21.2022PMC9087729

[53] Wojick, J. A. et al. A nociceptive amygdala-striatal pathway for chronic pain aversion. *Biorxiv*10.1101/2024.02.12.579947 (2024).38746090 10.1101/2024.02.12.579947PMC11092437

[54] LeDoux, J. E., Cicchetti, P., Xagoraris, A. & Romanski, L. M. The lateral amygdaloid nucleus: sensory interface of the amygdala in fear conditioning. *J. Neurosci.***10**, 1062 (1990).2329367 10.1523/JNEUROSCI.10-04-01062.1990PMC6570227

[55] Beyeler, A. et al. Organization of valence-encoding and projection-defined neurons in the basolateral amygdala. *Cell Rep.***22**, 905–918 (2018).29386133 10.1016/j.celrep.2017.12.097PMC5891824

[56] Peters, C. et al. Transcriptomics reveals amygdala neuron regulation by fasting and ghrelin thereby promoting feeding. *Sci. Adv.***9**, eadf6521 (2023).37224253 10.1126/sciadv.adf6521PMC10208581

[57] Douglass, A. M. et al. Central amygdala circuits modulate food consumption through a positive-valence mechanism. *Nat. Neurosci.***20**, 1384–1394 (2017).28825719 10.1038/nn.4623

[58] Uwano, T., Nishijo, H., Ono, T. & Tamura, R. Neuronal responsiveness to various sensory stimuli, and associative learning in the rat amygdala. *Neuroscience***68**, 339–361 (1995).7477945 10.1016/0306-4522(95)00125-3

[59] Mazuski, C. & O’Keefe, J. Representation of ethological events by basolateral amygdala neurons. *Cell Rep.***39**, 110921 (2022).35675779 10.1016/j.celrep.2022.110921PMC9638002

[60] Gründemann, J. & Lüthi, A. Ensemble coding in amygdala circuits for associative learning. *Curr. Opin. Neurobiol.***35**, 200–206 (2015).26531780 10.1016/j.conb.2015.10.005

[61] Kyriazi, P., Headley, D. B. & Paré, D. Different multidimensional representations across the amygdalo-prefrontal network during an approach-avoidance task. *Neuron***107**, 717–730.e5 (2020).32562662 10.1016/j.neuron.2020.05.039PMC7442738

[62] Goosens, K. A. & Maren, S. Contextual and auditory fear conditioning are mediated by the lateral, basal, and central amygdaloid nuclei in rats. *Learn. Mem.***8**, 148–155 (2001).11390634 10.1101/lm.37601PMC311374

[63] Gore, F. et al. Neural representations of unconditioned stimuli in basolateral amygdala mediate innate and learned responses. *Cell***162**, 134–145 (2015).26140594 10.1016/j.cell.2015.06.027PMC4526462

[64] Nicolas, C. et al. Linking emotional valence and anxiety in a mouse insula-amygdala circuit. *Nat. Commun.***14**, 5073 (2023).37604802 10.1038/s41467-023-40517-1PMC10442438

[65] Soriano, P. Generalized lacZ expression with the ROSA26 Cre reporter strain. *Nat. Genet*. **21**, 70–71 (1999).9916792 10.1038/5007

[66] Madisen, L. et al. A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat. Neurosci.***13**, 133–140 (2010).20023653 10.1038/nn.2467PMC2840225

[67] Saunders, A. et al. Molecular diversity and specializations among the cells of the adult mouse brain. *Cell***174**, 1015–1030.e16 (2018).30096299 10.1016/j.cell.2018.07.028PMC6447408

[68] Matson, K. J. E. et al. Isolation of adult spinal cord nuclei for massively parallel single-nucleus RNA sequencing. *J. Vis. Exp.***12**, 58413 (2018).10.3791/58413PMC623552930371670

[69] Mathys, H. et al. Single-cell transcriptomic analysis of Alzheimer’s disease. *Nature***570**, 332–337 (2019).31042697 10.1038/s41586-019-1195-2PMC6865822

[70] Beyeler, A. & Dabrowska, J. in *Handbook of Behavioral Neuroscience* Ch. 3 (eds. Urban, J. H. & Rosenkranz, J. A.) Vol. 26, 63–100 (Elsevier, 2020).10.1016/b978-0-12-815134-1.00003-9PMC742319032792868

[71] Kim, J., Zhang, X., Muralidhar, S., LeBlanc, S. A. & Tonegawa, S. Basolateral to central amygdala neural circuits for appetitive behaviors. *Neuron***93**, 1464–1479.e5 (2017).28334609 10.1016/j.neuron.2017.02.034PMC5480398

[72] Kuerbitz, J. et al. Loss of intercalated cells (ITCs) in the mouse amygdala of Tshz1 mutants correlates with fear, depression, and social interaction phenotypes. *J. Neurosci.***38**, 1160–1177 (2018).29255003 10.1523/JNEUROSCI.1412-17.2017PMC5792476

[73] Rataj-Baniowska, M. et al. Retinoic acid receptor β controls development of striatonigral projection neurons through FGF-dependent and meis1-dependent mechanisms. *J. Neurosci.***35**, 14467 (2015).26511239 10.1523/JNEUROSCI.1278-15.2015PMC6605468

[74] Wang, Y. et al. Multimodal mapping of cell types and projections in the central nucleus of the amygdala. *bioRxiv*10.1101/2022.10.19.512845 (2022).10.7554/eLife.84262PMC997731836661218

[75] Rossi, M. A. et al. Transcriptional and functional divergence in lateral hypothalamic glutamate neurons projecting to the lateral habenula and ventral tegmental area. *Neuron***109**, 3823–3837.e6 (2021).34624220 10.1016/j.neuron.2021.09.020PMC8812999

[76] Wang, Y. et al. EASI-FISH for thick tissue defines lateral hypothalamus spatio-molecular organization. *Cell***184**, 6361–6377.e24 (2021).34875226 10.1016/j.cell.2021.11.024

[77] Abs, E. et al. Learning-related plasticity in dendrite-targeting layer 1 interneurons. *Neuron***100**, 684–699.e6 (2018).30269988 10.1016/j.neuron.2018.09.001PMC6226614

[78] Kim, S. et al. Impaired learning and memory in CD38 null mutant mice. *Mol Brain***9**, 16 (2016).26856703 10.1186/s13041-016-0195-5PMC4746819

[79] Kim, S., Kim, Y.-E. & Kim, I. H. Simultaneous analysis of social behaviors and neural responses in mice using round social arena system. *STAR Protoc.***3**, 101722 (2022).36153733 10.1016/j.xpro.2022.101722PMC9513260

[80] Klein, A. S., Dolensek, N., Weiand, C. & Gogolla, N. Fear balance is maintained by bodily feedback to the insular cortex in mice. *Science***374**, 1010–1015 (2021).34793231 10.1126/science.abj8817

[81] Pachitariu, M., Stringer, C. & Harris, K. D. Robustness of spike deconvolution for neuronal calcium imaging. *J. Neurosci.***38**, 7976 (2018).30082416 10.1523/JNEUROSCI.3339-17.2018PMC6136155

[82] Benjamini, Y. & Hochberg, Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. Roy. Statist. Soc. Ser. B (Methodological)***57**, 289–300 (1995).10.1111/j.2517-6161.1995.tb02031.x

# Supplementary material for: Genetically- and spatially-defined basolateral amygdala neurons control food consumption and social interaction
**Source:** Nat Commun. 2024 Aug 11;15:6868. doi: 10.1038/s41467-024-50889-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Genetically- and spatially-defined basolateral amygdala neurons control food consumption and social interaction**

Hansol Lim<sup>1</sup>, Yue Zhang<sup>2</sup>, Christian Peters<sup>1</sup>, Tobias Straub<sup>3</sup>, Johanna Luise Mayer <sup>1</sup>, Rüdiger Klein<sup>1\*</sup>

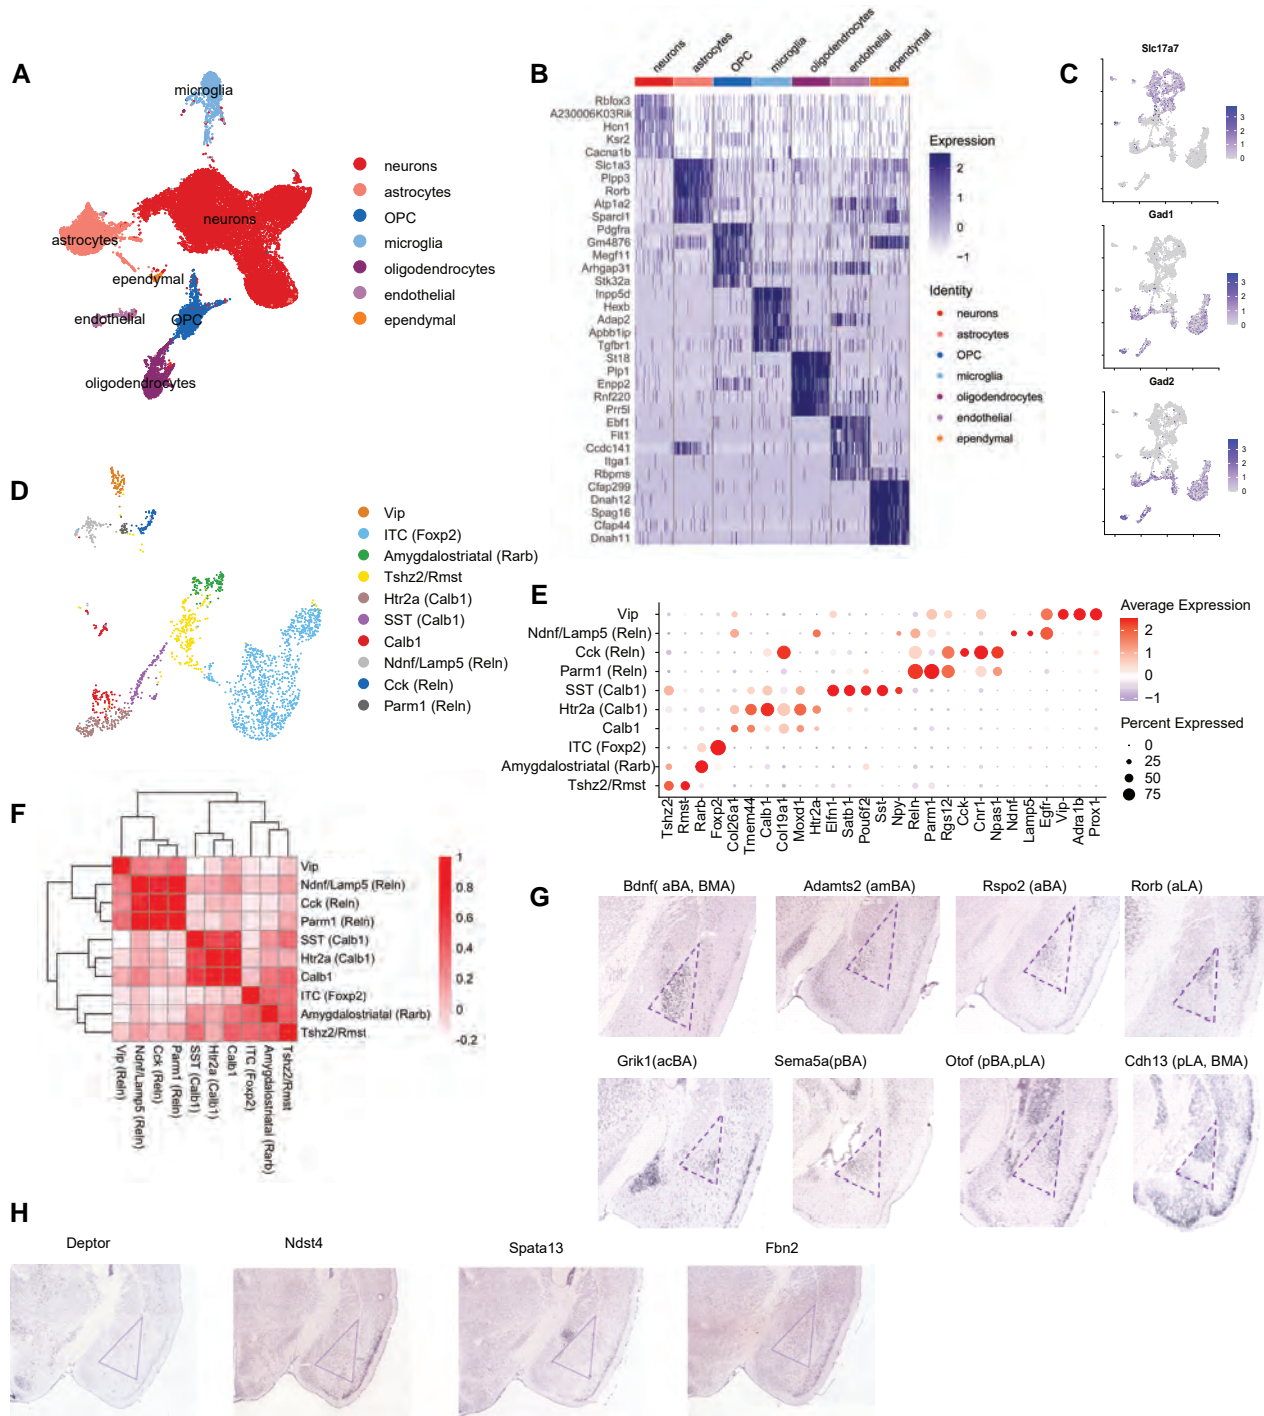

**Supplementary Fig. 1 related to Figure 1: GABAergic cell clusters in BLA and marker gene selection for glutamatergic cell clusters.**

- (A) UMAP of all BLA cells with different cell types identified by established markers.
- (B) Heatmap illustrating expression levels of top 5 marker genes in different cell types.
- (C) Expression of neurons with glutamatergic (Slc17a7) and GABAergic markers (Gad1, Gad2).
- (D) UMAP of GABAergic neurons with annotated clusters.
- (E) Molecular signatures of GABAergic neuronal clusters based on expression of selected marker genes.
- (F) Heatmap visualization of pairwise correlation matrix of marker gene expression between clusters of GABAergic BLA neurons. The scale bar indicates Pearson's R.
- (G) Representative ISH images from Allen ISH data for some of the final 10 marker genes for glutamatergic clusters.
- (H) Representative ISH images from Allen ISH data for genes not selected as marker genes due to their widespread expression in many brain regions (Ndst4, Fbn2), low expression (Deptor), or high expression in other brain regions (Spata13).

# Single nucleus RNA sequencing workflow (snRNA seq)

A

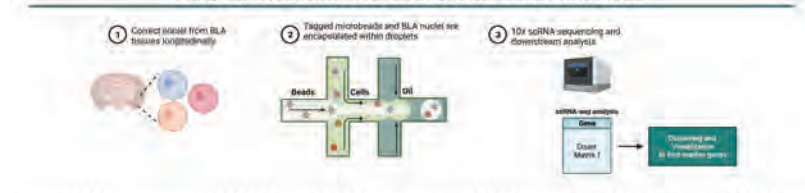

B

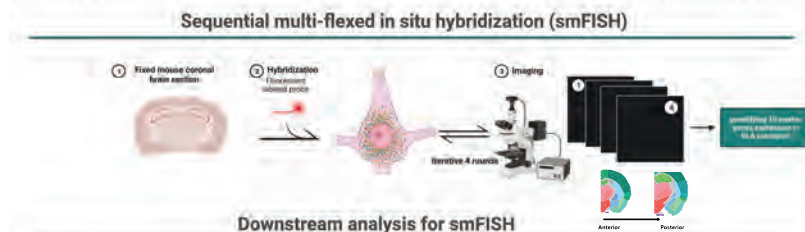

C

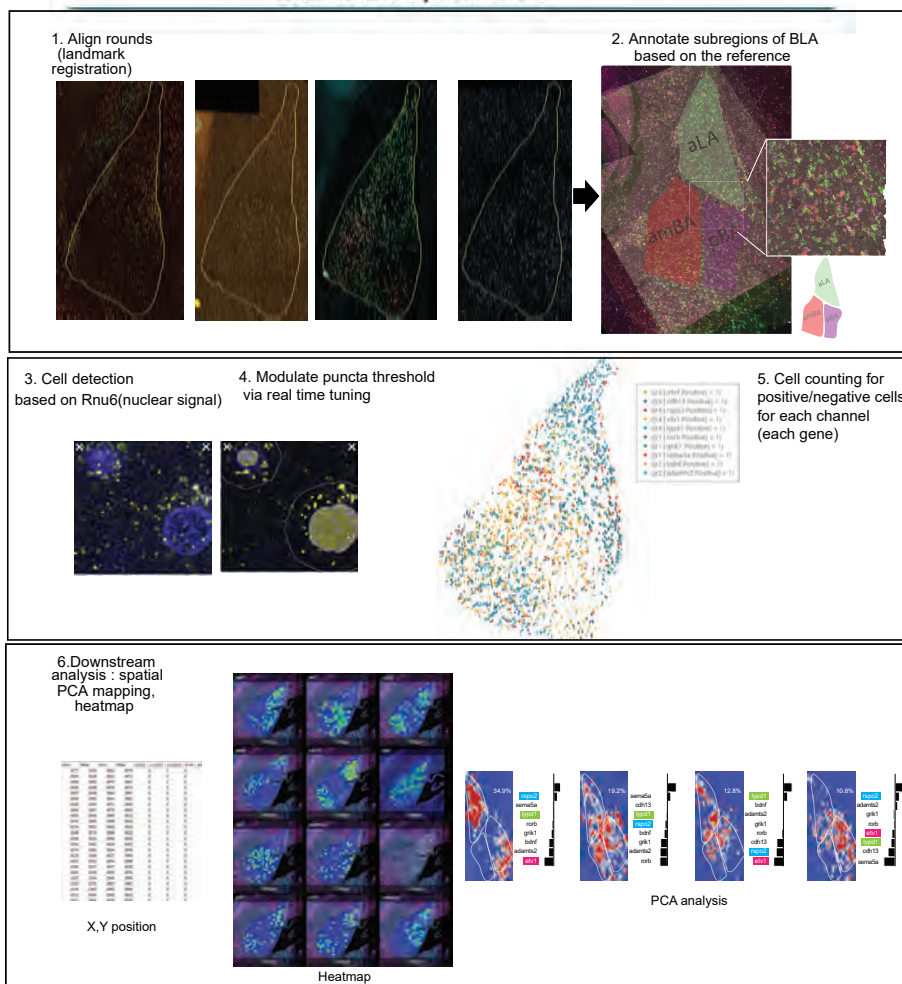

## **Supplementary Fig. 2 related to Figure 1-2: Workflow of snRNAseq and smFISH.**

Whole Workflow overview from snRNA seq to smFISH image analysis.

- (A) Nuclei from BLA tissues were harvested and processed through 10x genomics scRNAseq tools.
- (B) Fixed BLA coronal sections were iteratively hybridized and imaged with 10 marker gene probes with different fluorescence.  
(A) and (B) were created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license
- (C) Image analysis: Four images from 4 rounds of hybridization were superimposed by landmark and serial strain registration, and subregions in BLA were delineated by reference <sup>1</sup>. Cell segmentation (based on nuclear Rnu6 expression) was created by the HALO software with a given parameter (8  $\mu\text{m}$  around the nucleus to target 12  $\mu\text{m}$  of cell diameter). This follows the assumption that an average BLA glutamatergic neuron has a diameter of 10-13  $\mu\text{m}$  <sup>2,3</sup>. The thresholding fluorescence for positive cells for each gene was performed and quantified using HALO software. After preprocessing, the dataset including the x,y positions of positive cells was transferred to the Python workspace for downstream analysis (e.g., PCA and correlation analysis). Details are explained in Methods.

**A**

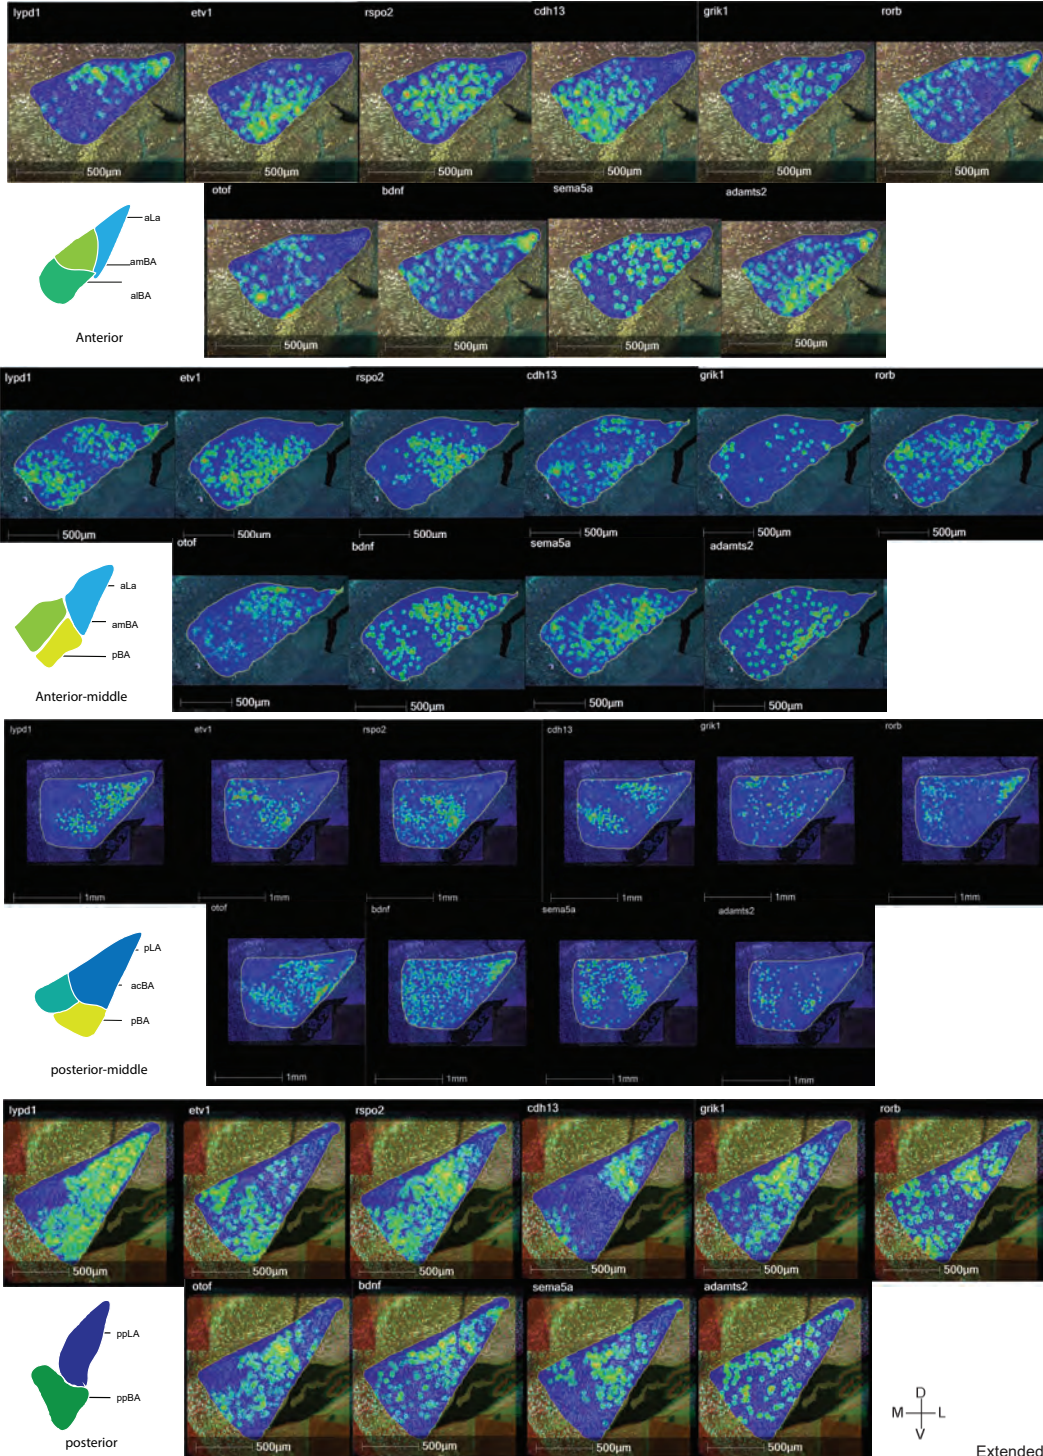

**Supplementary Fig. 3 Related to Figure 2B: Representative images showing positive cells for each marker gene in BLA.**

(A) Density heatmaps of selected gene expressions in BLA. Representative samples of 10 marker genes at 4 positions are shown from anterior (left top) to posterior (right bottom). The colors represent expression levels, from blue to red color indicating the lowest and the highest expression levels (radius: 25um). Scale bar: 500µm, M: medial, L: lateral, D: dorsal, V: ventral.

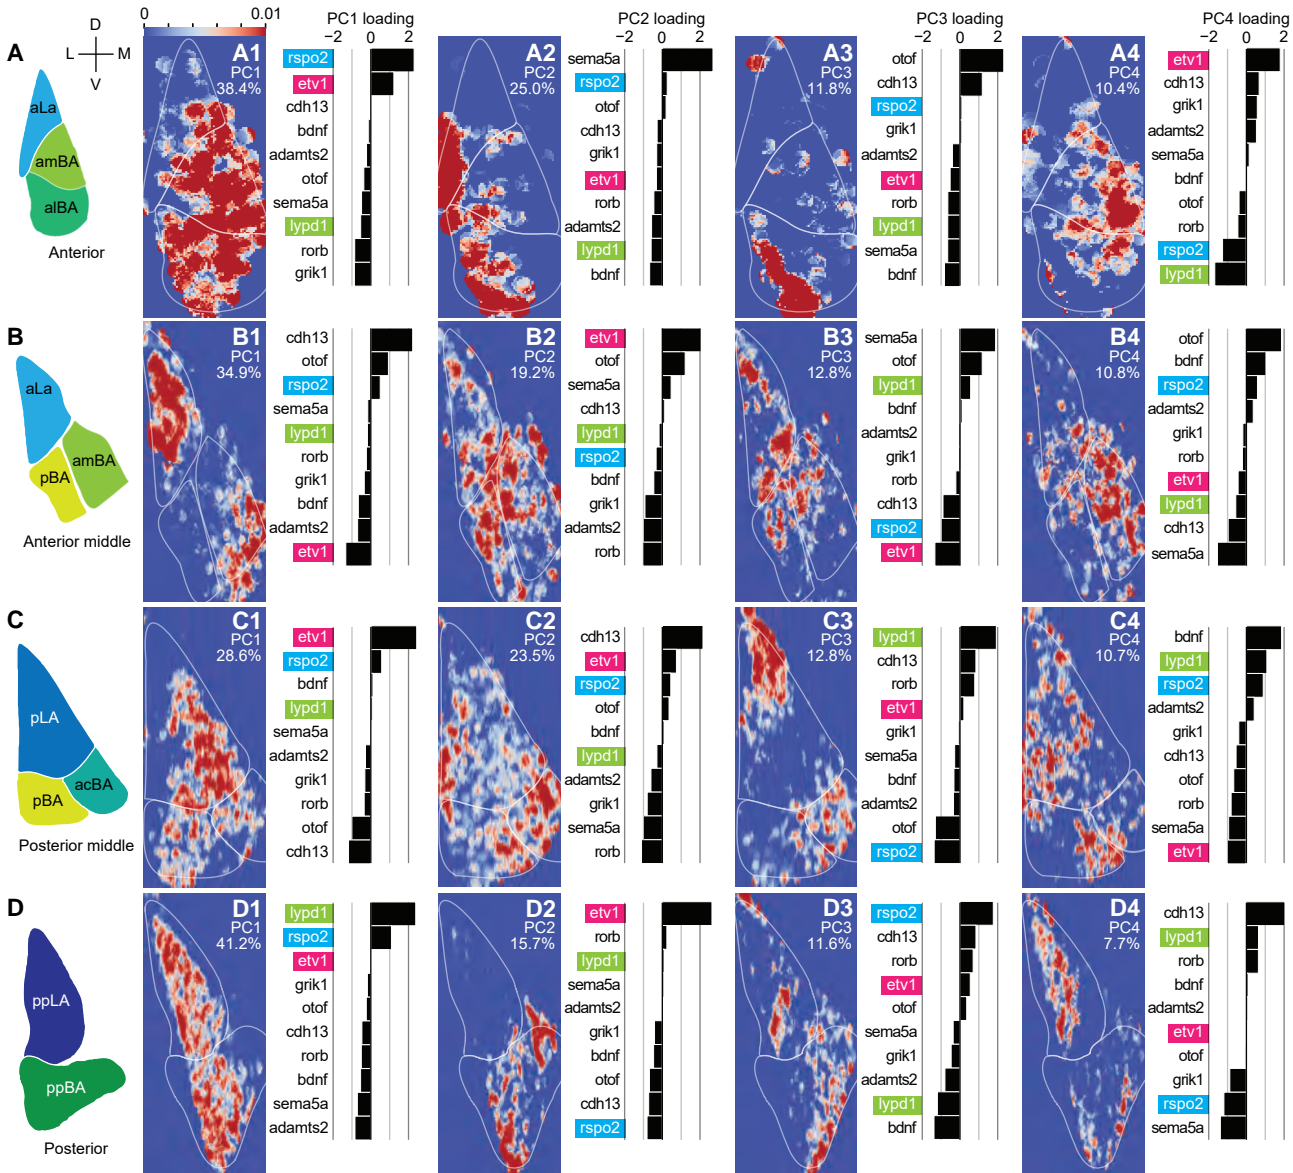

Extended Data Fig. 4

**Supplementary Fig. 4 related to Figure 2B: The combination of marker genes predicts the spatial localization in the BLA.**

(A-D) Left: Anatomical parcellations from anterior (A), anterior-middle (B), posterior-middle (C), and posterior (D) BLA as previously published <sup>1</sup>. Right: Eigen-images from the top 4 principal components (PCs) in 4 samples with the percentage of each PC from the spatial distribution of principal component analysis (PCA) of marker-genes in single cell resolutions with each bar graph of PC loading values from each marker gene for each PC axis; PC1 to PC4 (left to right in order). Contributions of *Rspo2*, *Etv1*, and *Lypd1*-positive cells to LA- and BA-specific PCs are highlighted.

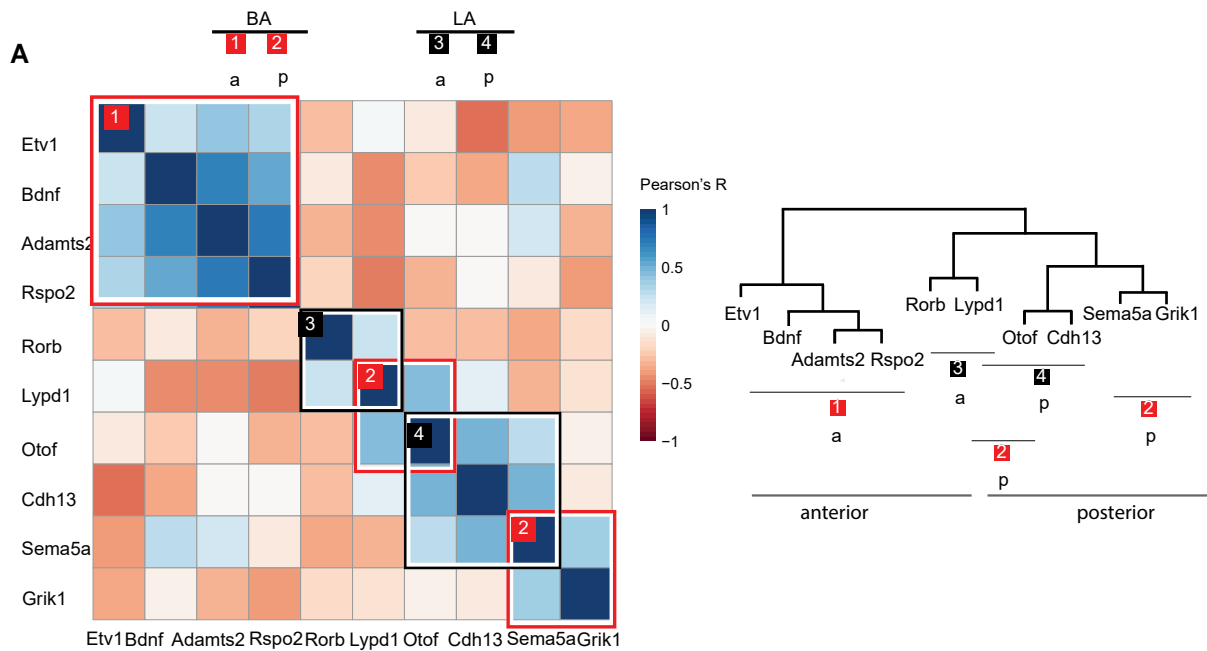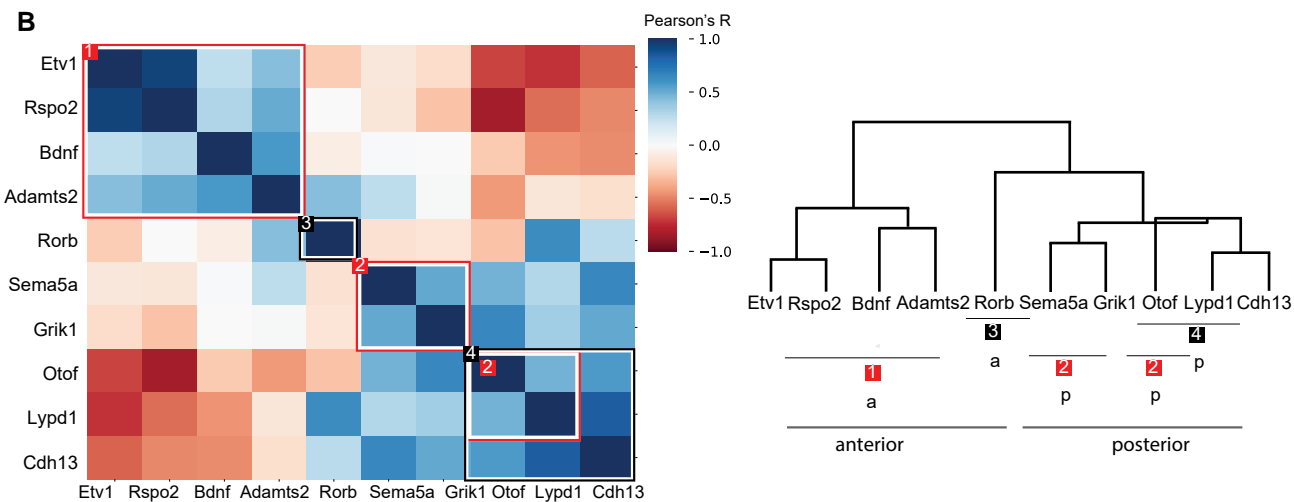

**Supplementary Fig. 5 related Figures 1-2: Correlation patterns from snRNAseq and smFISH data.**

- (A) Pairwise correlation heatmap with hierarchical clustering of marker gene expression across all glutamatergic neurons (snRNAseq data, related to Figure 1) Scale bar indicates Pearson's correlation coefficient.
- (B) Pairwise correlation heatmap with hierarchical clustering of marker gene expression across eight BLA subregions (smFISH data, related to Figure 2); Boxes in heatmap and lines in dendrogram: manual grouping of closely correlated genes by their spatial expression, red for basal (BA), black for lateral (LA) and 1, 3 for anterior (a) and 2,4 for posterior (p).

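For the single pairs in the snRNAseq data, the correlation over glutamatergic nuclei was 0.189 ± 0.0422 for *Rspo2* and *Etv1* (SD, n = 2 libraries), 0.144 ± 0.0456 for *Adamts2* and *Etv1* and 0.0895 ± 0.00514 for *Adamts2* and *Rspo2*. For *Rspo2* and *Bdnf* it was 0.0673 ± 0.0885, no further from 0 than the spread between libraries. *Bdnf* had a correlation of -0.0388 ± 0.0541 with *Etv1* and of -0.0814 ± 0.0160 with *Adamts2*. Across the means of clusters the correlation of *Adamts2* was 0.531 with *Rspo2* and 0.653 with *Bdnf*.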

A

| cluster\marker-genes         | Bdnf | Adamts2 | Rorb | Grik1 | Sema5a | Rspo2 | Etv1 | Lypd1 | Otof | Cdh13 |
|------------------------------|------|---------|------|-------|--------|-------|------|-------|------|-------|
| cl1: Rspo2/Etv1/Adamts2/Bdnf | 1    | 1       | 0.39 | 0.36  | 0.75   | 1     | 1    | 0.74  | 0.63 | 0.56  |
| cl2: Sema5a/Otof/Lypd1/Cdh13 | 0.48 | 0.61    | 0.37 | 1     | 0.96   | 0.47  | 0.63 | 1     | 1    | 1     |
| cl3: Otof                    | 0.86 | 0.8     | 0.11 | 0.74  | 0.96   | 0.77  | 0.86 | 0.79  | 0.99 | 0.77  |
| cl4: Etv1                    | 0.77 | 0.62    | 0.71 | 0.22  | 0.19   | 0.68  | 0.92 | 0.84  | 0.57 | 0.56  |
| cl5: Sema5a                  | 0.89 | 0.8     | 0.29 | 0.93  | 1      | 0.43  | 0.35 | 0.47  | 0.76 | 0.86  |
| cl6: Otof/Cdh13              | 0.42 | 0.79    | 0.47 | 0.63  | 0.55   | 0.58  | 0.67 | 0.88  | 0.99 | 0.96  |
| cl7: Rorb                    | 0.42 | 0.43    | 0.87 | 0.45  | 0.46   | 0.58  | 0.55 | 0.58  | 0.61 | 0.6   |
| cl8: Rorb/Lypd1              | 0.52 | 0       | 1    | 0.24  | 0      | 0.46  | 0.37 | 0.82  | 0.21 | 0.6   |
| cl9: Etv1/Lypd1              | 0.07 | 0.57    | 0.05 | 0.24  | 0.46   | 0.35  | 0.67 | 0.69  | 0.55 | 0.68  |
| cl11: Rspo2                  | 0.21 | 0.58    | 0.29 | 0     | 0.46   | 0.69  | 0    | 0     | 0.06 | 0.74  |
| cl12: Grik1                  | 0    | 0.11    | 0    | 0.73  | 0.15   | 0     | 0.31 | 0.27  | 0    | 0     |

B

|                              | Bdnf | Adamts2 | Rorb | Grik1 | Sema5a | Rspo2 | Etv1 | Lypd1 | Otof | Cdh13 |  | R Cell #3234 | R Cell #1936 | R Cell #5065                    |
|------------------------------|------|---------|------|-------|--------|-------|------|-------|------|-------|--|--------------|--------------|---------------------------------|
| cl1: Rspo2/Etv1/Adamts2/Bdnf | 1.00 | 1.00    | 0.39 | 0.36  | 0.75   | 1.00  | 1.00 | 0.74  | 0.63 | 0.56  |  | 0.36         | 0.36         | -0.20                           |
| cl2: Sema5a/Otof/Lypd1/Cdh13 | 0.48 | 0.61    | 0.37 | 1.00  | 0.96   | 0.47  | 0.63 | 1.00  | 1.00 | 1.00  |  | -0.16        | -0.38        | 0.71                            |
| cl3: Otof                    | 0.86 | 0.80    | 0.11 | 0.74  | 0.96   | 0.77  | 0.86 | 0.79  | 0.99 | 0.77  |  | 0.14         | 0.01         | 0.29                            |
| cl4: Etv1                    | 0.77 | 0.62    | 0.71 | 0.22  | 0.19   | 0.68  | 0.92 | 0.84  | 0.57 | 0.56  |  | 0.46         | 0.11         | -0.11                           |
| cl5: Sema5a                  | 0.89 | 0.80    | 0.29 | 0.93  | 1.00   | 0.43  | 0.35 | 0.47  | 0.76 | 0.86  |  | -0.44        | -0.33        | 0.19                            |
| cl6: Otof/Cdh13              | 0.42 | 0.79    | 0.47 | 0.63  | 0.55   | 0.58  | 0.67 | 0.88  | 0.99 | 0.96  |  | -0.04        | -0.20        | 0.63                            |
| cl7: Rorb                    | 0.42 | 0.43    | 0.87 | 0.45  | 0.46   | 0.58  | 0.55 | 0.58  | 0.61 | 0.60  |  | -0.01        | 0.07         | 0.08                            |
| cl8: Rorb/Lypd1              | 0.52 | 0.00    | 1.00 | 0.24  | 0.00   | 0.46  | 0.37 | 0.82  | 0.21 | 0.60  |  | -0.06        | 0.04         | 0.16                            |
| cl9: Etv1/Lypd1              | 0.07 | 0.57    | 0.05 | 0.24  | 0.46   | 0.35  | 0.67 | 0.69  | 0.55 | 0.68  |  | 0.34         | -0.12        | 0.61                            |
| cl11: Rspo2                  | 0.21 | 0.58    | 0.29 | 0.00  | 0.46   | 0.69  | 0.00 | 0.00  | 0.06 | 0.74  |  | -0.36        | 0.46         | 0.16                            |
| cl12: Grik1                  | 0.00 | 0.11    | 0.00 | 0.73  | 0.15   | 0.00  | 0.31 | 0.27  | 0.00 | 0.00  |  | 0.23         | -0.24        | -0.17                           |
|                              |      |         |      |       |        |       |      |       |      |       |  |              |              |                                 |
| Cell #3234                   | 0.00 | 0.00    | 0.00 | 0.00  | 0.00   | 0.00  | 0.33 | 0.00  | 0.00 | 0.00  |  | cl4: Etv1    |              |                                 |
| Cell #1936                   | 0.00 | 0.00    | 0.00 | 0.00  | 0.00   | 0.14  | 0.00 | 0.00  | 0.00 | 0.00  |  |              | cl11: Rspo2  |                                 |
| Cell #5065                   | 0.00 | 0.00    | 0.00 | 0.00  | 0.10   | 0.02  | 0.00 | 0.15  | 0.07 | 0.15  |  |              |              | cl2:Sema5a/Oto<br>f/Lypd1/Cdh13 |

C

| mFISHgene expression/Cell ID  | #1936    | #3234    | #5065    |
|-------------------------------|----------|----------|----------|
| Bdnf                          | 0        | 0        | 0        |
| Adamts2                       | 0        | 0        | 0        |
| Rorb                          | 0        | 0        | 0        |
| Grik1                         | 0        | 0        | 0        |
| Sema5a                        | 0        | 0        | 0.097561 |
| Rspo2                         | 0.142857 | 0        | 0.02439  |
| Etv1                          | 0        | 0.333333 | 0        |
| Lypd1                         | 0        | 0        | 0.146341 |
| Otof                          | 0        | 0        | 0.073171 |
| Cdh13                         | 0        | 0        | 0.146341 |
| cluster ID                    |          |          |          |
| cl4: Etv1                     | 0        | 1        | 0        |
| cl9: Etv1/Lypd1               | 0        | 0        | 0        |
| cl12: Grik1                   | 0        | 0        | 0        |
| cl3: Otof                     | 0        | 0        | 0        |
| cl6: Otof/Cdh13               | 0        | 0        | 0        |
| cl7: Rorb                     | 0        | 0        | 0        |
| cl8: Rorb/Lypd1               | 0        | 0        | 0        |
| cl11: Rspo2                   | 1        | 0        | 0        |
| cl1 : Rspo2/Etv1/Adamts2/Bdnf | 0        | 0        | 0        |
| cl5: Sema5a                   | 0        | 0        | 0        |
| cl2: Sema5a/Otof/Lypd1/Cdh1   | 0        | 0        | 1        |
| X max                         | 2006     | 1813     | 1100     |
| Y max                         | 1775     | 2175     | 666      |

**Supplementary Fig. 6 related to Figure 3: Workflow to anchor transcriptional clusters directly onto BLA space.**

- (A) The scaled sum of the expression of ten marker genes in all cells per cluster from transcriptomics.
- (B) Representative data tables explaining how to calculate the correlation coefficient (R) from a single smFISH cell (# 3234 for cl4, # 1936 for cl11, # 5065 for cl2) to assign the best correlated transcriptional cluster.
- (C) Representative table showing the assignment of three example cells from smFISH to the best correlated transcriptional cluster and the corresponding X, Y position in the BLA.

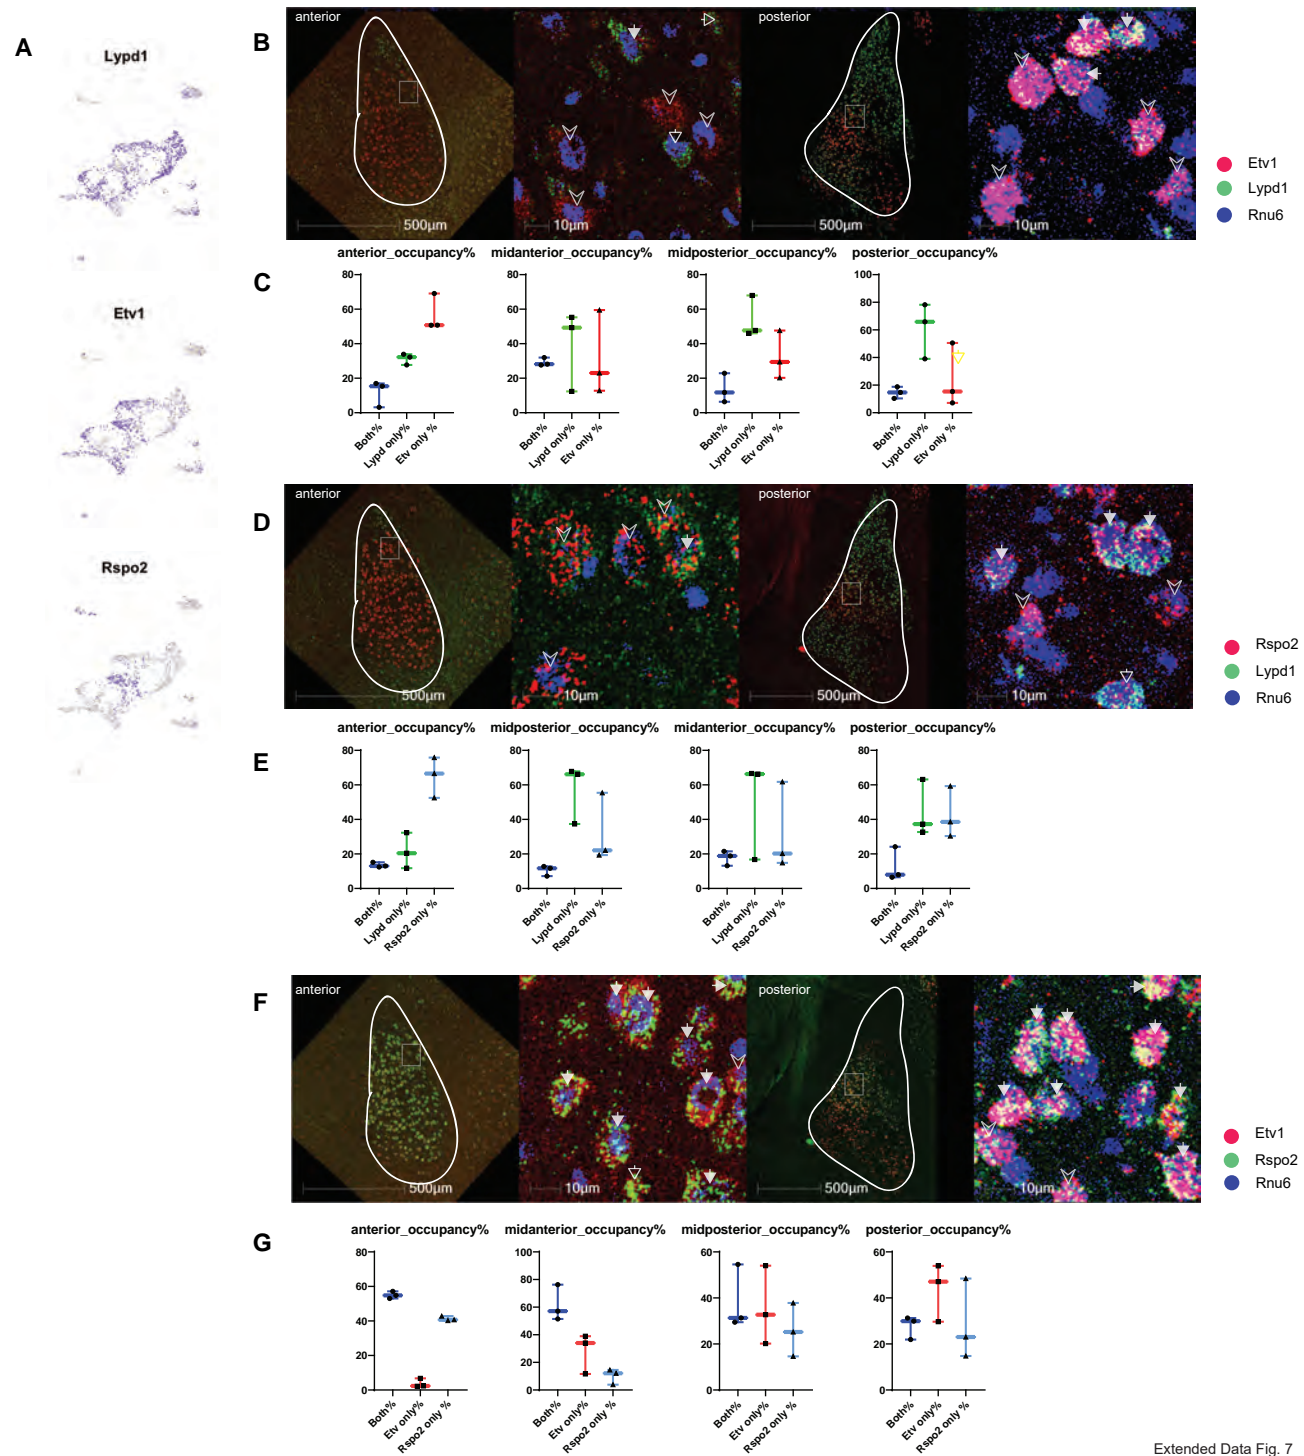

**Supplementary Fig. 7 related to Figure 4-7: Comparison of *Lypd1*-, *Rspo2*-, and *Etv1*-positive cells at the level of transcriptomics and spatial expression.**

- (A) UMAP plots showing *Lypd1*-, *Rspo2*-, and *Etv1*-positive clusters in BLA.
- (B) Expression of *Etv1* and *Lypd1* in BLA from anterior (left) to posterior (right). The region highlighted with higher magnification is indicated with a white square (Red: BLA<sup>Etv1</sup>, Green: BLA<sup>Lypd1</sup> neurons); a cell was assigned positive if the number of puncta was higher than the average number of puncta per cell in the whole BLA section. This was subsequently confirmed by visual inspection by two persons blind to the identity of the probe. For all images: Cells marked by the empty arrow are positive for the Green channel, cells marked by the arrowhead are positive for the Red channel, and cells marked by the filled arrow are positive for both channels.
- (C) Occupancy graphs showing percentages of positive cells expressing one gene or combining two genes, along the anterior-to-posterior axis with representative confocal images (Left: anterior, Right: posterior). *Etv1* in Red, *Lypd1* in Green.
- (D) Expression of *Rspo2* and *Lypd1* in BLA from anterior (left) to posterior (right) (Red: BLA<sup>Rspo2</sup>, Green: BLA<sup>Lypd1</sup> neurons). For details see B.
- (E) Occupancy graphs showing percentages of positive cells expressing one gene or combining two genes, along the anterior-to-posterior axis with representative confocal images (Left: anterior, Right: posterior). *Rspo2* in Blue, *Lypd1* in Green.
- (F) Expression of *Etv1* and *Rspo2* in BLA from anterior (left) to posterior (right) (Red: BLA<sup>Etv1</sup>, Green: BLA<sup>Rspo2</sup> neurons). For details see B.
- (G) Occupancy graphs showing percentages of positive cells expressing one gene or combining two genes, along the anterior-to-posterior axis with representative confocal images (Left: anterior, Right: posterior). *Rspo2* in Blue, *Etv1* in Red.

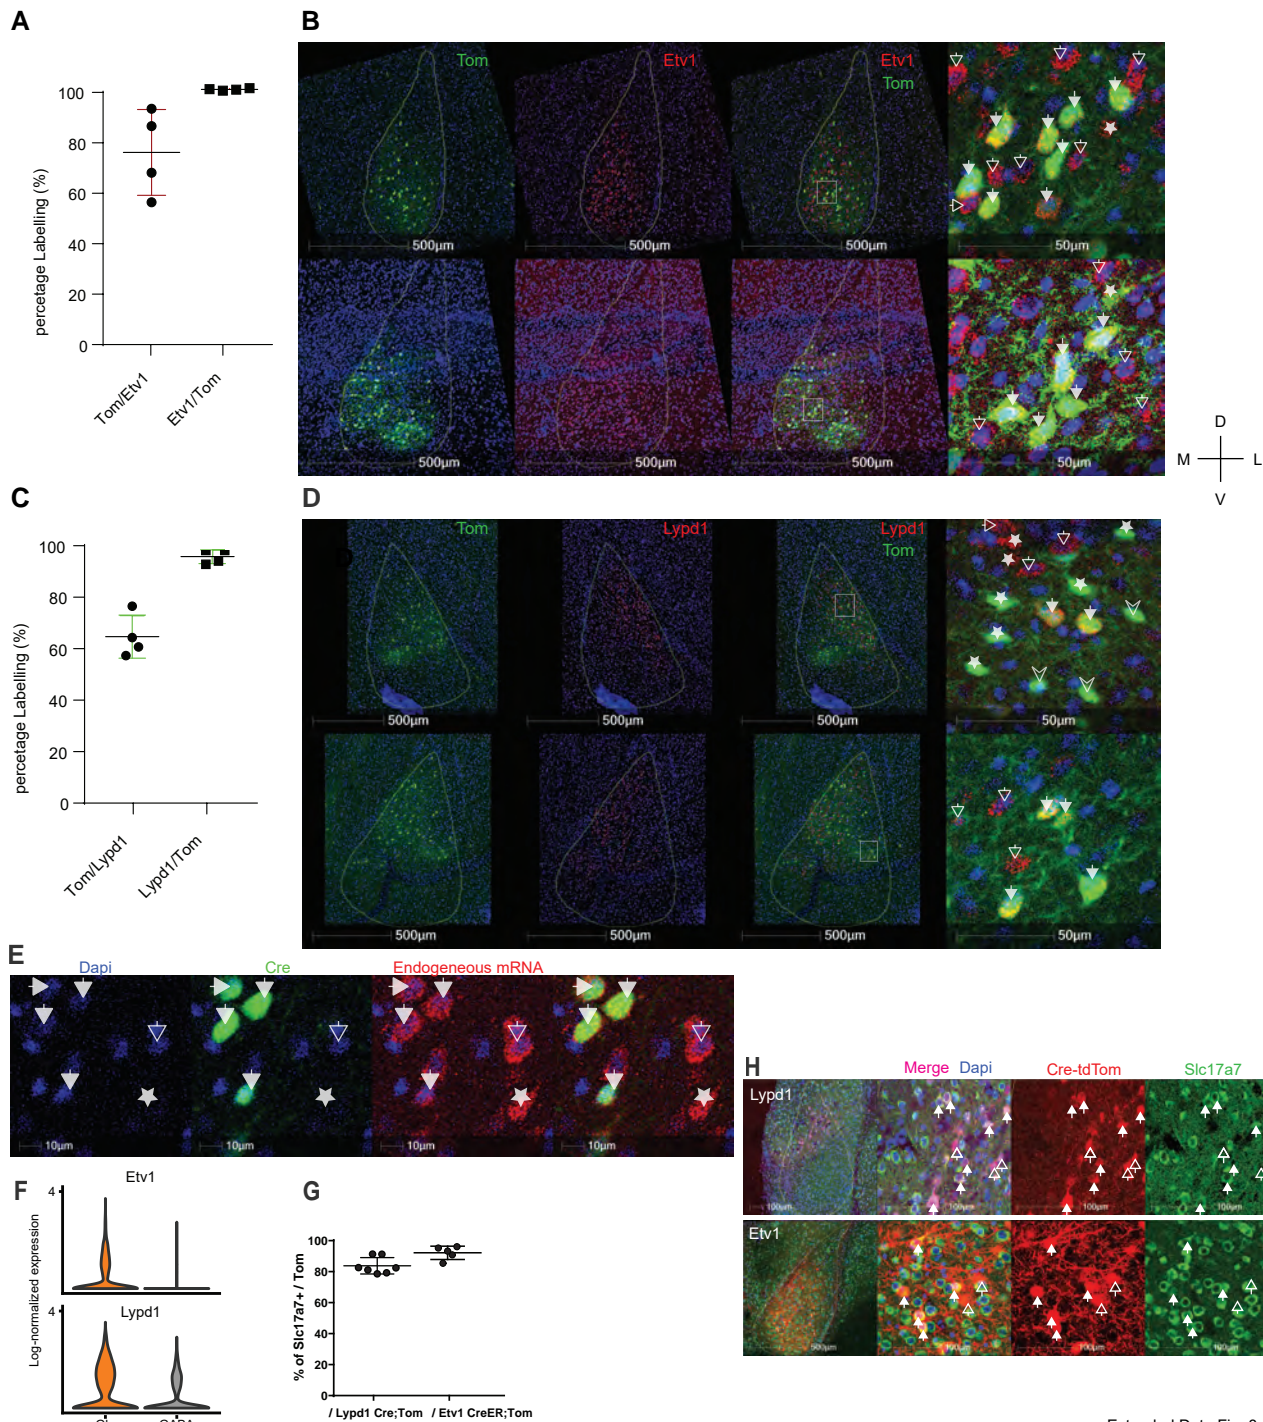

**Supplementary Fig. 8 related to Figure 4-7: Validation of *Lypd1*-Cre and *Etv1*-Cre lines.**

*Etv1*-CreER and *Lypd1*-Cre mice were crossed with a Cre-reporter line (Ai9 tdTomato) and the expression of tdTomato fluorescence was compared with endogenous *Etv1* and *Lypd1* mRNA expression by FISH, respectively.

- (A) Quantification of the proportion of Cre;Tom cells expressing endogenous *Etv1* among all *Etv1*<sup>+</sup> cells (Tom/*Etv1*) and the percentage of Cre;Tom cells expressing endogenous *Etv1* among all Cre;Tom cells (*Etv1*/Tom) (n = 4 sections from 2 mice).
- (B) Example images with *Etv1*-Cre; tdTomato expression (green) and endogenous *Etv1* (red) expression in the BLA (anterior (top) and posterior section (bottom)) with higher-magnified images in each panel (right). Empty arrow-marked cells are positive for *Etv1* mRNA signal (*Etv1*), arrowhead-marked cells are positive for the Cre signal (Tom), and white-filled arrow-marked cells are positive for both Cre and endogenous mRNA signal. Asterisk-marked cells are not considered for quantification due to out of a focal plane without nuclear signal (Dapi).
- (C) Quantification of the proportion of Cre;Tom cells expressing endogenous *Lypd1* among all *Lypd1*<sup>+</sup> cells (Tom/*Lypd1*) and the percentage of Cre;Tom cells expressing endogenous *Lypd1* among all Cre;Tom cells (*Lypd1*/Tom) (n = 4 sections from 2 mice).
- (D) Example images with *Lypd1*-Cre; tdTomato expression (green) and endogenous *Lypd1* (red) expression in the BLA. (anterior (top) and posterior section (bottom)) with higher-magnified images in each panel (right). Empty arrow-marked cells are positive for *Lypd1* mRNA signal (*Lypd1*), for other details see B.
- (E) Explanation of quantification for positive cells for Cre;tdTomato and endogenous expression: white-filled arrow-marked cells are positive for both Cre and endogenous mRNA signal, empty arrow-marked cells are positive only for endogenous mRNA signal, asterisk-marked cells are not considered for quantification due to lack of a nuclear signal (Dapi).  
Bar graphs show mean  $\pm$  SEM, the BLA region is indicated with a thin line in each image.
- (F) Violin plots of fractional expression of *Etv1*-expressing cells and *Lypd1*-expressing cells in Glutamatergic cluster or GABAergic cluster from snRNA seq data. 

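Portions were computed over neurons of the glutamatergic and GABAergic classes with at least 1 UMI of the gene. Of 533 neurons with *Etv1* in library 2, 86.9% (83.7 to 89.6) were glutamatergic, and of 449 in library 3, 78.6% (74.5 to 82.3). The mean was 82.7% ± 5.83 (SD, n = 2), with the other 17.3% GABAergic. Thinned counts gave 82.1%. The portion moved most, to 74.4%, without library 3.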

The portion of *Etv1*-expressing cells in the Glutamatergic and GABAergic cluster: 81%, and 19%, respectively. The portion of *Lypd1* expressing cells in the Glutamatergic and GABAergic cluster: 71%, and 29%, respectively.
- (G) The quantification of the proportion of *Lypd1*-Cre;Tom cells expressing *Slc17a7* among all *Lypd1*-Cre;Tom cells and the proportion of *Etv1*-Cre;Tom cells expressing *Slc17a7* among all *Etv1*-Cre;Tom cells: n = 5-7 sections from 2-3 mice.

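For *Lypd1* the portion of glutamatergic neurons was 75.8% in library 2 and 53.8% in library 3, with a mean of 64.8% ± 15.5 (SD, n = 2) and 35.2% in the GABAergic class. After thinning it was 69.1%. The portions depend on how many nuclei of each class a library holds.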

(H) Representative images for co-labeling of Slc17a7 and Tom in Lypd1 (top) and Etv1 (bottom) Cre;tdTomato groups. The white arrows indicate cells co-expressing Slc17a7 (Slc17a7+) and tdTomato and the empty arrows indicate Tom cells not expressing Slc17a7 (Slc17a7-).

**A**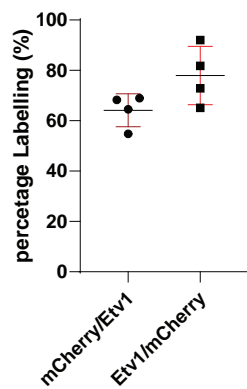**B**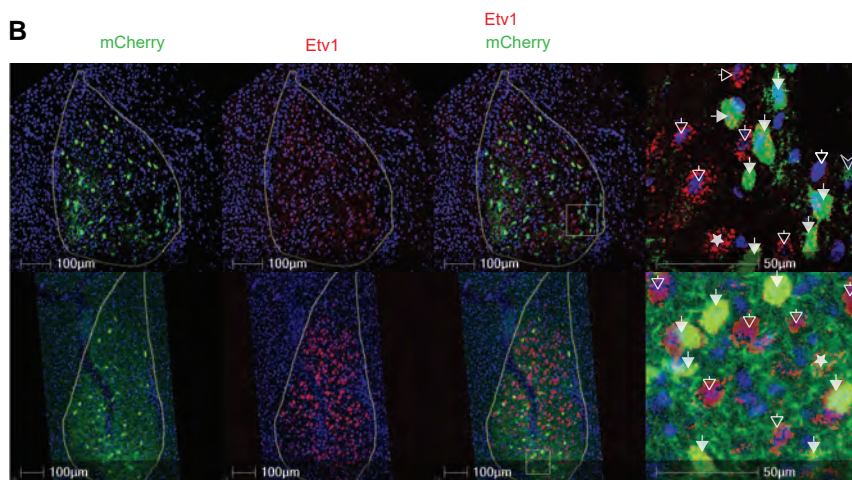**C**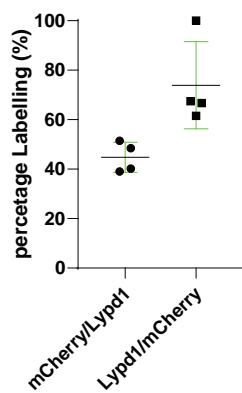**D**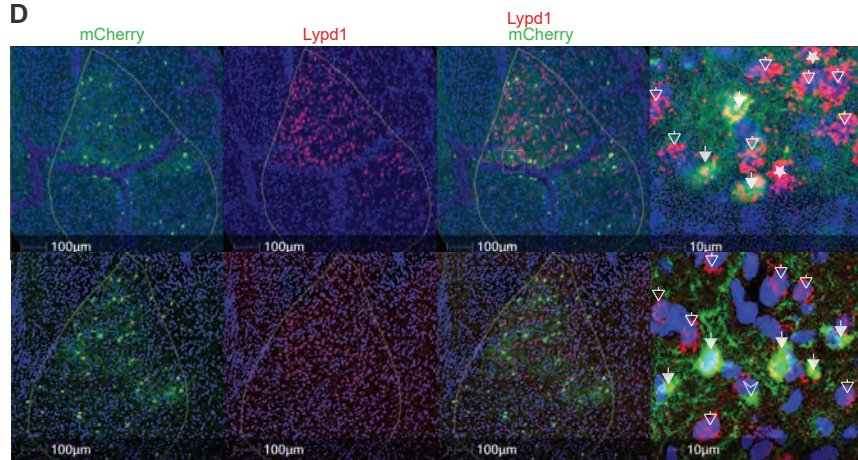**E**

Etv1-CreER::mCherry

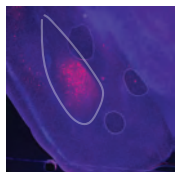

Lypd1-Cre::mCherry

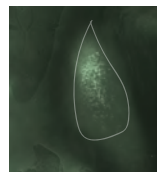

**Supplementary Fig. 9 related to Figure 4-7: Validation of Lypd1-Cre and Etv1-Cre lines with viral injection.**

Etv1-CreER and Lypd1-Cre mice were injected with a Cre-dependent virus (AAV5-hSyn-DIO-mCherry) and the expression of mCherry fluorescence was compared with endogenous Etv1 and Lypd1 mRNA expression by FISH, respectively.

- (A) Quantification of the proportion of Cre::mCherry cells expressing endogenous Etv1 among all Etv1+ cells (mCherry/Etv1) and the percentage of Cre::mCherry cells expressing endogenous Etv1 among all Cre::mCherry cells (Etv1/mCherry) (n = 4 sections from 2 mice).
- (B) Example images with Etv1-Cre::mCherry expression (green) and endogenous Etv1 (red) expression in the BLA (anterior (top) and posterior section (bottom)) with higher-magnified images in each panel (right). Empty arrow-marked cells are positive for the Etv1 mRNA signal (Etv1), arrowhead-marked cells are positive for the Cre signal (mCherry), and white-filled arrow-marked cells are positive for both the Cre and endogenous mRNA signal. Asterisk-marked cells are not considered for quantification due to being out of a focal plane without a nuclear signal (Dapi).
- (C) Quantification of the proportion of Cre::mCherry cells expressing endogenous Lypd1 among all Lypd1+ cells (mCherry/Lypd1) and the percentage of Cre::mCherry cells expressing endogenous Lypd1 among all Cre::mCherry cells (Lypd1/mCherry) (n = 4 sections from 2 mice).
- (D) Example images with Lypd1-Cre::mCherry expression (green) and endogenous Lypd1 (red) expression in the BLA. (anterior (top) and posterior section (bottom)) with higher-magnified images in each panel (right). Empty arrow-marked cells are positive for Lypd1 mRNA signal (Lypd1), for other details see B.
- (E) Representative images of mCherry expression in Etv1 and Lypd1-Cre mouse from vibratome (100-150um thickness) cutting slices to confirm on-target expression.

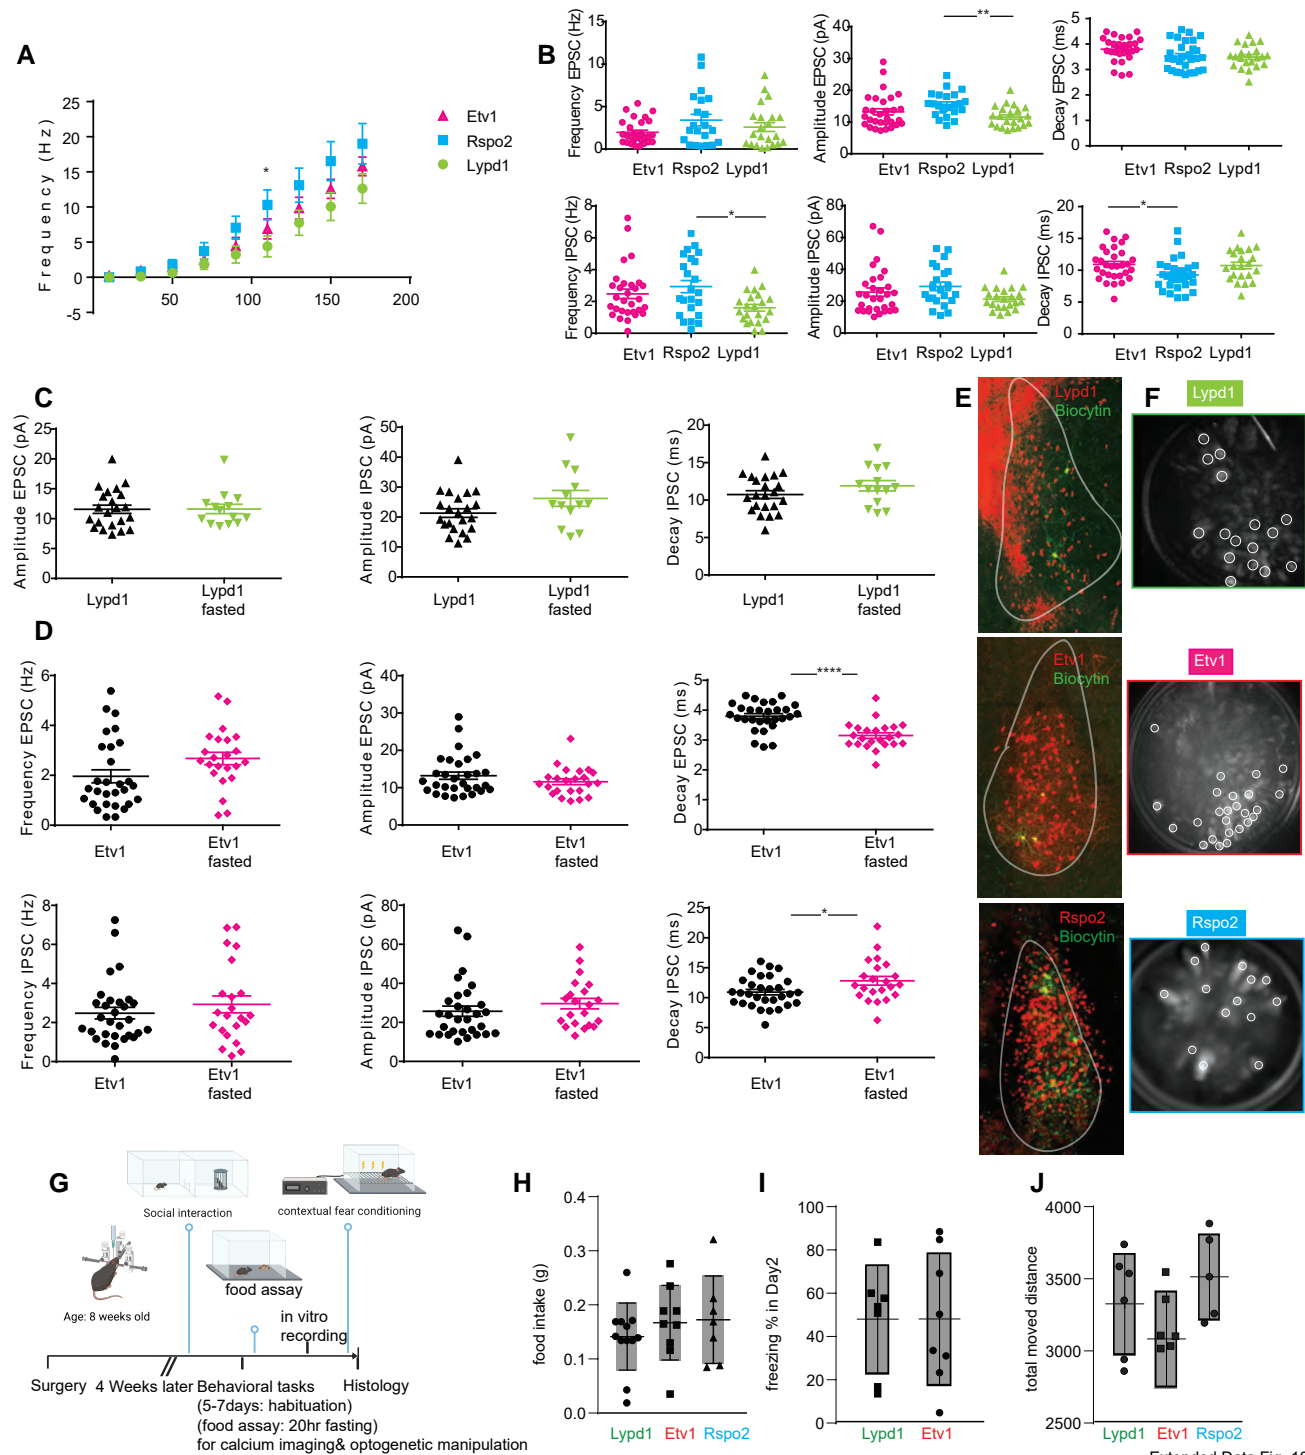

**Supplementary Fig. 10 related to Figures 4-5: Electrophysiological properties of three neuronal populations and behavioral parameters during calcium imaging.**

(A) Firing rates (Hz) after injecting different current steps in three different types of neurons (colored by types of neurons, Two-way ANOVA Mixed-effects analysis: in Rspo2 vs Lypd1,  $*p < 0.05$ , marked at the corresponding step. ( $n$ = neuron numbers;  $BLA^{Lypd1} = 22$ ,  $BLA^{Etv1} = 30$  and  $BLA^{Rspo2} = 21$  from 2 mice per group);  $F(2, 66) = 1.781$ ,  $P = 0.0302$ .

(B) Synaptic properties: Quantification of frequency, amplitude, decay time (left to right) of sEPSC and sIPSC (top to bottom) in three different neuronal populations. One-way ANOVA,  $*p < 0.05$ ,  $**p < 0.01$ . ( $n$ = neuron numbers;  $BLA^{Lypd1} = 22$ ,  $BLA^{Etv1} = 30$  and  $BLA^{Rspo2} = 21$  from 2 mice per group); ( $**p = 0.0082$ ,  $*p = 0.0136$  (Frequency IPSC),  $*p = 0.0252$  (Decay IPSC)).

(C-D) Alterations of synaptic properties after fasting: Quantification of amplitude and decay time of sEPSC and sIPSC in  $BLA^{Lypd1}$  neurons in fed or fasted animals (C) and quantification of frequency, amplitude, and decay time of sEPSC (top) and sIPSC (bottom) in  $BLA^{Etv1}$  neurons in fed or fasted animals (D). Unpaired t-test,  $*p < 0.05$ ,  $****p < 0.0001$  (Lypd1-fed and-fast group:  $n = 22$ , 14 neurons and Etv1-fed and -fasted group:  $n = 30$ , 22 neurons from 2 mice per group).

(E) Ex-vivo representative images for neurobiotin-filled  $BLA^{Etv1}$ ,  $BLA^{Lypd1}$  and  $BLA^{Rspo2}$  neurons after whole cell patch-clamping in Etv1-Cre;tdTomato, Lypd1-Cre; tdTomato and Rspo2-Cre; tdTomato mouse, respectively. (tdTomato + neurons (Red), Ex-vivo biocytin neurons (Green) and overlapping neurons (Yellow)).

(F) Representative maximum-projection images of focal planes of  $BLA^{Etv1}$ ,  $BLA^{Lypd1}$  and  $BLA^{Rspo2}$  -GCaMP6f expressing neurons. White circles indicated selected ROIs.

(G) Timeline of behavioral tests for calcium imaging and optogenetic manipulation, created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

(H) Average of food consumption in the free-feeding assay during calcium imaging (600s): Lypd1 group:  $n = 12$ , mean = 0.1395, std = 0.06151. Etv1 group:  $n = 9$ , mean = 0.1664, std = 0.06972. Rspo2 group:  $n = 7$ , mean = 0.1718, std = 0.08155 (Dunn's multiple comparisons test, ns;  $P = 0.5770$ ).

(I) Average of freezing time (%) on Day 2 during CFC calcium imaging (180s): Lypd1 group:  $n = 7$ , mean = 48.06, std = 24.86. Etv1 group:  $n = 8$ , mean = 48.17, std = 30.29 (Kolmogorov-Smirnov test, ns;  $p = 0.6601$ ).

(J)Average of total distance moved (cm) in the social assay during calcium imaging (600s): Lypd1 group: mean= 3323.64 Std= 357.206, n=6, Etv1 group: mean= 3072.7, Std= 332.517, n= 7, Rspo2 group: mean= 3505.542, Std= 300.4131387, n= 5 (Tukey's multiple comparisons test, ns;  $F(2, 15) = 2.527$   $P=0.1133$ ).

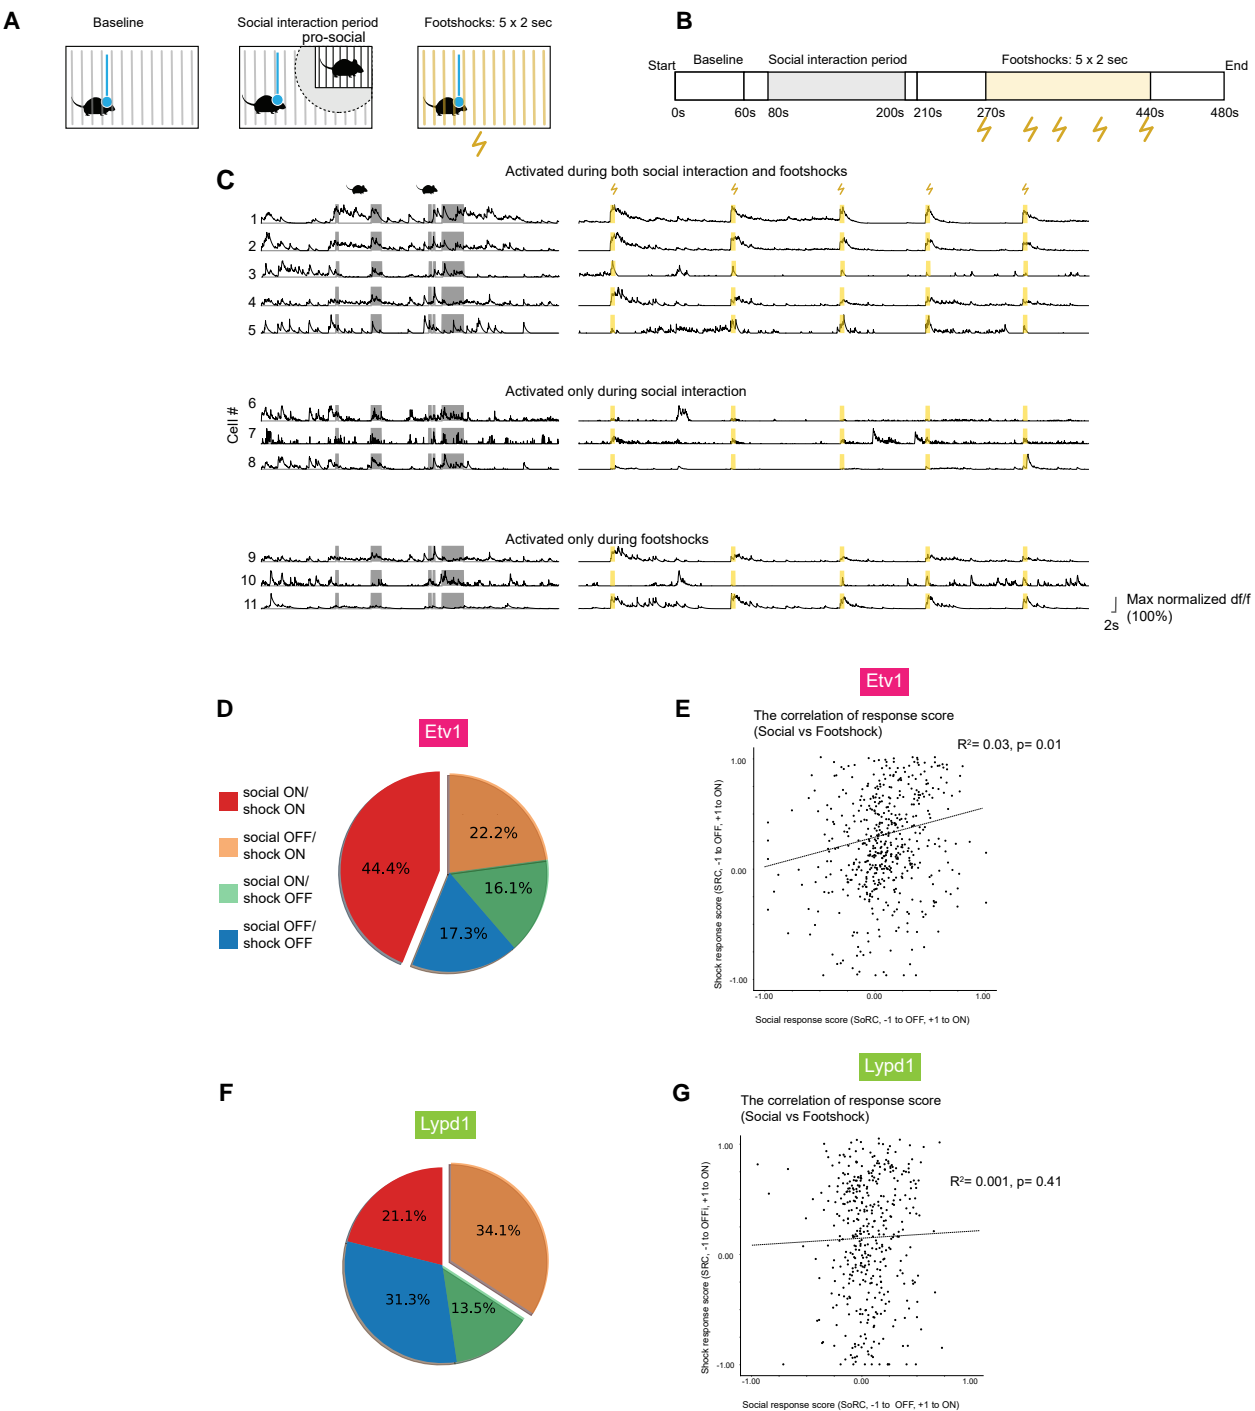

**Supplementary Fig. 11 related to Figure 4-5: Mixed selectivity of BLA<sup>Etv1</sup> neurons for social interaction and footshock responses.**

- (A) Scheme of social interaction and footshock assay (Width:17cm, Length: 24cm).
- (B) Behavioral protocol for calcium imaging during social interaction and footshocks in the same session: 0s-60s, Baseline imaging of an experimental mouse freely exploring the CFC chamber without a social conspecific; 60s-80s, introduction of a social conspecific confined in a wired container; 80s-200s, social interaction period; 200s-210s, removal of wired container; 270s- 440s, five footshocks at 270s, 320s, 365s, 400s, and 440s.
- (C) Representative calcium traces of BLA<sup>Etv1</sup> neurons that showed increased activity during social interaction and footshocks (top), only during social interaction (middle), and only during footshocks (bottom). Social interaction and footshock bouts are shaded in gray and yellow, respectively.
- (D) Fractions of BLA<sup>Etv1</sup> neurons that were activated during social interactions (social ON) and/or footshocks (shock ON) or remained inactive (social OFF and/or shock OFF) as indicated. Percentage values are indicated in the pie chart.
- (E) Distribution of SoRCs and SRCs of BLA<sup>Etv1</sup> neurons (n=481 from 4 animals). The black line indicates the linear model fitted to the data. The R<sup>2</sup> and p-values for the linear models are indicated on the plots.
- (F) Fractions of BLA<sup>Lypd1</sup> neurons that were activated during social interactions (social ON) and/or footshocks (shock ON) or remained inactive (social OFF and/or shock OFF) as indicated. Percentage values are indicated in the pie chart.
- (G) Distribution of SoRCs and SRCs of BLA<sup>Lypd1</sup> neurons (n = 422 from 3 animals). The black line indicates the linear model fitted to the data. The R<sup>2</sup> and p-values for the linear models are indicated on the plots.

**A**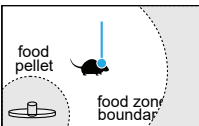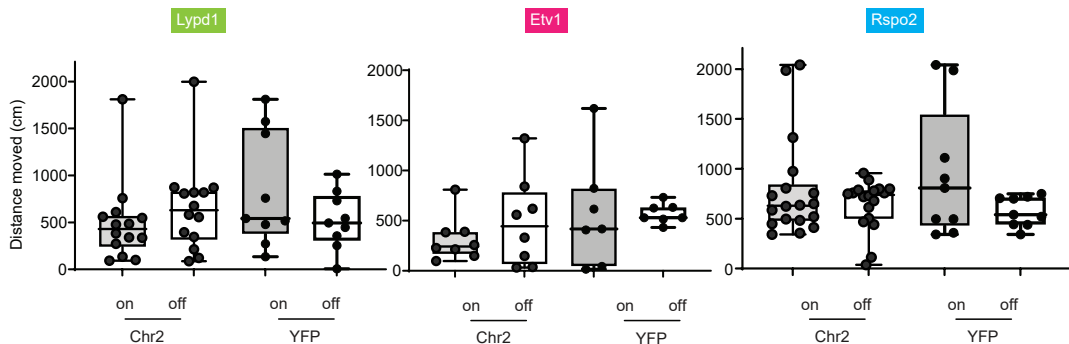**B**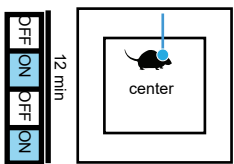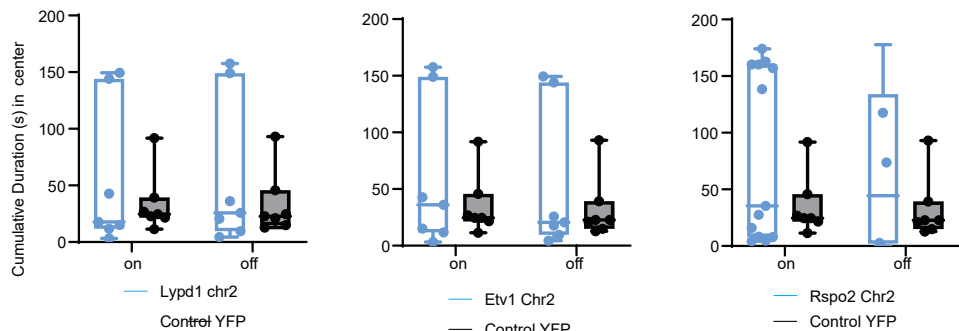**C**

Day 1  
Fear acquisition  
shock + light on (Chr2)

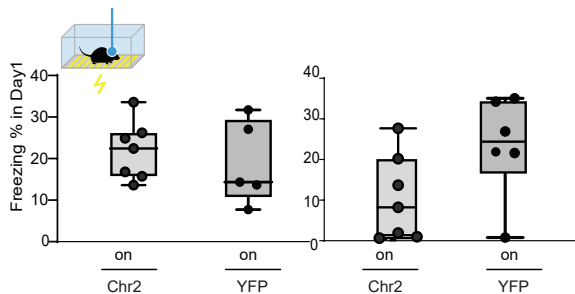**D**

Day 1  
Fear acquisition  
shock + light on (eNpHR3.0)

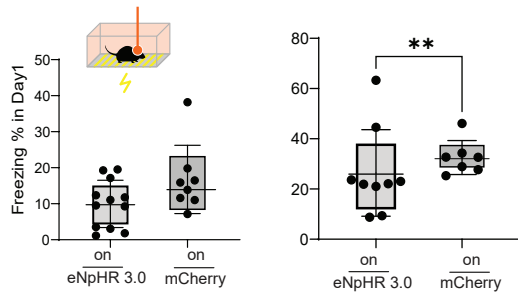**E**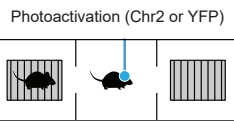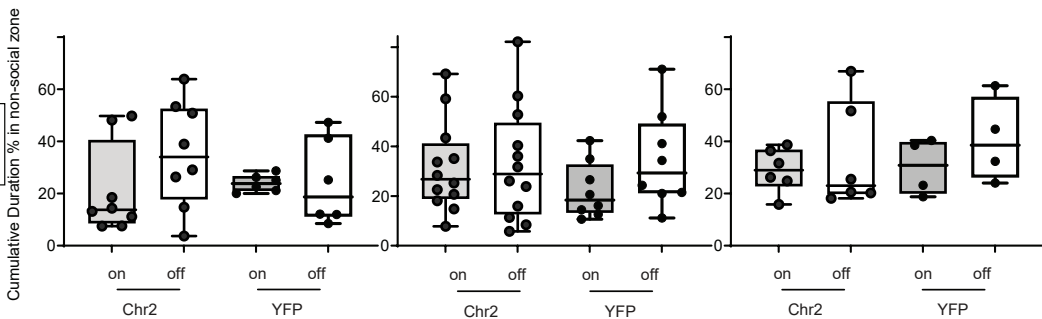

**Supplementary Fig. 12 related to Figures 6-7: Motor, non-social and anxiety-related behaviors during optogenetic manipulations.**

- (A) Left: Scheme of free-feeding assay. Right: Total distance travelled in free-feeding assay combined with photoactivation (related to Figure 6C). Lypd1 group; n = 14 (ChR2) and 9 mice (YFP) per group with one-way ANOVA (Kruskal-Wallis test):  $p = 0.4126$ . Etv1 group; n = 8 (ChR2) and 7 mice (YFP) per group with one-way ANOVA (Kruskal-Wallis test):  $p = 0.2647$ . Rspo2 group; n = 18 (ChR2) and 9 (YFP) per group with one-way ANOVA (Kruskal-Wallis test),  $p = 0.5058$ .
- (B) Left: Scheme of Open-field test (OFT) with light on (ON) and light off (OFF) illumination epochs. Right: cumulative duration (s) in center zone per 3 min of each epoch. Lypd1 groups; n = 7 mice in each ChR2 and YFP groups with two-way ANOVA group  $\times$  epoch interaction ( $F(1, 24) = 0.003498$ ,  $p = 0.9533$ ; Bonferroni *post hoc* analysis). Etv1 groups; n = 7 mice in each ChR2 and YFP groups with two-way ANOVA group  $\times$  epoch interaction ( $F(1, 24) = 0.05877$ ,  $p = 0.8105$ ; Bonferroni *post hoc* analysis). Rspo2 groups; n = 13 (ChR2) and 7 mice (YFP) per group with two-way ANOVA group  $\times$  epoch interaction ( $F(1, 36) = 0.2086$ ,  $p = 0.6506$ ; Tukey's multiple comparisons test, Bonferroni *post hoc* analysis). We only considered each 2<sup>nd</sup> ON and 2<sup>nd</sup> OFF epoch in order to avoid other behavioral contaminations.
- (C) Freezing behavior (%) on Day 1 during CFC combined with photoactivation of BLA<sup>Lypd1</sup> or BLA<sup>Etv1</sup> neurons. The percentage of freezing was analyzed during 300s after 1<sup>st</sup> footshock offset: Lypd1 groups; n = 7 (ChR2) and 5 mice (YFP) per group with Kolmogorov-Smirnov test, ns ( $p = 0.4343$ ). Etv1 groups; n = 6 (ChR2) and 7 mice (YFP) per group with Kolmogorov-Smirnov test, ns ( $p = 0.0676$ ).
- (D) Freezing behavior (%) on Day 1 during CFC combined with photoinhibition of BLA<sup>Lypd1</sup> or BLA<sup>Etv1</sup> neurons. The percentage of freezing was analyzed during 300s after 1<sup>st</sup> footshock offset: Lypd1 group; n = 12 mice and 8 mice per eNpHR 3.0 and mcherry group, respectively with Kolmogorov-Smirnov test,  $p = 0.5095$ . Etv1 group; n = 9, 7 mice per each eNpHR 3.0 and mcherry group, respectively with Kolmogorov-Smirnov test,  $p = 0.0052$ ,  $**p < 0.01$ .
- (E) Left: Scheme of social interaction assay. Right: Cumulative duration (%) in non-social zone combined with photoactivation of three BLA populations in the social assay in comparison to light-off epochs and YFP controls. Lypd1 group; n = 8 (ChR2) and 6 mice (YFP) per group with one-way ANOVA (Kruskal-Wallis test; Bonferroni *post hoc* analysis), ns ( $p = 0.2574$ ). Etv1 group; n = 12 (ChR2) and 8 mice (YFP) per group with one-way ANOVA (Kruskal-Wallis test; Bonferroni *post hoc* analysis), ns ( $p = 0.0407$ ). Rspo2 group; n = 6 (ChR2) 4 mice (YFP) per

group with one-way ANOVA ((Kruskal-Wallis test; Bonferroni *post hoc* analysis), ns (p= 0.6801).

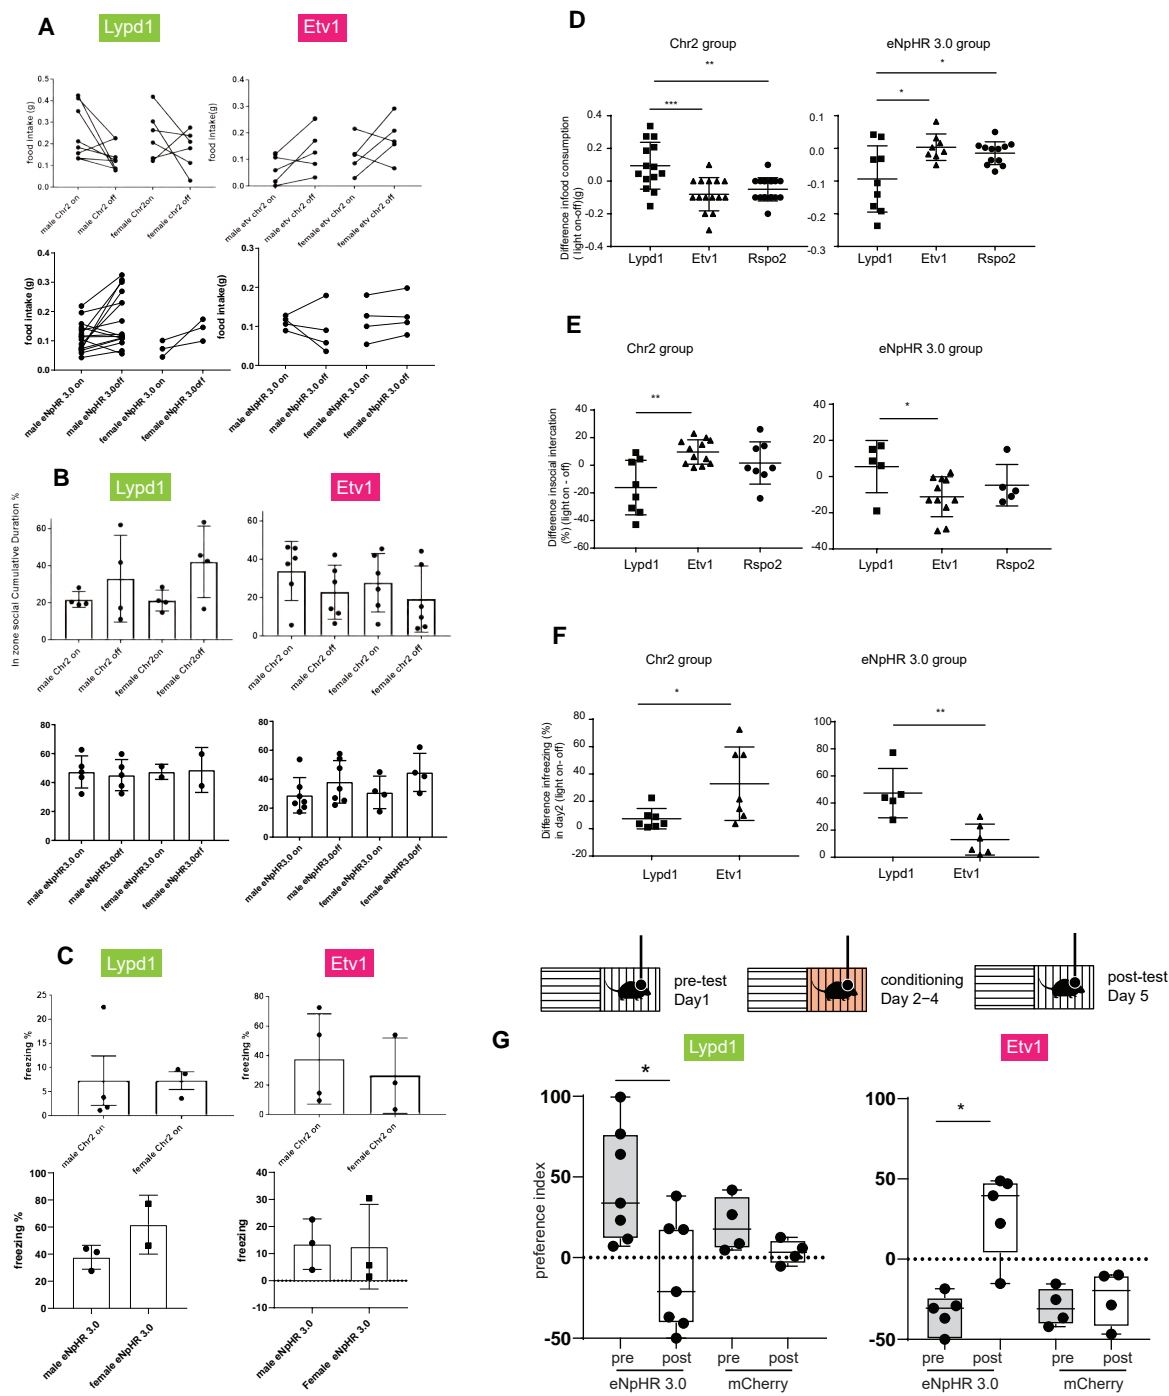

**Supplementary Fig. 13 related to Figures 6-7: No sex differences.**

- (A) Food intake during optogenetic manipulation of BLA<sup>Lypd1</sup> and BLA<sup>Etv1</sup> populations compared to light-off epochs in male and female mice. ChR2 groups (top): Lypd1 group, Male: n=8, Female: n=6 with  $F(3, 24) = 2.301$ ,  $P=0.1028$ , Etv1 group: Male: n=6, Female: n=5 with  $F(3, 18) = 2.201$ ,  $P=0.1231$ ; Tukey's multiple comparisons test, Bonferroni post hoc analysis. eNpHR 3.0 groups (bottom): Lypd1 group, Male: n=7, Female: n=3 with  $F(3, 34) = 1.879$ ,  $P=0.0598$ , Etv1 group: Male: n=4, Female: n=4 with  $F(3, 12) = 0.7522$ ,  $P=0.7624$ ; Tukey's multiple comparisons test.
- (B) Cumulative duration in the social zone (%) during optogenetic manipulation of BLA<sup>Lypd1</sup> and BLA<sup>Etv1</sup> populations compared to light-off epochs in male and female mice. ChR2 groups (top): Lypd1 group: Male: n=4, Female: n=4 with  $F(3, 12) = 1.647$ ,  $P=0.2309$ ; Etv1 group: Male: n=6, Female: n=6 with  $F(3, 20) = 0.9957$ ,  $P=0.4151$  Tukey's multiple comparisons test, Bonferroni post hoc analysis. eNpHR 3.0 groups (bottom): Lypd1 group, Male: n=5, Female: n=2 with  $F(3, 10) = 0.5327$ ,  $P=0.0598$ , Etv1 group: Male: n=8, Female: n=4 with  $F(3, 18) = 0.2474$ ,  $P=0.3694$ ; Tukey's multiple comparisons test.
- (C) Freezing behavior (%) on day 2 combined with photo-manipulation of BLA<sup>Lypd1</sup> and BLA<sup>Etv1</sup> populations in males and females. ChR2 groups (top Lypd1 group: Male: n=4, Female: n=3 with  $P=0.9989$ , Etv1 group: Male: n=4, Female: n=3 with  $P=0.6284$ ; eNpHR 3.0 groups (bottom): Lypd1 group, Male: n=3, Female: n=2 with  $P=0.1666$ , Etv1 group: Male: n=3 Female: n=3 with  $P=0.9327$ ; Unpaired t-test.
- (D-E) Data were generated from Fig. 6-7.
- (D) Differences in food consumption across three mouse lines. Left; mice from ChR2 groups across Lypd1, Etv1, and Rspo2 lines. Lypd1: 14, Etv1: 15, Rspo2: 18 mice; ChR2 on Lypd1 vs. ChR2 on Etv1: adjusted  $p=0.0002$ , ChR2 on Lypd1 vs. ChR2 on Rspo2: adjusted  $p=0.0012$ , ChR2 on Etv1 vs. ChR2 on Rspo2: adjusted  $p=0.7006$ , Tukey's multiple comparisons test, Bonferroni post hoc analysis. Right: mice from eNpHR 3.0 groups across Lypd1, Etv1, and Rspo2 lines. Lypd1: 9, Etv1: 8, Rspo2: 12 mice, Lypd1 vs. Etv1: adjusted  $p=0.0119$ , Lypd1 vs. Rspo2: adjusted  $p=0.0256$ , Etv1 vs. Rspo2:

adjusted  $p = 0.8077$ . Tukey's multiple comparisons test, Bonferroni post hoc analysis.  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

(E) Differences in social interaction across three mouse lines. Left: mice from ChR2 groups across Lypd1, Etv1, and Rspo2 lines. Lypd1: 8, Etv1: 12, Rspo2: 8 mice, ChR2 on Lypd1 vs. ChR2 on Etv1: adjusted  $p = 0.0017$ , ChR2 on Lypd1 vs. ChR2 on Rspo2: adjusted  $p = 0.0533$ , ChR2 on Etv1 vs. ChR2 on Rspo2: adjusted  $p = 0.456$ . Tukey's multiple comparisons test, Bonferroni post hoc analysis. Right: mice from eNpHR 3.0 groups across Lypd1, Etv1, and Rspo2 lines. Lypd1: 5, Etv1: 11, Rspo2: 5 mice, Lypd1 vs. Etv1: adjusted  $p = 0.0474$ , Lypd1 vs. Rspo2: adjusted  $p = 0.3832$ , Etv1 vs. Rspo2: adjusted  $p = 0.5939$ . Tukey's multiple comparisons test, Bonferroni post hoc analysis.  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

(F) Differences in freezing on fear conditioning Day 2 across two mouse lines. Left: mice from ChR2 groups across Lypd1, Etv1 lines. Lypd1: 7, Etv1: 8 mice,  $P = 0.0320$  with two-tailed unpaired t-test. Right: mice from eNpHR 3.0 groups across Lypd1, Etv1 lines. Lypd1: 5, Etv1: 6 mice,  $P = 0.0041$  with two-tailed unpaired t-test.  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

(G) Left: Scheme of conditioned-place preference experiment. Right: Preference index (cumulative time % in paired chamber – cumulative time % in unpaired chamber) of cohorts of mice combined with photoinhibition of two BLA populations before (pre) and after (post) conditioning. In the case of Lypd1-Cre mice, the initially preferred chamber was paired with light, in the case of Etv1-Cre mice, the initially non-preferred chamber was paired with light, to observe avoidance and preference, respectively. Lypd1 groups:  $n = 7$  (eNpHR 3.0) and 4 mice (mCherry) per group; two-tailed paired t-test,  $t_{(6)} = 2.664$ ,  $p = 0.0373$  within eNpHR 3.0 group (pretest versus posttest) and ns,  $t_{(3)} = 1.484$ ,  $p = 0.2345$  within mCherry group. Etv1 groups:  $n = 5$  (eNpHR 3.0) and 4 mice (mCherry) per group; two-tailed paired t-test,  $t_{(4)} = 3.418$ ,  $p = 0.0268$  within eNpHR 3.0 group (pretest versus posttest) and ns,  $t_{(3)} = 1.466$ ,  $p = 0.2388$  within mCherry group.  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

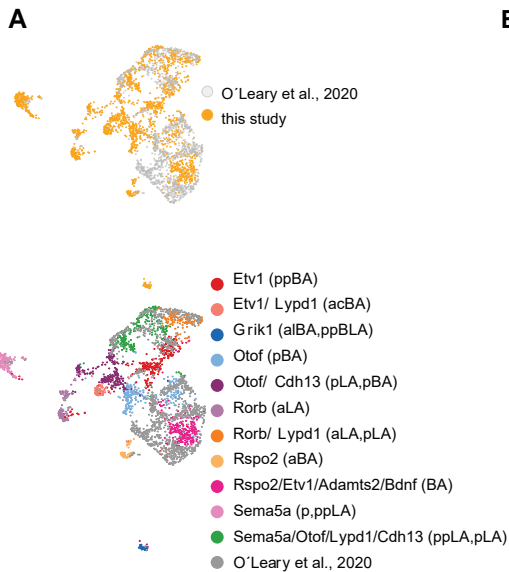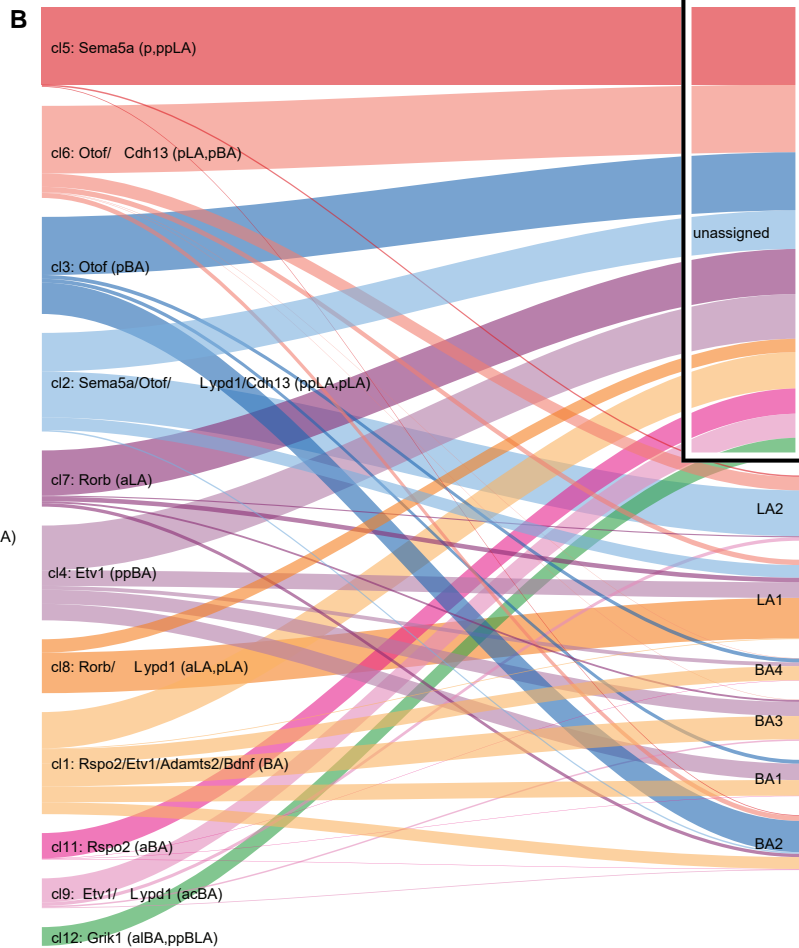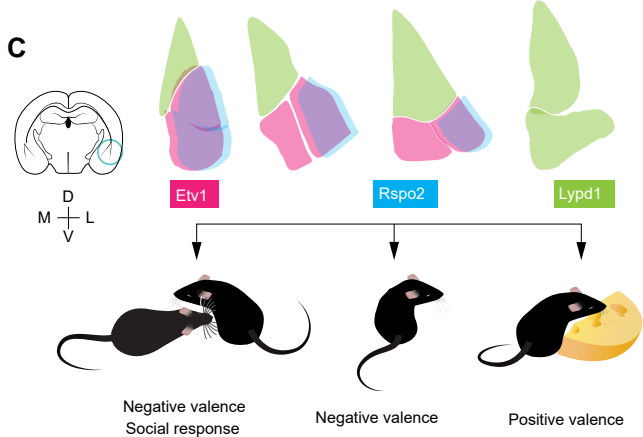

**Supplementary Fig. 14 related to discussion: Comparison with published scRNAseq data and graphical summary of our findings.**

- (A) UMAP of glutamatergic BLA neurons from published data <sup>4</sup> aligned with our glutamatergic BLA clusters (top: cells aligned from both datasets; published data (grey) and our data (yellow), bottom: clusters of our dataset in different colors, published data in grey).
- (B) River plots showing the match flow from our data (left) to published data (right); Unique cell clusters in our data without corresponding cluster in published data indicated as “unassigned”. The thickness of lines represents the number of cells matching cluster assignments.
- (C) Schematic drawing of three different neuronal types in BLA with their distinct spatial expression pattern across the anterior-posterior extent of the BLA (from left to right) and encoding positive, negative, or mixed negative/social valence.

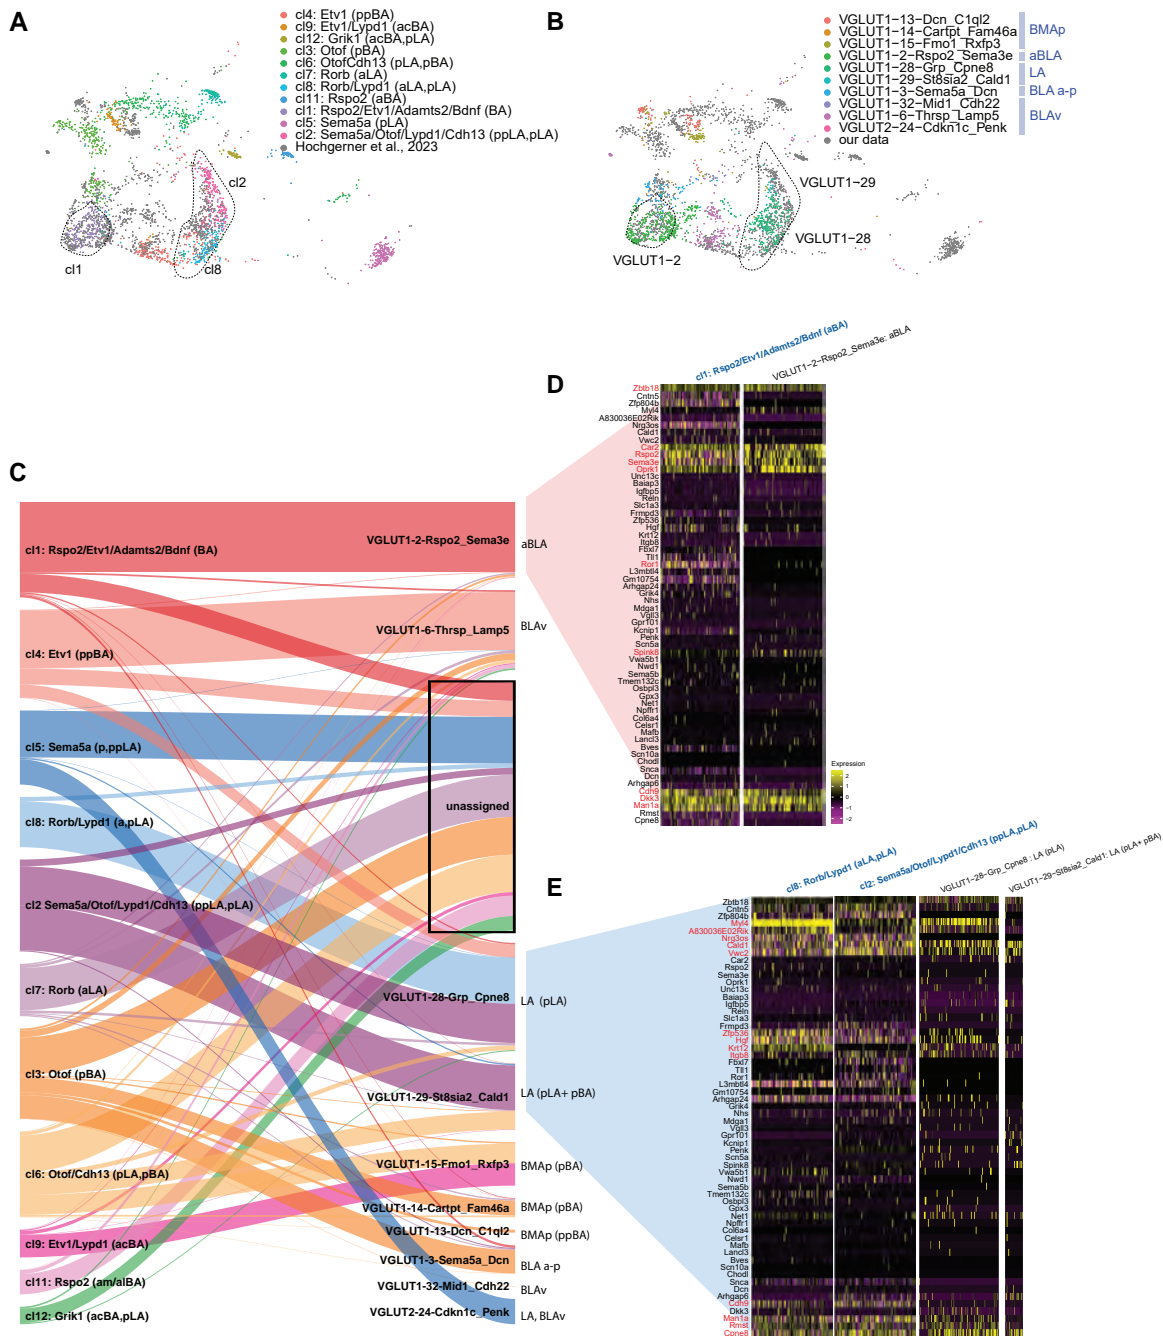

**Supplementary Fig. 15 related to discussion: Comparison with another published scRNAseq data.**

- (A) UMAP of glutamatergic BLA neurons from another published (Hochgerner et al) data <sup>3</sup> aligned with our glutamatergic BLA clusters (BLA cells from Hochgerner's data (grey) and our data (color-coded each cluster)). Clusters marked by dashed lines showed a good match between the two datasets.
- (B) UMAP of ten glutamatergic BLA clusters from Hochgerner's data (color-coded clusters) aligned with our data (Gray) and the anatomical annotation for each Hochgerner's cluster (Blue). Clusters marked by dashed lines showed a good match between the two datasets.
- (C) River plots showing the match flow from our data (left) to published data (right); Unique cell clusters in our data without corresponding clusters in published data indicated as "unassigned". The thickness of lines represents the number of cells matching cluster assignments. Anatomical annotations from the Hochgerner study are indicated on the right and our modified suggestions are written in brackets.
- (D) Heatmap of genes co-expressed in the integrated datasets between cl1: Rspo2/Etv1/Adamts2/Bdnf (aBA) and VGLUT1-2; Rspo2\_Sema3e (aBLA). Red-colored genes are highly expressed in both clusters. The clusters from this study are written in blue and the clusters from the Hochgerner dataset are written in black font. The average gene expression level by color scale.
- (E) Heatmap of genes co-expressed in the integrated datasets between cl8: Rorb/Lypd1 (aLA,pLA), cl2: Sema5a/Otof/Lypd1/Cdh13 (ppLA,pLA) and VGLUT1-29-St8sia2\_Cald1: LA (pLA+ pBA), VGLUT1-28-Grp\_Cpne8: LA (pLA). Red-colored genes are highly expressed in both clusters. The clusters from this study are written in blue and the clusters from the Hochgerner dataset are written in black font. The average gene expression level by color scale.

## References

1. Hintiryan, H. *et al.* Connectivity characterization of the mouse basolateral amygdalar complex. *Nat Commun* **12**, 2859 (2021).
2. Kim, J., Pignatelli, M., Xu, S., Itohara, S. & Tonegawa, S. Antagonistic negative and positive neurons of the basolateral amygdala. *Nat Neurosci* **19**, 1636–1646 (2016).
3. Kim, J., Zhang, X., Muralidhar, S., LeBlanc, S. A. & Tonegawa, S. Basolateral to Central Amygdala Neural Circuits for Appetitive Behaviors. *Neuron* **93**, 1464-1479.e5 (2017).
4. O’Leary, T. P. *et al.* Extensive and spatially variable within-cell-type heterogeneity across the basolateral amygdala. *Elife* **9**, e59003 (2020).
5. Hochgerner, H. *et al.* Neuronal types in the mouse amygdala and their transcriptional response to fear conditioning. *Nat Neurosci* **26**, 2237–2249 (2023).

# Supplementary material for: Genetically- and spatially-defined basolateral amygdala neurons control food consumption and social interaction
**Source:** Nat Commun. 2024 Aug 11;15:6868. doi: 10.1038/s41467-024-50889-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | epifluorescence microscope (Zeiss) with 10x or 5x/0.3 objectives (Zeiss)<br>Leica SP8 confocal microscope equipped with a 20x/0.75 IMM objective (Leica)<br>nVista HD 2.1 (Inscopix)<br>Radiant 2.0 (Plexon)<br>pClamp 10 (Molecular Devices) |
| Data analysis   | Clampex 10.3 and Clampfit (Molecular Devices)<br>ImageJ 2.0.0-rc-49/1.51a (NIH)<br>Prism 7 (GraphPad Software)<br>R (Version 0.98.1103)<br>Ethovision XT 16 (Noldus)<br>Python (3.10.8)<br>HALO software (Indica Labs)<br>IDPS (Inscopix)     |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw data for electrophysiology (Fig4), Calcium imaging (Fig4-5) and optogenetic (Fig6-7) have been deposited in the google drive: <https://drive.google.com/drive/folders/166KtcgxC-Ad27MZH-lidATxEQKgCOBMf>

Raw and processed snRNAseq data are available at GEO (accession number GSE244860).

Also, Custom-written code for calcium imaging (Fig 4-5) is publicly available in a GitHub repository at [https://github.com/limserenahansol/1p\\_BLA\\_sync\\_permutation\\_social\\_valence](https://github.com/limserenahansol/1p_BLA_sync_permutation_social_valence)  
Or in Zenodo: <https://doi.org/10.5281/zenodo.11995740>

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

All protocols, reagents and mouse lines used for the experiments are described in detail in the Methods section and supplementary figures. Further information can be requested from the corresponding author to ensure that our findings can be replicated in other laboratories.

|               |                                                                                                                                                                                                                                                                                                                         |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | Littermates were randomly allocated to experimental groups without pre-determined criteria and could be later identified by unique markers for group assignment.                                                                                                                                                        |
| Blinding      | Experiments were conducted by an investigator with knowledge of the animal genotype and treatment. For behavioral experiments, post-hoc verification of virus expression and optic fiber placement were double checked by someone without knowledge of the behavioral data to ensure that data collection was unbiased. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Chicken polyclonal anti-GFP Thermofischer scientific Cat#A10262 and anti-Slc17a7 (48-2400, Invitrogen). streptavidin conjugated to Alexa Fluor 405 (Thermo Fisher Scientific, S32351, Lot# 1712187). Dilutions and protocols are indicated in the respective Methods sections. |
| Validation      | All antibodies are widely used and commercially available.                                                                                                                                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Mus musculus, transgenic lines:<br/> Rspo2-Cre transgenic line (C57BL/6J-Tg(Rspo2-cre)Blto (RBRC10754)) from RIKEN BioResource Research Center (<a href="https://web.brc.riken.jp">https://web.brc.riken.jp</a>) and Etv1-CreER transgenic line (Etv1tm1.1(cre/ERT2)) from Jackson Laboratory (<a href="http://www.jax.org/jaxmice">www.jax.org/jaxmice</a>) and Lypd1-Cre (Tg(Lypd1-cre)SE5Gsat/Mmucd) mice were imported from the Mutant Mouse Regional Resource Center (<a href="https://www.mmrrc.org/">https://www.mmrrc.org/</a>).</p> <p>All transgenic mouse lines were backcrossed to C57BL/6J (Jackson Laboratory #000664) background.</p> <p>Age: 2-5 months for behavioral experiments, P56 for snRNA and smFISH data.</p> <p>Animals used for optogenetic manipulations and calcium imaging were handled and singly housed (calcium imaging) or littermate-caged (optogenetic) on a 12 h inverted light cycle for at least 5 days before the experiments. Mice were given ad libitum food access except during food deprivation for feeding experiments. All behavioral assays were conducted at a consistent time during the dark period (2 p.m.–7 p.m.).</p> |
| Wild animals            | none                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | Both males and females were used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | none                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All the experiments were performed following regulations from the government of Upper Bavaria. License number ROB-55.2-2532.Vet_02-22-16                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

---

Seed stocks

n/a

Novel plant genotypes

n/a

Authentication

n/a

How the deposited data were processed for this re-analysis (not part of the article)

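Nuclei from the BLA of male mice at postnatal day 56 were measured by snRNAseq with 10x 3' chemistry in 3 libraries of 1 condition, replicates 1, 2 and 3, with 4 brains per dataset. The authors aligned the reads with Cell Ranger to the 10x mouse reference (mm10), called the barcodes that hold cells and deposited raw UMI counts per gene and barcode, 1 matrix per library, without normalization and before the filters of their Seurat step. The matrices list 32285 genes and 9199 barcodes (819, 3792 and 4588). Gene identifiers, types and positions come from the GENCODE vM21 annotation on GRCm38, the assembly that mm10 names, in which 32158 of the 32285 identifiers (99.6%) were found. For 40 genes whose symbol occurs more than once the symbols were made unique.

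Nuclei were kept with more than 200 genes, less than 20% mitochondrial UMIs and less than 0.2% hemoglobin UMIs, as the methods state. The criterion of more than 5% ribosomal protein UMIs was to be applied only if most barcodes met it, and since few did, it was left out. Doublets were scored after the DoubletFinder procedure, with a share of simulated doublets of 0.25, a pK of 0.09 and 10 components, and 282 nuclei were removed, 0.8% of a library per 1000 of its nuclei. Scrublet's own threshold marked 19 of 9103 nuclei (0.209%). The alternative with Scrublet therefore removed as many nuclei as the main procedure, taken by the rank of Scrublet's score. Genes found in at least 4 nuclei were kept.

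With Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5, RANN 2.6.2), counts were log-normalized with a scale factor of 10000, 2000 variable features were chosen, the UMI total was regressed out and 10 principal components were used. The Harmony algorithm was written out in R from its published description, since its package was not at hand. On a simulated embedding of 900 nuclei with a shift between batches, it raised the share of neighbours from another batch from 0.219% to 43.6%, against 43.7% without the shift. Louvain clustering on a shared-neighbour graph used a resolution of 0.4 for all nuclei, 2 for neurons and 0.8, the default, within each class. Clusters got a name from the mean marker score of lists fixed before the data were examined. A cluster stayed unnamed if its top 10 genes by fold held at least as many markers of other types as of its own (for neuronal clusters, only if these were also 2 or more), or if a non-neuronal cluster had none of its own among them. It also stayed unnamed if none of its markers was among them and its nuclei had a median depth under 0.3333 of the median of their library. Classes of neurons further needed transmitter genes at least 2 times those of the other class, and clusters within a class were held to the same ratio and depth rule and to fewer than 2 glial markers among the top 10 genes. The genes given by cluster, 12 for glutamatergic and 6 for GABAergic clusters, were left out of the variable features before clustering within a class.

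Several choices were made after the data were seen: the resolution of 2 for neurons (after 0.4 and 0.8), the ratio of 2 between transmitter genes (after 4), the rule for leading genes, the minimum of 30 nuclei per library for a mean, the threshold of 50% in the counts of clusters, the log2 scale of the cluster profiles, and the co-detection with *Sst*, *Htr2a*, *Lamp5*, *Ndnf* and *Cck*. Of the genes from the test between classes, *Etv1*, *Lypd1* and *Fezf2* are given in full and were picked after their values were seen. The clusters depended on the numerical library used for matrix algebra, so its kernel was fixed. It was chosen because it runs on any machine, and the alternative with another random seed bears on the same kind of variation.

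Shares are shares of nuclei with at least 1 UMI, given with exact Clopper-Pearson 95% confidence intervals for single libraries and as mean and SD over libraries otherwise. A count of 0 allows up to 3 counts of the total. Intervals and limits cover counting error only. For thinning, each nucleus was reduced at random to 1200 UMIs, the 10th percentile of UMIs of neurons rounded down to a multiple of 100, and 12, 372 and 71 shallower neurons of libraries 1, 2 and 3 were left out. Co-detection of *Etv1* and *Rspo2* was also taken at full depth within groups of about 20 nuclei ordered by UMIs, 47 groups in library 2 and 37 in library 3, with an interval of 1.96 standard errors from the hypergeometric variance, a test chosen after the data were seen. Expression by cluster is the CPM of the UMIs summed over the nuclei of a cluster in a library, for clusters with at least 10 nuclei in it.

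For the comparison of classes, counts were summed per class and library, which gave 3 sums per class, and tested with edgeR 4.0.16 (quasi-likelihood test, TMM, its filter on low counts, Benjamini-Hochberg adjustment, threshold 0.05). The test between clusters permuted the cluster labels of the summed values, not of nuclei, within each library 100000 times. Correlations were tested by an exact permutation over sets of genes. The genes named were those the paper's text names for its snRNAseq data, fixed beforehand. Each library gives 1 sum to either class, so the replicate numbers pair the sums. The deviations of the 2 sums of a library from their class means correlated at 0.181, 0.144 and 0.259 in libraries 1, 2 and 3. The fit with library as a block is an alternative.

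The edgeR step was tested on simulated counts for the same 13093 genes, with 200 genes changed 4-fold. With the dispersion of each gene as estimated, 198 of 200 (99%) were recovered and 46 of 244 calls (18.9%) were false, above the threshold of the adjustment. With a dispersion of 0.1 for all genes, 157 of 200 (78.5%) were recovered and 9 of 166 calls (5.42%) were false. The step for marker criteria was tested on simulated groups of nuclei.

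The alternatives set before the data were examined were: each library left out in turn, Scrublet or no removal of doublets, the ribosomal criterion as worded, no batch correction, 30 principal components, 3000 variable features, a resolution of 0.8 for all nuclei or 0.4 within classes, the marker genes kept among the variable features, classes from each nucleus's own marker UMIs, at least 2 UMIs, thinning, DESeq2 1.42.0 in place of edgeR, its size factors in the edgeR fit, no filter on low counts, library as a block, Spearman correlations, correlations across the means of clusters, shares of nuclei after thinning in place of CPM in the test between clusters, and genes found in at least 1 nucleus. Added after the data were seen were each cluster in the class of its highest marker score, a ratio of 4 between transmitter genes, resolutions of 0.4 and 0.8 for neurons, and another random seed. Scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15 were used for the rest. The smFISH, physiology and behaviour data were not analysed here.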

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

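The tests of free RNA in libraries 2 and 3, between GABAergic and glutamatergic nuclei, were chosen only after the results were seen. The comparison with oligodendrocyte-like nuclei at equal depth was set before, and decides nothing, since library 2 had no UMI in 694 GABAergic and 209 oligodendrocyte-like nuclei. *Ppp1r1b* drew attention as a signal outside the genes the paper analysed: the paper states that its dataset did not include it, while the deposited counts hold UMIs of it in 1.55% of GABAergic nuclei (30 of 1940, 95% confidence interval 1.05 to 2.20), above the 0.155% that a count of 0 allows. That limit only tells that UMIs are present, and cannot tell expression from free RNA. Most came from library 3, where 2.12% of GABAergic nuclei had a UMI against 0.395% of the deeper glutamatergic nuclei, with intervals of 1.38 to 3.12 and 0.0816 to 1.15 that lie 0.227 percentage points apart. Free RNA would leave a like share in both classes, so library 3 speaks against it as the whole source there. In library 2 the shares were 0.662% and 0.836%, as free RNA would give, and the lower limit of the former was -1.43 percentage points from the upper limit of the latter. With 5 GABAergic nuclei there, free RNA and expression in a few GABAergic nuclei cannot be told apart in library 2. With no filter on low counts, the log2 fold change from GABAergic to glutamatergic nuclei was -1.70 (edgeR adjusted p = 0.0396). The gene did not pass the filter in the main setting, and in the other settings that tested it it was not called, with adjusted p from 0.0929 to 1.00. Depth matters too: of all neurons the share fell from 1.10% to 0.186% with thinned counts. The mean share of neurons was 6.42% ± 8.33 without library 3 and 5.58% ± 7.91 with Scrublet, since library 1 entered these means. Of all nuclei of library 1, 14.5% had a UMI (118 of 814), against 0.656% in library 2, and the cause of that difference was not tested. The methods list *Ppp1r1b* among reference markers of the central amygdala, and whether such nuclei are present was not tested. The design has 1 condition, so no biological explanation was tested.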

How the results depend on the processing

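Alternatives that put every cluster in the class of its highest marker score, asked for a ratio of 4 between transmitter genes, clustered neurons at a resolution of 0.4 or 0.8, or used another random seed were chosen only after the data were seen. All others were set before. A value without a test counts as kept if it moved by less than the SD over libraries, a count if it stayed within 1.5 times, and a tested value if it kept its sign and its side of the threshold. Of the results that answer a comparison, 206 values under an alternative were kept, 93 moved, 2 reversed and 1 passed its test only there. Of the values of single genes, classes and clusters, 690 were kept, 161 moved, 111 became weaker, 14 stronger and 8 reversed. The portion of *Lypd1*-expressing neurons that are glutamatergic (61.3% to 76.2%) and the number of glutamatergic clusters (9 to 13) were kept under all 12 alternatives that kept the 3 libraries. The cause of the changes below was not tested unless one is named.

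The number of genes that differ between the classes, 1499, was the most unstable count. It was 3393 with library as a block, which pairs the sums of a library. Under the block, 22 of the 30 named genes tested kept their call, 4 gained one and 4 stayed uncalled. The count was 2336 with no filter on low counts, where more genes were tested, 575 with DESeq2, 900 with Scrublet and 998 with neurons clustered at 0.8. It was 0 with each cluster in the class of its highest marker score (1241 genes at an unadjusted p under 0.05) and 0 with the class from each nucleus's own marker UMIs (796 genes). It ranged from 127 to 2548 over the 3 fits that each left out 1 library: 2548 without library 1, whose sums come from 8 and 7 nuclei, 127 without library 2 and 205 without library 3. The latter 2 fits keep library 1 as 1 of 2 sums per class. Without library 1, 26 of the 30 named genes kept their result and 4 gained a call. Of the 10 splits of the 6 sums into 3 and 3, only the real split gave as many genes, and 10 splits allow no share under 0.1. Of these, 4 part the sums of all 3 pairs, and the largest of the other 3 gave 702 genes, since those exchange the classes in 1 library. The log2 fold change of *Slc17a6* was -0.69 with DESeq2 (1.53 in the main setting), and that of *Cdh13* 0.031 with the class from own marker UMIs (-0.18 in the main setting). Neither was called. With 1 library left out, the log2 fold change ranged from -0.68 to 2.09 for *Slc17a6*, from -0.43 to 0.52 for *Cck* and from -0.0043 to 0.30 for *Gria2*, none of them called in the main setting; *Slc17a6* was called without library 1, under the block and with no filter. Besides the settings with a count of 0 and those without library 2 or 3, of *Etv1*, *Lypd1*, *Fezf2*, *Tshz2* and *Rmst* these lost their call: with Scrublet *Lypd1* (edgeR adjusted p = 0.0858), *Tshz2* (0.108) and *Rmst* (0.134), and with doublets kept *Lypd1* (0.0599), *Fezf2* (0.102), *Tshz2* (0.104) and *Rmst* (0.0768).

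Classes and doublets moved several values. With each cluster in the class of its highest marker score, the glutamatergic share was 68.7%, *Ppp1r1b* was found in 4.05% of neurons, *Etv1* with *Rspo2* at 1.52 times and *Lypd1* with *Rspo2* at 1.13 times the product of their shares (0.930 in the main setting). The *Esr1* cluster then held 2.26% of glutamatergic nuclei, the top 5 genes differed by -6.18 points, the fewest genes past the criteria were 1, the median r of the profiles was 0.821 and the highest level of astrocyte genes 39.9%. With Scrublet, the glutamatergic share was 35.4%, *Ppp1r1b* 5.58%, the ratio of *Etv1* and *Rspo2* 1.40 and the fewest genes 232. With doublets kept, the ratio was 1.38, the top 5 difference -6.33 and the fewest genes 224. With the class from own marker UMIs, the *Etv1* portion was 74.7%, *Ppp1r1b* 4.66% and *Fezf2* 12.7%. With highest scores, Scrublet and own marker UMIs, library 1, which the main setting leaves out of the mean, enters that of *Ppp1r1b* (SD 5.05, 7.91 and 5.64). With a ratio of 4 between transmitter genes, the co-detection ratio was 1.40, the top 5 difference -14.5 and the profile r 0.831.

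Clustering settings moved values by cluster. Without batch correction, the neuronal share was 33.2%, the top 5 difference -1.27 and the profile r 0.918. With 30 principal components, the *Esr1* cluster held 3.98%, the profile r was 0.872 and the astrocyte level 1.54%. With 3000 variable features, the *Esr1* cluster held 14.7%, the profile r was 0.843 and the top 5 difference -15.3. Clustering all nuclei at 0.8 gave a neuronal share of 43.2%. A resolution of 0.4 within classes gave 8 GABAergic clusters, an *Esr1* cluster of 14.7%, a top 5 difference of -0.278 and a profile r of 0.883. With the marker genes kept among the variable features, the *Esr1* cluster held 4.49%, the difference was -6.36 and the profile r 0.915. With neurons clustered at 0.4, the co-detection ratio was 1.28, the *Esr1* cluster 4.70%, the difference -3.64 and the profile r 0.886; at 0.8 the ratio was 1.42, the difference -7.69, the profile r 0.882 and the astrocyte level 1.45%. Another seed gave a ratio of 1.46, a difference of -13.7 and a profile r of 0.906. The top 5 difference, taken over all nuclei together, was negative under each alternative. The SD of its values in single libraries was larger than the difference without batch correction (5.14), with a resolution of 0.4 within classes (5.30) and with each cluster in its highest class (35.9).

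Depth limits the shares of nuclei and co-detection. Thinning, which leaves fewer UMIs per nucleus, lowered the share of GABAergic nuclei with any of *Foxp2*, *Rarb*, *Tshz2* and *Rmst* to 65.1%, *Ppp1r1b* to 0.186%, *Fezf2* to 1.08% and the ratio of *Etv1* and *Rspo2* to 1.17. The mean correlation changed sign, to -0.00565. The difference of *Fezf2* between nuclei with and without *Rspo2* was -1.14 points, but it comes from 0 of 51 and 0 of 32 nuclei with *Rspo2* in libraries 2 and 3, too few to give a direction. With at least 2 UMIs, these were 68.0% for any of the 4 genes, 0% for *Ppp1r1b*, 1.23% for *Fezf2*, 1.72 points for its difference and 2.24 for the ratio. *Calb1* and *Reln* were then found together at 1.26 times the product, and the *Etv1* portion was 90.4%. Across the means of clusters the mean correlation was 0.425 and passed its test, on a set of genes that the study had put together from these libraries.

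Leaving out each library in turn, neuronal shares ranged from 35.9% to 50.3%, nuclei kept from 4472 to 8007, the *Esr1* cluster from 4.66% to 15.3% and the top 5 difference from -14.8 to -1.82 points. The fewest genes past the criteria ranged from 37 to 222, the profile r from 0.754 to 0.865, the astrocyte level from 1.50% to 26.9%, the *Etv1* portion from 74.4% to 79.5%, *Fezf2* from 7.50% to 14.8% and *Ppp1r1b* from 1.16% to 6.42%. Of these, 74.4%, 14.8% and 6.42% are without library 3, where libraries 1 and 2 make the mean, with SDs of 15.7, 5.57 and 8.33. The co-detection ratio ranged from 1.23 to 1.44 for *Etv1* and *Rspo2* and from 0.925 to 1.08 for *Lypd1* and *Rspo2*. The correlation of *Bdnf* and *Adamts2* ranged from -0.102 to 0.0796, with the positive value without library 3. The ribosomal criterion as worded left 13 nuclei and 392 genes, too few for any other result. The test between clusters could not be run without library 2 or 3, since library 1 has too few nuclei by cluster.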

Differences from the paper's values

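The correlation of *Adamts2* and *Rspo2* over glutamatergic nuclei was 0.0895, while the paper's value is about 0.7 in Supplementary Fig. 5A, read by eye. For *Bdnf* and *Adamts2* it was -0.0814, against the paper's value of about 0.7 in the same panel, also read by eye. Across the means of clusters, the correlation of *Bdnf* and *Adamts2* was 0.653 ± 0.182, within its spread of the paper's value, and that of *Adamts2* and *Rspo2* was 0.531 ± 0.0908, still apart from it. Taking the SD of each alternative as the measure was chosen after the values were seen. By the SD across nuclei, 0.0160, the value for *Bdnf* and *Adamts2* also stays apart. None of the other alternatives set before the data were examined closed either gap. The paper states that *Etv1*, *Bdnf*, *Adamts2* and *Rspo2* correlate strongly and separate from the other genes. Here the 4 genes ranked 23 of 210 sets across nuclei and 2 of 210 across the means of clusters.

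The paper states that glutamatergic clusters share many of their top marker genes in comparison with GABAergic clusters. Here fewer top genes of glutamatergic than of GABAergic clusters were shared, by -10.3 percentage points. This difference over all nuclei together was negative under each alternative, from -15.3 to -0.278 with all libraries. The SD over libraries was larger than the difference with a resolution of 0.4 within classes (5.30), without batch correction (5.14) and with every cluster in the class of its highest marker score (35.9). For its cluster 2 it states that all top 5 genes were also expressed in cl6. Here 4 of the 5 were, at the 20% mark used. For its cluster 2 the paper gives scaled sums of 0.63 for *Etv1* and 0.47 for *Rspo2* (the paper's values), while sums of log-normalized values gave 0.156 and 0.0701 in the closest re-derived cluster, and a log2 scale of summed UMIs, chosen after the values were seen, gave 0.579 and 0.551. Over all matched clusters, the root mean square difference from the paper's profiles was 0.357 on the former and 0.182 on the latter scale. The value for *Etv1* on the log2 scale stayed within 1.5 times the paper's without batch correction, with 30 principal components, with 3000 variable features and without library 2, and did not with a resolution of 0.4 within classes (0.183), with the marker genes kept (0.286) or without library 1 (0.0500) or library 3 (0.105). That for *Rspo2* did not with 3000 variable features (0.181) or without library 1 (0.234) or library 3 (0). Both lists cover only alternatives set before the data were examined. Over all 10 alternatives that kept the 3 libraries, the lowest values were 0.0878 for *Etv1* and 0.103 for *Rspo2*, also outside 1.5 times. *Ppp1r1b*, which the paper states was not included in its dataset, had UMIs in 42 neurons.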

Other observations

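The tests of depth in library 1 and for *Etv1* and *Rspo2*, and those of astrocyte RNA and of library 1 alone as sources of a neuronal cluster with astrocyte genes, were chosen only after the results were seen, as was the alternative with every cluster in the class of its highest marker score. The other tests were set before.

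Most nuclei of library 1 carried markers of several cell types, and 95.8% of its neuronal nuclei had no class. At equal depth *Slc17a7* and *Slc1a2* were still at least 1.69 times as frequent in library 1 as in the higher of the other libraries, which argues against depth as the whole cause. Nor do a few genes take most of its counts: the 50 most abundant genes held 14.9% of its UMIs, against 22.0% and 23.4% in libraries 2 and 3. RNA of other cells in the same barcode stays open as a source. The libraries share 1 condition, so no biological explanation was tested.

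The paper's cluster 7 has astrocyte genes among its top genes. Among the glutamatergic clusters with a class, the highest level of 10 astrocyte genes fixed beforehand was 1.22% of that in astrocyte-like nuclei. Such clusters appear among the neuronal clusters without a class. In clusters 2 and 4 of the neurons all 10 genes lay above their level in glutamatergic nuclei, as 16.2% to 34.3% of astrocyte RNA would give. Of the 10 genes, 4 are also on the marker list of astrocytes used for naming, and several were listed because they are among the paper's top genes of its cluster 7. *Rorb*, which the paper gives as a marker of cluster 7, was at 377, 594, 730 and 432 CPM in these clusters in libraries 2 and 3, where that share of astrocyte RNA alone predicts 456, 624, 728 and 437 CPM. The highest ratio of observed to predicted was 1.00. A candidate explanation is that astrocyte RNA in the same barcodes brought both the astrocyte genes and *Rorb* into these clusters. The source is not library 1 alone: without it a neuronal cluster with 21.3% of the astrocyte level was still found. Doublets left after filtering stay open, as the doublet score differed from that of glutamatergic nuclei by -0.183 to 0.0702, below it in library 2 and above it in library 3. The median depths of clusters 2 and 4 were 1361 and 617 UMIs in library 2, and 10768 and 7585 in library 3. Glutamatergic nuclei had 8988 and 8377 UMIs, so the libraries may hold unlike barcodes in these clusters. With every cluster in the class of its highest marker score, the cluster closest to the paper's cl7 (r = 0.695, 47 nuclei) had 29.7% of the astrocyte level. Whether the paper's cluster 7 holds such nuclei was not tested.

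Nuclei with *Tshz2*, *Rmst* and *Slc17a6* in the GABAergic class numbered 13. They had *Slc17a7* and *Neurod6* at a mean of 0.206 of the share in glutamatergic nuclei. *Slc17a7* was found in 3 of the 13 (23.1%, 5.04 to 53.8) and in 4.72% of other GABAergic nuclei, and *Neurod6* in 0 of 13. Doublets with glutamatergic nuclei and cells of a mixed kind cannot be told apart with 13 nuclei.

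In glutamatergic nuclei, *Etv1* and *Rspo2* were found together at 1.44 ± 0.0122 times the product of their shares (SD, n = 2 libraries), *Lypd1* and *Etv1* at 1.03 ± 0.0504 times and *Lypd1* and *Rspo2* at 0.930 ± 0.0108 times. Deeper nuclei show more of any gene. With thinned counts the ratio for *Etv1* and *Rspo2* was 1.48 in library 2 and 0.856 in library 3, from 11 and 3 nuclei with both, too few to decide. Within groups of about 20 nuclei of like UMI number, taken at full depth, the ratio was 1.17 in library 2 (95% confidence interval 1.08 to 1.26) and 1.22 in library 3 (1.10 to 1.35). The fall from 1.44 goes with depth, and the rest argues against depth as the whole cause. Summed by cluster, mean CPM of both genes were highest in cluster 1, at 205 ± 21.1 for *Rspo2* and 256 ± 27.2 for *Etv1*, against 16.1 ± 0.233 and 42.7 ± 1.16 in cluster 6, whose nuclei have a like median depth (9646 and 9738 UMIs). *Etv1* was also high in clusters 8 (246 ± 6.44) and 3 (238 ± 11.1), where *Rspo2* was low (15.9 ± 11.3 and 35.8 ± 11.7). In library 2, *Etv1* in clusters 8 and 3 exceeded that in cluster 1 (251 and 246 against 237 CPM). For *Lypd1* and *Etv1* the thinned ratio was 0.747 and for *Lypd1* and *Rspo2* 0.420.

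The labels give male mice. *Xist*, a transcript of the inactive X chromosome of females, had a UMI in at most 0.191% of the nuclei of a library, and *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* of the Y chromosome were found in every library, in 16.1% to 72.2% of nuclei, which argues against a mislabelled sample or female tissue.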
